# Genetic polymorphisms lead to major, locus-specific, variation in piRNA production in mouse

**DOI:** 10.1038/s44318-025-00475-4

**Published:** 2025-06-05

**Authors:** Eduard Casas, Adrià Mitjavila-Ventura, Pío Sierra, Cristina Moreta-Moraleda, Judith Cebria, Ilaria Panzeri, J Andrew Pospisilik, Josep C Jimenez-Chillaron, Sonia V Forcales, Tanya Vavouri

**Keywords:** ERV, Diversity, Mouse, piRNA, PIWI, Development, Evolution & Ecology, RNA Biology

## Abstract

PIWI-interacting RNAs (piRNAs) are small noncoding RNAs that silence transposons in the animal germline. PiRNAs are produced from long single-stranded noncoding transcripts, from protein-coding transcripts, as well as from transposons. While some sites that produce piRNAs are in deeply conserved syntenic regions, in general, piRNAs and piRNA-producing loci turnover faster than other functional parts of the genome. To learn about the sequence changes that contribute to the fast evolution of piRNAs, we set out to analyze piRNA expression between genetically different mice. Here we report the sequencing and analysis of small RNAs from the mouse male germline of four classical inbred strains, one inbred wild-derived strain and one outbred strain. We find that genetic differences between individuals underlie variation in piRNA expression. We report significant differences in piRNA production at loci with endogenous retrovirus insertions. Strain-specific piRNA-producing loci include protein-coding genes. Our findings provide evidence that transposable elements contribute to inter-individual differences in expression, and potentially to the fast evolution of piRNA-producing loci in mammals.

## Synopsis

PIWI-interacting RNAs (piRNAs) are fast-evolving small RNAs expressed in the germline. This study reveals variation in locus-specific piRNA production between mouse strains, associated with endogenous retrovirus insertions.

- Different mouse strains express piRNAs at different levels and some piRNAs are strain-specific.
- Genetic variation is a major determinant of piRNA expression differences between individuals.
- Endogenous retrovirus insertions are associated with polymorphic expression of piRNAs.
- The insertion of an IAP endogenous retrovirus in the intron of protein-coding gene Noct, is associated with piRNA production from the locus in mouse strains that carry the insertion.

## Abstract (web summary)

Small RNA sequencing from genetically divergent mouse strains shows that genetic differences are a major determinant for piRNA expression diversity.

## Introduction

Eukaryotic genomes are hosts to a great number and diversity of transposons, which vary between species and between individuals of the same species (for a review see (Cosby et al, 2019). Active transposons are mobile genetic elements that can propagate within the genome of a cell. When a transposon replicates in the germline, the new copy is passed on to the next generation. To counter potentially deleterious, heritable, mutagenic events caused by transposons, living organisms have evolved mechanisms that repress these elements in the germline. One of the most important defense mechanisms protecting the animal germline against transposons is the PIWI-interacting RNA (piRNA) pathway (reviewed in (Siomi et al, 2011; Ozata et al, 2019)). The core components of the piRNA pathway are deeply conserved and active in the germline of almost all animals. Yet, even closely related mammalian species produce distinct sets of piRNAs. The genetic mechanisms that lead to the fast diversification and divergence of piRNAs between species are largely unknown.

The mammalian piRNA pathway surveys the germline for transposon transcripts and transposon-containing genomic loci using millions of piRNAs, each with a distinct sequence. PiRNAs are small noncoding RNAs produced from a few hundred loci (Gainetdinov et al, 2018). Approximately half of these loci are noncoding, while the other half are protein-coding genes (Li et al, 2013). Why some germline-expressed coding or noncoding transcripts become processed into piRNAs and others do not remains unclear. A mechanism that defines a transcript as a piRNA precursor is the presence of a sequence with extensive complementarity to initiator piRNAs produced from other genomic loci (Gainetdinov et al, 2018). Yet, this requires constant expression of piRNAs throughout the life cycle of the mammalian germline, which is not the case, suggesting that there are additional mechanisms that trigger piRNA production during development and evolution.

The evolution of piRNAs is fast. Some piRNA-producing loci are found in syntenic regions of distantly related species, however their sequence is not conserved (Girard et al, 2006; Chirn et al, 2015). Furthermore, the sites from which piRNAs are produced are more often than not, species-specific (Assis and Kondrashov, 2009; Özata et al, 2020; Chirn et al, 2015). Within the human population, piRNA-producing loci contain more genetic variants than any other transcribed genomic feature (Özata et al, 2020). These independent pieces of evidence suggest that there is little purifying selection pressure on the DNA sequence of piRNA-producing loci. Given that approximately half of all mammalian piRNA precursors are transcripts of protein-coding genes, it is remarkable how evolvable piRNA-producing loci are.

Considering the fast evolution of piRNAs and piRNA-producing genes, how different is the expression of piRNAs in genetically different, healthy individuals of the same species? Differences in expression of piRNAs have been found between human individuals, however, it is unclear whether this is due to differences in health, exposures to genotoxic agents or genetics (Özata et al, 2020). Under controlled environmental conditions, analyses of piRNAs from different Drosophila (Kelleher and Barbash, 2013; Shpiz et al, 2014) and zebrafish strains (Kaaij et al, 2013) have revealed that the identity of piRNA-producing loci and their expression levels vary depending on their genetic background. In Drosophila, the comparison of two strains revealed that transposable element insertions in euchromatic regions induce the formation of dual-strand piRNA-producing loci at the site of insertion and single-strand piRNAs downstream of transposable element insertions in 3’ UTRs of protein-coding genes (Shpiz et al, 2014). Although the piRNA pathway is conserved between flies and mice, some aspects of piRNA biogenesis are distinct, such as how piRNA-producing loci are marked in the genome and how they are transcribed (e.g., (ElMaghraby et al, 2019; Kneuss et al, 2019; Yu et al, 2021)). Even though piRNAs have been extensively studied in mice and play an essential role in male fertility, it remains to be determined whether there are differences in the loci that produce piRNAs in different mice.

We sought to quantify the variation in piRNA expression in different strains of mice and then use it to search for potential genetic mechanisms for this variation. We sequenced and analyzed small RNAs from the male germline of 57 adult mice from four classical inbred mouse strains (C57BL/6J, 129S1/SvImJ, C3HeB/FeJ, NOD), one wild-derived inbred strain (CAST/EiJ) and one outbred strain (ICR). We found significant differences in piRNA production from different genomic loci between genetically diverse mice and only minimal differences between mice of the same inbred strain. We tested the link between variation in piRNA expression and transposable element insertions or deletions and found a highly significant association, specifically for the murine endogenous retrovirus (ERV) Intracisternal A particle (IAP). Taken together with the previous work in fruitflies, our work in mice reveals that new transposable element insertions are a deeply conserved genetic mechanism for piRNA diversification within a species and the emergence of new piRNA-producing loci during evolution.

## Results

### Variation in piRNA expression between genetically diverse mice

We set out to analyze inter-strain variation in small RNA production from known piRNA-producing loci (also known as piRNA clusters) of the mouse genome, aiming to understand the level of piRNA expression variation between genetically diverse individuals in a mammalian species. 

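piRNA clusters are loci whose long transcripts are cut into piRNAs. Small RNAs of 19 to 36 nt from whole testes of young adult mice were counted over 214 of them. There were 2 libraries each from C57BL/6J (BL6) and NOD mice and 3 each from C3HeB/FeJ (C3H) and 129S1/SvImJ (129) mice. The authors counted uniquely mapped reads and divided the counts of each library by its DESeq2 size factor, so the deposited values are normalized counts. Of the 214 clusters, 192 align in all 5 inbred strains of the study, and the other 22 are listed at 0 in every library of these strains. Strains were compared with limma on log2(normalized count + 1) in a single fit of the 10 libraries. The test was against a fold change of 2, at a Benjamini-Hochberg adjusted p under 0.05 in each comparison. A cluster was tested where at least 1 compared library held a normalized count of 10 or more. The 129 mice were kept at one animal facility and the C3H and NOD mice at another, so that strain and facility cannot be told apart between these groups.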

As a first approach, we studied inter-individual variation in abundance of small RNAs mapped to 214 known piRNA-producing loci (Li et al, 2013) from RNA extracted from whole testes of young adult mice from four classical inbred strains: C57BL/6J (referred to as BL6), NOD, C3HeB/FeJ (referred to as C3H) and 129S1/SvImJ (referred to as 129) (Fig. 1; Datasets EV1–3). The majority (72–80%) of small RNAs sequenced from whole testis from all four inbred strains mapped to known piRNA clusters (Dataset EV1). 

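In the 10 testis libraries, 72.2 to 76.0% of the aligned small RNAs lay in the 214 clusters, from the read numbers that the paper gives per library (Dataset EV1). These were 18156778 to 22869914 reads mapped to clusters, out of 32071404 to 39850943 reads sequenced. The deposited normalized counts of a library added up to between 19005516 and 21571378 over the clusters. Counting error at this depth is small for the clusters with the most reads, and the intervals and lower bounds given for single clusters cover counting error or the spread between libraries only.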

For brevity, we refer to small RNAs mapping to known piRNA clusters as piRNAs, even though these small RNAs were not identified as bound to PIWI proteins by us. The reference set, which corresponds to BL6 (Li et al, 2013), contains 84 loci producing piRNAs predominantly during the prepachytene stages of meiosis, 100 loci producing piRNAs predominantly from the pachytene stage of meiosis onwards and 30 loci that are known as hybrid, expressed throughout adult spermatogenesis (Li et al, 2013). 

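Intergenic clusters, which are named by chromosome band, gave nearly all piRNAs of the testis. The 82 intergenic clusters aligned in all strains held 97.1% ± 0.0340 of the normalized counts in BL6 (SD, n = 2), 96.9% ± 0.0792 in NOD (n = 2), 97.1% ± 0.0142 in C3H (n = 3) and 97.4% ± 0.116 in 129 (n = 3). The 110 clusters named after protein-coding genes held 2.86, 3.09, 2.93 and 2.62% in the same order of strains. Divergent pairs are clusters on opposite strands that start within 500 bases of each other, as loci with a shared promoter do. The 29 clusters in such pairs held 65.2, 61.8, 62.7 and 65.6%. In each strain the 5 clusters with the highest mean were all intergenic, 4 of them lay in divergent pairs, and 4 were shared by all strains. The highest mean in BL6 was 1785500 ± 47540 normalized counts (SD, n = 2) at piC202, on the plus strand of chromosome 17 of GRCm38 from 27325197 to 27367483. Its partner piC201 lies on the minus strand from 27288276 to 27325028 and had the highest mean in 129, 1776481 ± 118118 (SD, n = 3). The 5 highest clusters together held 31.7% of the counts in BL6, 26.4% in NOD, 27.1% in C3H and 31.5% in 129. The class of each cluster (prepachytene, hybrid or pachytene) was not used here, and the groups rest on names and coordinates.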

As expected, the loci with the highest count of piRNAs in the whole adult testis in all four mouse strains are the pachytene ones (Appendix Figs. S1 and S2). Overall, piRNA abundance was highly correlated between animals of the four classical inbred strains (Fig. 1A,B).

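Across the 192 clusters, the 45 pairs of testis libraries had a median Spearman correlation of 0.979, with a lowest value of 0.956. Clusters are not independent replicates, so these values describe similarity and carry no test.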

**Figure 1:**
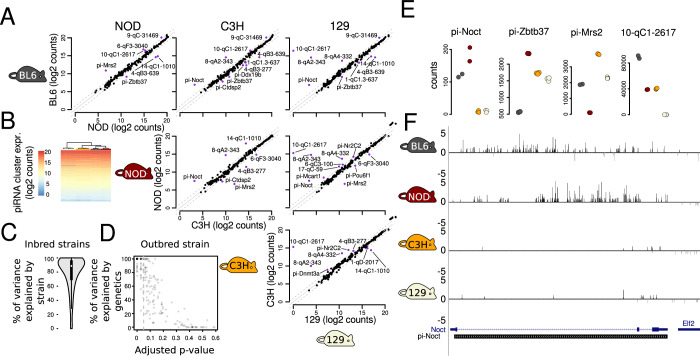
Variation in expression of 214 previously defined piRNA-producing loci in testes of four classical inbred mouse strains. (**A**) Pairwise comparison of expression of 214 previously defined piRNA-producing loci in four classical inbred mouse strains. Significantly differentially expressed piRNA clusters are shown using purple points, and their names are shown. Each point represents the mean of the log2 transformed, scaled read counts of all samples of the same strain (3 samples each, for strains C3H and 129 and 2 samples each, for strains NOD and BL6). (**B**) Heatmap of piRNA cluster expression in each mouse sample of the four inbred strains. (**C**) Distribution of percentage of piRNA cluster expression level variance explained by (inbred) strain. Expression values were VST transformed and the variance explained by genetics calculated using a linear model with strain representing the effect of genetics. The boxplot inside the violin plot shows the interquartile range, the middle point corresponds to the median, and the whiskers extend to the extreme values provided they are no more than 1.5 times the interquartile range from the box. *N* = 191 piRNA-producing loci. (**D**) Percentage of piRNA cluster expression level variance explained by genetics estimated from mice of the outbred strain ICR in multi-generation pedigrees. Empirical *P* values are based on 100 permutations and adjusted for multiple testing using the Benjamini–Hochberg method (see “Methods”). (**E**) Five piRNA-producing loci with highly variable expression in four classical inbred mouse strains. Data points show the scaled small RNA counts with BL6 samples shown in gray, NOD in red, C3H in yellow and 129 in beige. Small RNAs mapped at these five loci on each strand and in each replicate are shown in Appendix Fig. S4. (**F**) Classical inbred mouse strains produce significantly different levels of small RNAs from pi-Noct (also known as pi-Ccrn4l). Genes and repeats are also shown. One sample from each strain was randomly chosen. The 214 piRNA-producing loci were defined in BL6 (Li et al, 2013).

Despite the high concordance of piRNA expression between all the studied mice, the abundance of piRNAs was more similar between animals of the same inbred strain than animals of different strains (Fig. 1B; Appendix Fig. S3). 

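Pairs of libraries from the same strain had a median Spearman correlation of 0.9995 across the 192 clusters (8 pairs), and pairs from different strains a median of 0.973 (37 pairs). The difference of the means, 0.0262, was reached by 1 of the 6300 distinct groupings of the 10 libraries, the real one (exact permutation test, one-sided, p = 0.00016).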

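The mean log2 value over the 192 clusters was 12.32 in 129 and 12.44 in each of BL6, C3H and NOD. In a linear mixed model with strain as fixed and cluster as random effect, the likelihood ratio for strain was 10.0 (chi-square, p = 0.0184). This p takes the clusters of a library as independent. When strain labels were permuted over the 10 libraries, p was 0.0099, the smallest that 100 permutations can give. Without replicate 2 of 129, the p of the likelihood ratio was 0.0506. The lower mean of 129 rests on 2 clusters, 10-qC1-2617 and 8-qA2-343, whose log2 differences against BL6 on this scale were -16.44 and -10.70, while the sum over all clusters was -22.65. As 10-qC1-2617 is listed at 0 in 129, its difference is set by the pseudocount of 1. With 3 counts as the limit BL6 was at least 28954-fold higher, if the 0 reflects counting and not mapping. Without these 2 clusters, an alternative added after the values had been seen, the means were 12.40 to 12.43 in the 4 strains and the p of the likelihood ratio was 0.708.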

To assess statistically the effect of the strain on global piRNA cluster expression, we used a linear model with strain as a fixed effect and piRNA cluster as a random effect and found that strain significantly contributes to piRNA cluster expression level (*P* value = 0.04). Considering each cluster independently, strain significantly contributes to inter-individual variation in piRNA cluster expression in 159 out of 192 (83%) clusters (Dataset EV4). 

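Strain had an effect on most clusters when each was tested alone. With limma's moderated F test on log2(normalized count + 1), 169 of the 192 clusters (88.0%) had an adjusted p under 0.05. With the ordinary F test, which does not share the spread between clusters, there were 155. The 10 libraries leave few degrees of freedom per cluster, which is why the spread was shared.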

Notably, strain explains at least 80% of inter-individual variation in expression in 127 out of 192 (66%) the clusters **(**Fig. 1C). 

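The adjusted R-squared of strain was 80% or more in 124 of the 192 clusters (64.6%). Its median over the clusters was 88.0%, with quartiles of 69.3 and 96.0%. The 124 clusters were 68 named after genes and 56 intergenic ones, and they included all 22 clusters that differed between at least 1 pair of strains by more than 2-fold. From the strain effect in each cluster, the paper concludes that for a subset of clusters genetics is the main factor in inter-individual variation of piRNA expression in classical inbred strains.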

We conclude that in classical inbred strains, for a subset of piRNA clusters, genetics is the most important factor affecting inter-individual variation of piRNA expression.

In pairwise comparisons of the inbred mouse strains, of the 214 known piRNA clusters, 21 were significantly differentially expressed in at least one pairwise comparison and eleven of these clusters were significantly differentially expressed in at least three of the six pairwise comparisons between the four inbred mouse strains (Fig. 1A; Dataset EV5). 

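In the 6 pairwise comparisons, 22 of the 192 tested clusters passed limma's test against a fold change of 2 in at least 1 comparison and 11 in at least 3. In libraries simulated without a strain effect, a mean of 0 clusters passed in at least 1 comparison (100 draws). A test against a fold change of 2 leaves little room for another outcome there, so this is no further evidence. Compared with BL6, NOD had 3 clusters higher and 4 lower, C3H 6 higher and 4 lower, and 129 3 higher and 5 lower. Compared with NOD, C3H had 4 higher and 4 lower, and 129 3 higher and 8 lower. C3H had 6 higher and 2 lower than 129. The 22 clusters were 10 named after genes and 12 intergenic ones. Of the 52 differences, 51 are also in the paper's table (Dataset EV5).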

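Lists of clusters fixed before the data were examined were also compared between strains. Over the 6 comparisons, 19 differences fell on the 110 gene-named clusters (11 higher, 8 lower; 19 adjusted over the list alone) and 33 on the 82 intergenic ones (14 higher, 19 lower; 34 adjusted over the list alone). The 29 clusters in divergent pairs had 9 (9 adjusted over the list alone), and the 30 clusters in genes of transcription and chromatin had 7, of which 6 were higher (7 adjusted over the list alone). The 11 in kinase and phosphatase genes had 2 (2 adjusted over the list alone). The 14 in ubiquitin ligase and adaptor genes had 0 by limma (0 adjusted over the list alone). A further 22 clusters are those on which the paper reports differences, which the study chose on these samples, so that their 51 differences (53 adjusted over the list alone) are not independent evidence. As whole lists, only the gene-named clusters in C3H against NOD (median log2 difference 0.07) and the intergenic ones (median -0.08, and 0.00 under quantile normalization) passed camera with a preset correlation of 0.01, at an adjusted p of 0.0075. With equal totals these medians were 0.13 and -0.02, and the gene-named one was 0.02 under quantile normalization. Gene-named and intergenic clusters together make up all tested clusters, so that each of these lists mirrors the other. Of all 98 tests of 7 lists in 14 comparisons, 21 passed with the preset correlation, mirrored pairs included. In camera with an estimated correlation 0 passed, at a lowest adjusted p of 0.824. With fry, which asks whether a list moves on balance in a single direction, 59 passed.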

Differentially expressed piRNA-producing loci include protein-coding genes, such as *Noct* (also previously known as *Ccrn4l*), *Zbtb37* and *Mrs2* and noncoding cluster 10-qC1-2617 on chromosome 10, among others (Fig. 1E). Also, differentially expressed clusters include deeply conserved as well as mouse-specific clusters. 

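Several large differences were at intergenic clusters. 8-qA2-343, on the minus strand of chromosome 8 from 27293077 to 27296288, had 24193 ± 1585 normalized counts in BL6 (SD, n = 2) and 27324 ± 183 in NOD (n = 2), but 1016 ± 15.6 in C3H (n = 3) and 13.7 ± 2.90 in 129 (n = 3). 129 differed from BL6 by a log2 fold change of -10.70 (standard error 0.11, adjusted p = 2.6e-18, limma). 4-qB3-639, on the minus strand of chromosome 4 from 62220598 to 62230936, was lowest in BL6 at 24827 ± 174 (SD, n = 2) and highest in 129 at 230020 ± 1697 (SD, n = 3), with a log2 fold change of 3.21. 14-qC1-1010, on the plus strand of chromosome 14 from 44926823 to 44950817, was lower in C3H than in NOD by a log2 fold change of -3.60. Each of these differences exceeded the spread between replicates, as the rule for naming clusters required, and remained past the threshold without any single library.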

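The cluster listed as pi-Ccrn4l lies on the plus strand of chromosome 3 from 51224933 to 51251625 (GRCm38), inside Noct, which spans 51224447 to 51251644. It had 119 ± 6.70 normalized counts in BL6 (SD, n = 2) and 185 ± 29.8 in NOD (n = 2), against 8.44 ± 3.14 in C3H (n = 3) and 10.2 ± 3.57 in 129 (n = 3). The log2 fold change of C3H against BL6 was -3.72 (standard error 0.33, adjusted p = 1.6e-05, limma), and that of 129 against BL6 was -3.48 (adjusted p = 4.1e-05). Against NOD, C3H differed by -4.34 (adjusted p = 1.7e-06) and 129 by -4.10 (adjusted p = 3.2e-06). NOD and BL6 differed by 0.62, which did not pass the test.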

The protein-coding gene *Nocturnin* (*Noct*) is a mouse-specific prepachytene piRNA cluster (Li et al, 2013) that produces abundant piRNAs in BL6 and NOD strains but not in C3H and 129 (Fig. 1E,F; Appendix Figs. S2 and S4A). 

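The cluster pi-Zbtb37 lies on the minus strand of chromosome 1 from 161002922 to 161034827 (GRCm38), within the gene Zbtb37. It had 565 ± 16.8 normalized counts in BL6 (SD, n = 2), 2316 ± 4.62 in NOD (n = 2), 1727 ± 19.9 in C3H (n = 3) and 1548 ± 47.9 in 129 (n = 3). Compared with BL6, the log2 fold change was 2.03 in NOD (standard error 0.05, adjusted p = 4.5e-10, limma), 1.61 in C3H (adjusted p = 1.6e-07) and 1.45 in 129 (adjusted p = 3.5e-06).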

The gene *Zbtb37*, a prepachytene piRNA cluster that also produces piRNAs in human, macaque and platypus, produces significantly more piRNAs in strains NOD, C3H and 129 than in BL6 **(**Fig. 1E; Appendix Figs. S2 and S4B). 

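The cluster pi-Mrs2 lies on the minus strand of chromosome 13 from 24987484 to 25020304 (GRCm38), within the gene Mrs2. It had 101 ± 4.48 normalized counts in NOD (SD, n = 2), against 1886 ± 25.1 in BL6 (n = 2), 2299 ± 52.7 in 129 (n = 3) and 3805 ± 28.3 in C3H (n = 3). BL6 was 18.5-fold above NOD (log2 fold change of NOD against BL6 -4.21, standard error 0.05, adjusted p = 6.9e-16, limma). C3H and 129 exceeded NOD by log2 fold changes of 5.22 (adjusted p = 5.0e-18) and 4.49 (adjusted p = 2.1e-17).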

The gene *Mrs2*, which is a hybrid, mouse-specific piRNA cluster, produces piRNAs in three mouse strains but nearly none in NOD **(**Fig. 1E; Appendix Figs. S2 and S4C). Last, an intergenic, pachytene, cluster on chromosome 10 that is not conserved in other species, produces few piRNAs in strain 129, many piRNAs in strains NOD and C3H and still twice as many in BL6 (Fig. 1E; Appendix Figs. S2 and S4D). Thus, select piRNA clusters produce different steady state levels of piRNAs in mice of different strains.

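The cluster 10-qC1-2617 lies on the plus strand of chromosome 10 from 85748562 to 85781750 (GRCm38), where the annotation has no gene on the same strand. It is listed at 0 in all 3 libraries of 129. Its normalized counts were 38884 ± 221 in NOD (SD, n = 2), 40197 ± 856 in C3H (n = 3) and 89098 ± 2942 in BL6 (n = 2). Taking 3 counts in each 129 library as the limit that a count of 0 allows, BL6 was at least 28954-fold higher, C3H at least 13063-fold and NOD at least 12636-fold. These bounds take the 0 as a count, and a loss of reads in mapping to the 129 genome was not tested. RNA-seq had 240 ± 55.9 normalized counts at the locus in 129 testis (SD, n = 3) and 14248 ± 528 in BL6 (SD, n = 2). In the small RNAs, NOD and C3H differed by a log2 fold change of 0.05. BL6 was 2.29-fold above NOD (log2 fold change of NOD against BL6 -1.20, adjusted p = 0.0168, limma) and 2.22-fold above C3H (-1.15, adjusted p = 0.0456). Both values are near the threshold of 2-fold. The difference from NOD did not pass without C3H replicate 2 (-1.20), NOD replicate 1 (-1.19) or 2 (-1.20), or BL6 replicate 2 (-1.16). The difference from C3H did not pass without any single library of C3H, NOD or BL6 (-1.11 to -1.18).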

The differences in piRNA cluster expression between strains prompted us to explore the relationship between genetic differences between strains and variation in piRNA abundance. Using known SNPs between the four inbred mouse strains, for each cluster, we compared the genetic distance tree to the expression distance tree. 

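Distances between strains in expression were taken as differences of the mean log2(normalized count + 1). For pi-Noct, C3H and 129 were the nearest pair (0.24) and NOD and C3H the farthest (4.34). pi-Mrs2 had BL6 and 129 as the nearest pair (0.29) and NOD and C3H as the farthest (5.22). The nearest pair for pi-Zbtb37 was C3H and 129 (0.16) and the farthest BL6 and NOD (2.03). At 10-qC1-2617 the nearest pair was NOD and C3H (0.05). SNPs were not used here and the genetic distances were not recomputed.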

The genetic and expression trees match for pi-Noct and pi-Mrs2, they match partially for pi-Zbtb37 while the noncoding piRNA cluster 10-qC1-2617 does not contain enough SNPs to calculate a genetic distance tree (see Appendix Fig. S5 and Dataset EV6). Comparing piRNA-producing loci to other genomic regions, between mouse strains, piRNA-producing loci (excluding those also coding for protein-coding genes) have more sequence differences compared to other long noncoding RNAs (Appendix Fig. S6). Focusing on pachytene piRNA-producing loci that are the ones most abundant in whole testes, and comparing BL6 to the other three strains, we found that differentially expressed loci tend to have more sequence differences along the entire locus (Appendix Fig. S7A), at the promoter (Appendix Fig. S7B) and at transcription factor binding sites in promoters (Appendix Fig. S7C), although there is a low number of observations and not all comparisons reach statistical significance.

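ICR is an outbred stock, so its mice differ in genotype within families. Small RNAs of the testes of 39 ICR males from 7 families were counted over the 214 clusters. Libraries were sequenced in a first batch of 15 mice and a second of 24, with 8059890 to 14897326 reads mapped to clusters per library by the paper's numbers. As for the inbred strains, the authors divided counts by DESeq2 size factors. Of the mice, 20 had an overfed ancestor and 19 did not. A genotype of the Noct IAP is given for 38 mice, of which 24 carry it (IAP+) and 14 do not (IAP-). For each cluster, an animal model split log2(normalized count + 1) into an additive part that follows the relationship matrix of the pedigrees and a residual part, with batch and overfed ancestor as fixed effects. The share of variance explained by relatedness is the additive part over the sum of both.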

To gain independent evidence for the link between genetic variation and gene expression variation, we sequenced and analyzed small RNAs from the testes of 39 young adult mice of the genetically outbred strain ICR (for further details on this dataset, see “Methods” and Datasets EV1 and EV7). These mice were from seven pedigrees (Appendix Fig. S8). If genetics has a major effect on inter-individual piRNA cluster expression, then, at least for some piRNA clusters, closely related individuals should have more similar piRNA cluster expression than less related individuals. For each piRNA cluster, we tested whether relatedness is a factor that significantly explains piRNA expression variation. 

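Relatedness was estimated to explain a large share of the variance in most of the 214 clusters. The mean share was 69.5% (SD over clusters 35.1) and the median 84%. In 157 clusters it was 50% or more, in 97 clusters 90% or more, and in 22 clusters it was estimated at 0. Within batch 1 alone the mean was 53.5%, and within batch 2 alone 62.1%. With family in place of the relationship matrix the mean was 23.36%.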

We found that on average 48% of variation of piRNA cluster expression is explained by relatedness with a distribution skewed towards high values (Fig. 1D; Dataset EV8). Because the dataset is relatively small and the information incomplete (we only have data for males), we used permutations of individuals in pedigrees to assess the significance of the estimates of heritability of piRNA cluster expression. For each piRNA cluster, we compared the variance explained by genetics calculated from individuals in their true pedigrees against that from 100 permutations of the pedigrees. 

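Over 100 permutations of the mice among the positions of the pedigrees, the mean share over clusters was 15.3% (5.67 to 34.04%). None of the 100 reached the mean with the true pedigrees (permutation p = 0.0099, the smallest that they can give). For single clusters the test may have been limited by ties. In 72 clusters the share stood at the upper bound of 99.99%, and in 54 of these at least 1 permuted pedigree also gave the bound. The smallest p was reached by 20 clusters, while an adjusted p under 0.05 would need 43 clusters there. The lowest adjusted p was 0.0766. The paper reasons that permutation is needed because the dataset is small and holds data for males only.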

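With the share as the permuted statistic, 0 of the 214 clusters combined a share of 50% or more with an adjusted p under 0.05, and 118 combined it with an unadjusted p under 0.05. The count was 0 again with 10000 permutations and with another seed, and 46 when p was allowed to be 0, of which 33 also pass both in the paper's table. In that table 50 clusters have a p of 0, while the p here counts the observed value in and is 0.0099 or more. With the likelihood ratio as the permuted statistic, which was chosen after the count of 0 had been seen, 93 clusters passed both thresholds, 64 of which also pass both in the paper's table. This count was 60 with the parentage of Appendix Fig. S8 as drawn, 48 with no batch term, 16 with family in place of the relationship matrix, and 0 in either batch alone. The likelihood ratio has no upper bound, and its ties were not counted. In data simulated on the same pedigrees with 90% of the variance due to relatedness, the share recovered 0 of 200 clusters and the likelihood ratio 129. At a simulated 0% neither called any of 200.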

We found that genetics significantly contributes to at least 50% of the variation in piRNA cluster expression for 87 out of the 214 clusters (40.7%). We wondered whether genetic differences and different degrees of relatedness also explain variation in piRNA cluster expression for the top five clusters that vary the most in this set. 

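The clusters with the highest variation among the 39 ICR mice were ranked by the squared coefficient of variation against its trend on the mean. pi-Mrs2 ranked 1 of 214, 14-qC1-1261 2, 11-qB1.3-590 3 and 10-qC1-117 6. For pi-Mrs2 and 11-qB1.3-590 the share explained by relatedness was estimated at the upper bound of 99.99% (permutation test, adjusted p = 0.0766 for each). Their true shares may be lower. The estimate was 86% for 14-qC1-1261 (permutation test, adjusted p = 0.118) and 18% for 10-qC1-117 (adjusted p = 0.316). Of the 5 most variable clusters named in Appendix Fig. S9, 0 passed both thresholds with the share as the permuted statistic. With the likelihood ratio, chosen later, 4 did. Normalized counts of pi-Mrs2 ranged from 26.1 to 1234 between mice.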

For three out of five of these piRNA clusters, genetics significantly explains most of the inter-individual piRNA cluster expression (Appendix Fig. S9). The results from both inbred and outbred mice, collectively demonstrate that for some piRNA clusters, genetics explains most of the inter-individual expression variation.

We reasoned that there are likely additional piRNA clusters with significant expression differences between strains that are so far missed because they are not expressed in the BL6 strain. To address this bias for the reference mouse strain, we used the testis small RNA data from all four strains (BL6, NOD, C3H, and 129) as well as eight samples from isolated spermatogonia from the reference mouse strain (BL6) and the wild-derived inbred mouse strain CAST/EiJ (referred to as CAST) to predict clusters de novo (see “Methods”). 

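Spermatogonia are the premeiotic germ cells, in which prepachytene piRNAs are made. They were isolated from 6-week-old BL6 mice and mice of the wild-derived strain CAST/EiJ (CAST), with 4 small RNA libraries of each. The files used here hold the known and not the predicted clusters, so the 192 known clusters aligned in all strains were used. The authors scaled the 8 spermatogonia libraries apart from the testis libraries, so that levels cannot be compared between the tissues, only shares and ranks. By the paper's numbers, 1443508 to 4112453 reads per library mapped to clusters, which is 14.2 to 29.1% of the aligned reads. CAST was compared with BL6 in a fit of its own, by the same limma test as in testis. Each named cluster was also tested by exact permutation of 4 against 4 libraries, where the smallest possible p is 0.0286.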

After predicting clusters in each strain genome, we merged them into one set, discarding those that are not in alignable regions (usually gaps in strain assemblies). There are 900 predicted piRNA-producing loci, 82% of which produce piRNAs from only one strand and 18% from both strands. Of the predicted clusters, 198 overlap known mouse-piRNA clusters while the rest are novel **(**Fig. 2B**)**. We compared the expression of these predicted clusters between mouse strains (Fig. 2). As expected, predicted piRNA clusters have more similar expression between samples of the same strain (Fig. 2A; Appendix Fig. S3B). Also, piRNA cluster expression of samples from testis (enriched for pachytene piRNAs) and spermatogonia (enriched for prepachytene piRNAs) cluster separately (Fig. 2A). 

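Between testis and spermatogonia libraries the median Spearman correlation across the 192 clusters was 0.490 (80 pairs). Within the testis every pair was at 0.956 or more, and spermatogonia of a strain had a median of 0.986 (12 pairs). BL6 and CAST spermatogonia correlated with a median of 0.841 (16 pairs). Gene-named clusters held 15.0% ± 3.76 of the normalized counts in BL6 spermatogonia and 16.9% ± 3.67 in CAST (SD, n = 4 each). Clusters in divergent pairs held 56.1 and 61.4%. The highest means in spermatogonia were again at piC202 in BL6 (230051 ± 71121, SD, n = 4) and at piC201 in CAST (490381 ± 119582, SD, n = 4). In polyA RNA-seq of 2 samples of each strain, divergent pairs held 2.54% of the counts in BL6 and 4.31% in CAST. Purity of the sorted cells was not tested here.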

Among the 900 predicted piRNA clusters, we found 107 that are differentially expressed in testis samples of the four strains. Thirty-eight of these clusters are differentially expressed in testes of one of the four strains (i.e., significant in three pairwise comparisons) (Fig. 2C). 

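Of the 192 known clusters, 15 differed between CAST and BL6 spermatogonia by limma, 5 higher and 10 lower in CAST, and 10 of the 15 were named after genes. With equal totals 1 was higher and 12 lower, and under quantile normalization 8 were higher and 6 lower. Lists fixed beforehand showed a shift of gene-named clusters towards CAST (median log2 difference 0.33, camera adjusted p = 1e-05) and of intergenic clusters towards BL6 (median -0.30), but neither passed with an estimated correlation. The medians were 0.12 and -0.51 with equal totals and 0.32 and -0.20 with quantile normalization. As gene-named and intergenic clusters make up all tested clusters, each list mirrors the other. Equal totals moved the median of all clusters by -0.21 and quantile normalization by 0.12. Clusters in genes of transcription and chromatin had a median of 0.60 (adjusted p = 0.0034) and those in kinase and phosphatase genes of 0.71 (adjusted p = 0.049). The clusters in ubiquitin ligase and adaptor genes and those in divergent pairs did not pass, and with an estimated correlation no list passed. Single differences adjusted over the list alone numbered 10 for gene-named, 5 for intergenic, 2 for divergent, 3 for transcription and chromatin, 2 for kinase and phosphatase and 0 for ubiquitin clusters, against 10, 5, 2, 3, 1 and 0 over all clusters. The 22 clusters that the study picked had 7 either way.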

The samples from BL6 and CAST spermatogonia had the highest number of differentially expressed predicted clusters, likely because CAST is genetically more different from the rest of the classical inbred strains (Fig. 2D). In total, we found 332 clusters differentially expressed in at least one of the pairwise strain comparisons and 195 clusters differentially expressed in at least three of the seven pairwise comparisons (six pairwise comparisons between testis samples from four strains and one pairwise comparison between spermatogonia samples from two strains) (Datasets EV9 and 10). Analysis of the data revealed predicted strain-specific mono-directional (e.g., Fig. 2E) and bi-directional (e.g., Fig. 2F) piRNA clusters expressed in testes, as well as strain-specific clusters expressed only in spermatogonia (e.g., Fig. 2G,H). Thus, genomic loci exist within the mouse genome that produce significantly different amount of piRNAs in the germline of different strains of mice.

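The cluster 10-qC1-2617 had 7404 ± 1226 normalized counts in BL6 spermatogonia (SD, n = 4) and is listed at 0 in all 4 CAST libraries, at least 2666-fold lower with 3 counts per library as the limit. This bound takes the 0 as a count, and a loss of reads in mapping to the CAST genome was not tested. pi-Hjurp, on the minus strand of chromosome 1 from 88258856 to 88277518, had 6994 ± 1824 in BL6 and 17.5 ± 7.71 in CAST (SD, n = 4 each), a log2 fold change of -8.63 (adjusted p = 2.1e-20, limma). In the other direction, 4-qB3-277 had 536 in BL6 and 14308 in CAST, a log2 fold change of 4.74 (adjusted p = 1.5e-16). Lower in CAST were also 10-qC1-117 (-3.97), pi-Mcart1 (-3.09), 11-qB1.3-590 (-2.78), pi-Cdc42ep3 (-2.14) and 8-qA4-332 (-2.02). Under quantile normalization the last 3 no longer passed. For each of these clusters, all libraries of a strain lay on the same side of all libraries of the other. The rule that named these clusters required this, so it is no further evidence. The paper proposes that the genetic distance of CAST from the classical strains is why this pair had the most differences (Fig. 2D).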

**Figure 2:**
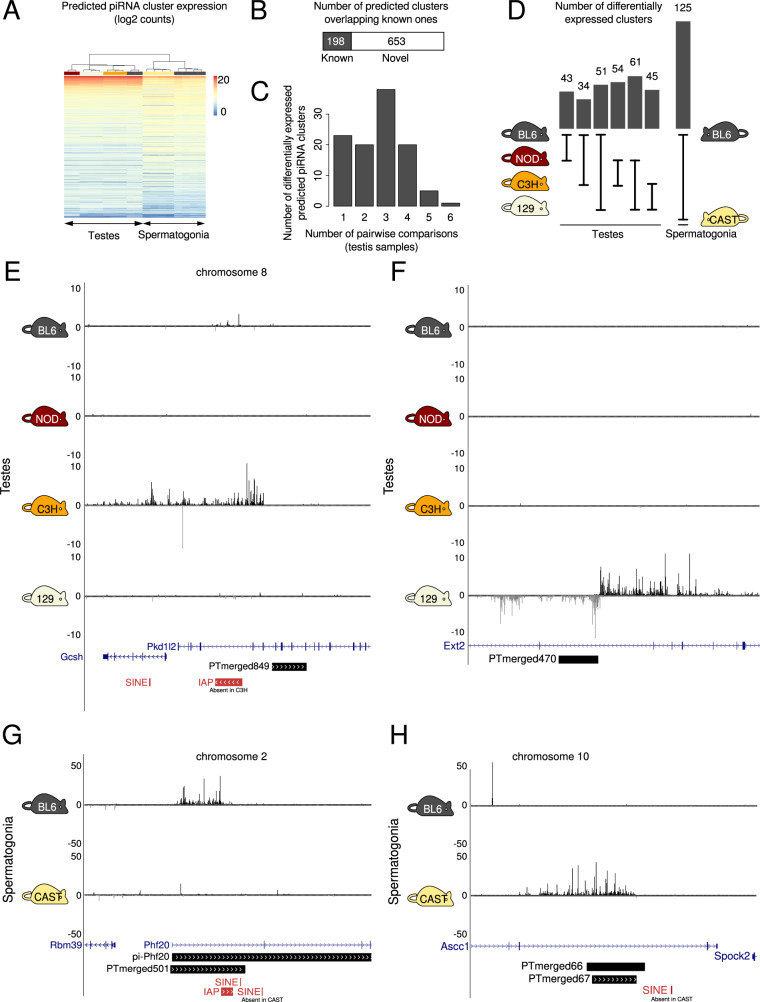
Many predicted piRNA-producing loci show significant differences in expression between mouse strains. (**A**) Heatmap showing clustering of expression of predicted piRNA-producing loci from whole testes and isolated spermatogonia from inbred mouse strains. (**B**) Proportion of predicted piRNA-producing loci overlapping previously known ones from (Li et al, 2013). (**C**) Frequency distribution of the number of differentially expressed predicted piRNA clusters in testis samples from four mouse strains. (**D**) Number of differentially expressed predicted piRNA-producing loci per pairwise strain comparison. As there are small RNA data from testes from four strains, there is a total of six pairwise comparisons. (**E**) Mono-directional predicted piRNA cluster PTmerged849 is highly expressed only in the testes of C3H mice. (**F**) Bi-directional predicted piRNA cluster PTmerged470 is highly expressed only in the testes of 129 mice. (**G**) Predicted piRNA cluster PTmerged501 (cluster pi-Phf20 from (Li et al, 2013)) is expressed in BL6 and not in CAST spermatogonia. (**H**) Predicted piRNA cluster PTmerged66/67 is expressed in CAST and not in BL6 spermatogonia. The positions of genes, repeats and multi-strain alignments from the UCSC Genome Browser are also shown.

### Association between an intronic IAP insertion and piRNA production from the mouse protein-coding gene *Nocturnin*

A locus with a notable difference in piRNAs between the four strains was the one overlapping the protein-coding gene *Nocturnin (Noct)*. *Noct* is one of the 114 previously annotated protein-coding genes that produce piRNAs in the mouse genome (Li et al, 2013). 

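The first intron of Noct spans 51225288 to 51247804 on chromosome 3 (GRCm38) and makes up most of the cluster. The 4 testis libraries of BL6 and NOD held 115 to 206 normalized counts from the locus, with a mean of 152 ± 41.6 (SD). The 6 libraries of C3H and 129 held 5.97 to 12.9, with a mean of 9.34 ± 3.16 (SD). The log2 difference of the strain means was 3.91 (standard error 0.23), or 15.0-fold with a 95% confidence interval of 10.6 to 21.27 (adjusted p = 2.5e-09, limma). An exact permutation test of the 4 against the 6 libraries gave p = 0.00476, the smallest of 210 splits. Libraries of a strain are not independent carriers, and there are 2 strains on each side.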

Considering small RNAs mapping uniquely to this locus, *Noct* produces a substantial number of piRNAs in testis samples of only two of the four strains (Fig. 3A). We wondered what may be causing the apparent switch in production of piRNAs from this locus. Because transposons are tightly linked to the function and biogenesis of piRNAs, we turned our attention to known transposon insertions and deletions in the genomes of these strains (Nell**å**ker et al, 2012). In the reference mouse strain, the first intron of *Noct* contains a 5.3 kb ERV insertion of the IAP-IΔ1 subtype and a small fragment of a LINE1 transposon that is variable between the five inbred strains (Fig. 3A). The *Noct* IAP is a recent transposon insertion found in a subset of the laboratory inbred mouse strains (Dupressoir et al, 1999). Laboratory mouse strains have a common origin that dates back to the 1920s, making this insertion potentially less than a century old. 

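In spermatogonia, pi-Noct had 1815 ± 425 normalized counts in BL6 and 34.1 ± 11.3 in CAST (SD, n = 4 each). BL6 was 52.7-fold higher, with a log2 fold change of CAST against BL6 of -5.72 (standard error 0.22, adjusted p = 1.5e-16, limma). All 4 BL6 libraries were above all 4 CAST libraries (exact permutation test, p = 0.0286, the smallest of 70 splits). CAST differs from BL6 at many other loci, so that the IAP cannot be told apart from them in this comparison.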

Interestingly, mice of the two inbred strains that produce piRNAs from this locus (BL6 and NOD) carry the IAP insertion, while mice of the three strains that produce significantly fewer piRNAs (C3H, 129 and CAST) do not carry the insertion (Fig. 3A). In contrast, production of piRNAs from the locus does not correlate with the presence of the variable LINE1 fragment, since CAST produces very few piRNAs but does not have the LINE1 fragment deletion (Fig. 3A). The perfect correlation between the IAP insertion and pi-Noct abundance raises the possibility of a mechanistic link between IAP insertions and piRNA production.

**Figure 3:**
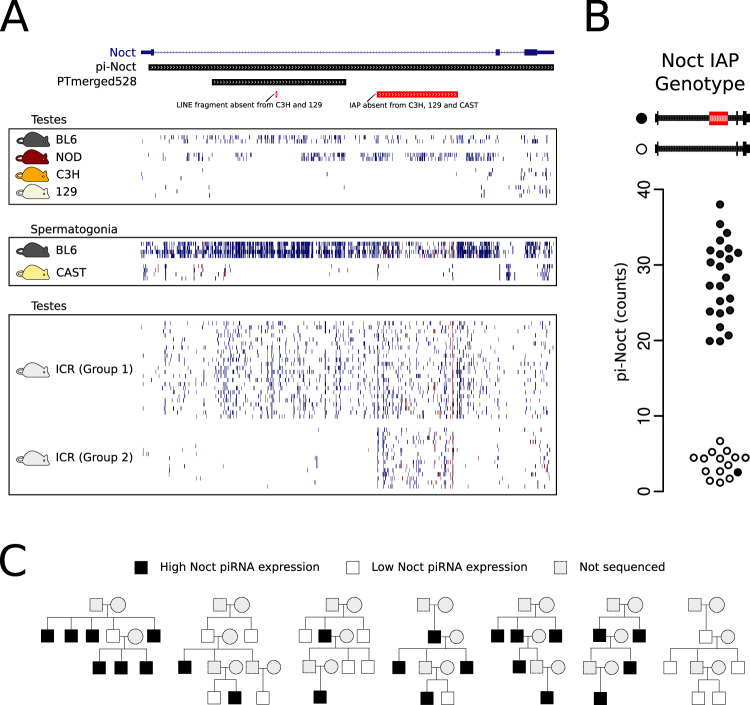
pi-Noct contains a polymorphic IAP that correlates perfectly with piRNA expression. (**A**) Mouse strains BL6, NOD produce many piRNAs mapping in the sense strand of the gene *Noct*, including its intron*. S*trains C3H, 129 and CAST produce negligible levels of small RNAs from the same genomic region. Nine samples from the outbred mouse strain ICR contain high levels of pi-Noct small RNAs (group 1), while another nine samples contain low levels (group 2). The eighteen ICR mice were genotyped, as shown in (**B**). Polymorphic transposable elements from (Nell**å**ker et al, 2012) are indicated. In the schematic at the top, coding exons are indicated as wide blue rectangles, UTRs are thinner blue rectangles, and introns as the lines connecting them. piRNA clusters are indicated as gray rectangles and polymorphic repeats as red rectangles. Small RNAs mapping to the same strand as the gene are shown as blue lines, and those mapping to the antisense strand as red lines. (**B**) The data points show the normalized counts of small RNAs mapping to the pi-Noct locus in samples from 39 ICR mice. The data points fall into two groups according to their pi-Noct counts. ICR mice for which small RNA data are shown in (**B**) were genotyped by PCR to test whether they contained the IAP. Samples with low pi-Noct expression were from mice without the IAP (shown as empty circles), while samples with high pi-Noct expression were from mice with at least one copy of the IAP (shown as filled black circles). (**C**) Closely related mice of the ICR strain have similar pi-Noct expression. Animals with high pi-Noct expression are indicated in black. Only males from whom small RNAs were sequenced and their parents are shown. Animals for which small RNA data is missing are indicated in gray. Squares represent sires and circles represent dams.

Because inbred strains differ by many additional variants that are inherited together with the *Noct* IAP insertion and confound the association with piRNA abundance at this locus, we decided to analyze the expression of this piRNA cluster in mice from the outbred strain ICR. In agreement with the results from the inbred strains, we found pi-Noct among the clusters with the highest variation in piRNA abundance (Fig. 3A,B; Dataset EV7; Appendix Fig. S9). Furthermore, 81.4% of pi-Noct expression variation is due to genetics, based on the analysis of the effect of genetic relatedness on piRNA cluster expression in mouse pedigrees of the outbred strain ICR (Fig. 3C; Dataset EV8). 

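Among the 214 clusters in ICR mice, pi-Noct ranked 7 by the squared coefficient of variation against its trend on the mean, and 2 by the SD of log2 values after removal of the batch means. Of the 5 clusters named in Appendix Fig. S9, 3 were among the 5 highest and 5 among the 10 highest. pi-Noct counts ran from 1.18 to 47.7 normalized counts between mice, and the highest value came from the mouse without a genotype.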

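The share of the variance of pi-Noct explained by relatedness was estimated at the upper bound of the model, 99.99%, and its true size may be lower. In simulated data with a share of 50%, the estimates had an SD of 36.6 percentage points. Its permutation test gave an adjusted p of 0.0766 with 100 permutations of the pedigrees and 0.0572 with 10000. With the likelihood ratio as the permuted statistic, chosen after these values had been seen, the adjusted p was 0.0294.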

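Normalized counts of pi-Noct were 27.0 ± 7.26 in the 24 IAP+ mice and 3.75 ± 1.63 in the 14 IAP- mice (SD). The log2 difference was 2.55, or 5.87-fold (labels permuted within batch, two-sided p = 1e-05, the smallest of 100000 permutations). With a pseudocount of 10 it was 2.63-fold and with 0.5 it was 6.53-fold. In batch 1 it was 2.94, from 31.1 ± 4.83 (SD, n = 9) and 3.65 ± 2.32 (SD, n = 5; exact permutation p = 0.0005). In batch 2 it was 2.33, from 24.6 ± 7.52 (SD, n = 15) and 3.81 ± 1.26 (SD, n = 9; exact permutation p = 6.9e-06). The difference between the batches in the effect of genotype was 0.60 (permutation p = 0.159). With family as a term the log2 difference was 2.07 (permutation p = 0.00012), and in the 18 mice of Fig. 3A it was 2.58 (exact permutation p = 4.1e-05). Over all 214 clusters, pi-Noct was the only one that differed by genotype in limma (adjusted p = 8.9e-13, test against 0), with 18 clusters at an unadjusted p under 0.05. The paper reasons that outbred mice separate the IAP from the many other variants that inbred strains inherit with it.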

To test the link between the variation in piRNA production from this locus and the presence of the IAP in *Noct*, we genotyped these mice and confirmed the association between piRNA production and the IAP insertion (Fig. 3B; Appendix Fig. S10 and “Methods”).

In summary, we found that genetic variation is linked to piRNA cluster expression in mice. One of the loci with high piRNA abundance variation between animals overlaps the protein-coding gene *Noct*. 

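Counts of pi-Noct lay between 1.18 and 6.67 in all 14 IAP- mice. In 23 of the 24 IAP+ mice they lay between 19.9 and 38.01. The remaining IAP+ mouse, from family 25, had 2.54 normalized counts, within the range of the IAP- mice. Among the 18 mice of Fig. 3A the lowest IAP+ count was 23.6 and the highest IAP- count 6.67. The 4 IAP- mice of family 25 had 1.42, 6.67, 4.51 and 2.67. Without this mouse the log2 difference between genotypes was 2.68, a comparison added after the value had been seen.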

The abundance of piRNAs produced from this locus in different animals perfectly agrees with the presence of the IAP in the first intron of the gene. These results suggest that the recent insertion of an IAP at this locus is mechanistically linked to piRNA production.

### General association between piRNA expression and transposable element variants

How pervasive is the association between new transposon insertions or deletions and variation in piRNA production? Although transposons are depleted from genes (Nell**å**ker et al, 2012) as well as from piRNA clusters (Aravin et al, 2006; Girard et al, 2006; Lau et al, 2006), some transposable element variants do overlap the predicted piRNA clusters. We used these annotated transposable element variants to test the association with piRNA cluster expression variation between mouse strains. Indeed, we found that clusters with significant differences in piRNA abundance between mouse strains are more common among clusters with transposable element variants than among the rest of the clusters (Fig. 4A; Dataset EV11). Of three major types of transposons (LINEs, SINEs, and ERVs), we found that the transposons with significant overrepresentation among predicted piRNA clusters with significant differences in piRNA expression between the strains were almost exclusively polymorphic ERVs, especially IAPs (Fig. 4A). 

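The files used here hold the known clusters, so the association was tested on the known clusters that overlap a predicted cluster on the same strand. Of 159 such clusters per comparison, those called by limma were compared between clusters with and without a variant transposon of Dataset EV11 by Fisher's exact test, in 35 tests of 5 classes and 7 comparisons. After adjustment 0 tests passed, and 2 had an unadjusted p under 0.05, both for LINEs. The paper tested the larger set of predicted clusters at a p under 0.05, with no adjustment stated. Few clusters here both held a variant and differed, so that these tests have little power and cannot decide on the association that the paper reports. In 129 against BL6, 2 of 5 clusters with a LINE variant differed and 5 of 154 without (p = 0.0157, adjusted p = 0.494). For ERVs in the same comparison, 2 of 10 differed with a variant and 5 of 149 without (p = 0.0633). In CAST against BL6, where 54 clusters hold a variant, 3 of 20 with an ERV differed and 6 of 139 without (p = 0.0875), and 2 of 10 with an IAP and 7 of 149 without (p = 0.101). The share that differed was higher with a variant than without in 6 of 7 comparisons for any variant, 6 for ERVs, 6 for IAPs, 5 for LINEs and 2 for SINEs, though these comparisons share strains. Without pi-Noct, an alternative added after the values had been seen, it was higher in 4, 3, 2, 3 and 2 of 7, and 0 tests by Fisher's test had an unadjusted p under 0.05. With a test against 0 and a fold above 2 asked for afterwards, 2 tests also had an unadjusted p under 0.05, the lowest for ERVs in 129 against BL6, with 3 of 10 and 7 of 149 (p = 0.0172, adjusted p = 0.565). With an overlap of at least 50% of the known cluster as the criterion, 0 tests had an unadjusted p under 0.05.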

Clusters overlapping polymorphic IAPs are few, yet they include some of the piRNA clusters with the biggest differences in piRNA abundance between the mouse strains of this study (such as pi-Noct, 10-qC1-2617, pi-Phf20).

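pi-Phf20 lies on the plus strand of chromosome 2 from 156196658 to 156309951 (GRCm38). It had 1842 ± 378 normalized counts in BL6 spermatogonia and 260 ± 56.2 in CAST (SD, n = 4 each), so that BL6 was 7.07-fold higher (log2 fold change of CAST against BL6 -2.82, adjusted p = 2.5e-08, limma). In testis its mean was between 20.0 and 35.2 in all 4 strains and no comparison passed the test. Dataset EV11 marks an IAP variant at the predicted cluster over pi-Noct in every comparison of a strain with the IAP and one without. At 10-qC1-2617 it marks an IAP in CAST against BL6 only. At pi-Phf20 it marks an IAP in NOD, C3H and 129 against BL6, and a SINE in CAST against BL6.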

**Figure 4:**
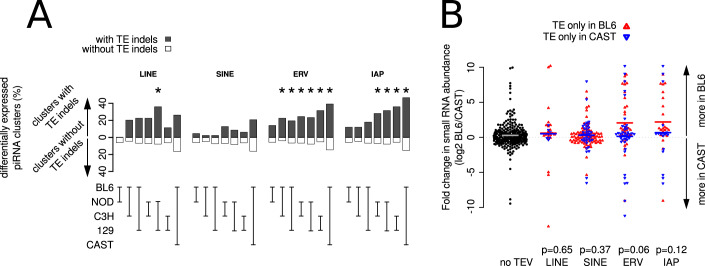
Polymorphic ERV insertions are significantly associated with highly variable piRNA production between mouse strains. (**A**) Percentages of predicted piRNA clusters with polymorphic transposable elements that are significantly differentially expressed in five strains are shown in black bars. Percentages of predicted piRNA clusters without polymorphic transposable elements are shown in white bars. Significant differences in these percentages, suggesting an association between differential expression and polymorphic transposable elements, were calculated using Fisher’s exact test and are indicated with asterisks (*P* < 0.05). The exact *P* values are shown in Table EV1. *N* = 749 predicted piRNA clusters. (**B**) Predicted piRNA clusters with polymorphic ERVs have higher small RNA counts in the strain with the insertion. Polymorphic transposable elements were retrieved from (Nell**å**ker et al, 2012). Data points showing fold change in expression of clusters with insertions only in BL6 are indicated as upward-facing, red triangles. Data points showing fold change in expression of clusters with insertions only in CAST are indicated as downward-facing, blue triangles. Data points showing fold change in expression of clusters without polymorphic transposable elements (no TEV) are shown as filled, black circles. Colored lines indicate group means. For each transposon class, we tested that the distribution of changes in piRNA expression between BL6 and CAST is the same for clusters with transposable elements that are only found in BL6 (red points) as for clusters with transposable elements only in CAST (blue data points), using the Wilcoxon rank-sum test in R (*P* values shown). *N* = 341 (no TEVs), 21 (LINEs in BL6), 7 (LINEs in CAST), 86 (SINEs in BL6), 35 (SINEs in CAST), 35 (ERVs in BL6), 39 (ERVs in CAST), 24 (IAPs in BL6). 17 (IAPs in CAST).

We tested whether transposable element insertions are associated with an increase in piRNA abundance, as seen for pi-Noct. We focused on the comparison between BL6 and CAST because this strain pair has both the highest number of different ERV variants and the highest number of differentially expressed predicted piRNA clusters (Fig. 2D). We split the 195 predicted clusters with variable ERVs between these strains into those with the transposable element only in BL6 (Fig. 4B, data points shown as red triangles pointing up) and those with the transposable element only in CAST (Fig. 4B, data points shown as blue triangles pointing down). We found that the abundance of piRNAs from clusters with ERVs in BL6 tended to be higher in BL6 than in CAST and vice versa (Wilcoxon rank-sum test *P* value = 0.06). The same trend can be seen for clusters with IAP variants but without passing the significance threshold (Wilcoxon rank-sum test *P* value = 0.12). We did not find such a trend between clusters with insertions or deletions of LINEs or SINEs and the direction of piRNA abundance change between the two strains (Fig. 4B). These observations are not due to the expression of the repetitive element itself or an artefact of ambiguous mapping of small RNA data to the mouse genome, since the changes in small RNA abundance that we report here are based on expression values calculated only from uniquely mapping small RNA reads that align outside annotated repeats. Taken together, the data suggest that ERV insertions can cause an increase of piRNA production or expression from diverse genomic loci in the mouse. ERV insertions could trigger the emergence of novel piRNA clusters during evolution.

### The IAP insertion in *Noct* is associated with post-transcriptional processing of germline-expressed transcripts into piRNAs

IAPs can affect gene expression in multiple ways, one of which is by regulating transcription. Thus, we asked whether piRNA production is explained by IAP-induced ectopic transcriptional activation of the gene during spermatogenesis. *Noct* is a gene known to be expressed in many mouse organs, including testes (Dupressoir et al, 1999). Still, the relative expression of the different *Noct* alleles during spermatogenesis had not been studied. To address this, we analyzed available steady state gene expression data from various stages of spermatogenesis from 129/DBA hybrid mice (Gan et al, 2013) carrying one *Noct* allele with the IAP insertion (inherited from the DBA parent) and the second allele without (inherited from the 129 parent). Using single-nucleotide polymorphisms specific to each of the parental strains, we quantified the expression of the two different alleles in 129/DBA mouse male germ cells and tested whether the *Noct* allele carrying the IAP insertion is more abundantly expressed than the other allele. We found that throughout spermatogenesis, *Noct* is very highly expressed (Fig. 5A, lower panel) with no evidence of the *Noct* allele with the IAP being more highly expressed than the *Noct* allele without the IAP (Fig. 5A, upper panel). Similarly, we analyzed the chromatin state of *Noct* using available H3K4me3 ChIP-seq data from spermatocytes of mouse BL6/CAST hybrid mice (Baker et al, 2015) carrying one *Noct* allele with the IAP insertion (BL6) and another without (CAST). Again, we found that the only active promoter region along the gene is that of the actual *Noct* promoter, with no evidence of additional H3K4me3-marked regions surrounding the IAP, and with the two alleles showing no differences in terms of this active chromatin mark **(**Appendix Fig. S11). We also sequenced and analyzed *Noct* expression in the testes of the four inbred strains. 

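Long RNA of whole testes, depleted of ribosomal RNA, was sequenced from the 4 inbred strains, with 2 libraries each of BL6 and NOD and 3 each of C3H and 129. By the paper's numbers, 120310628 to 132467432 reads were sequenced per library. Spermatogonia of BL6 and CAST had 2 libraries each, made from polyA RNA and kept apart in the fits. The deposited values are again normalized counts over piRNA clusters, here of the precursor transcripts and host genes, and cover each cluster as a whole. Strains were compared with the limma test used for the small RNAs, on 191 clusters in testis and 190 in spermatogonia.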

None of the comparisons revealed a significant difference in *Noct* steady states (Fig. 5B,C; Datasets EV12–16). These results argue that the IAP inserted into an existing germline-expressed gene during very recent murine evolution and that this insertion did not discernibly alter transcription.

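Over the whole locus, pi-Noct precursor RNA was 896 ± 26.1 normalized counts in BL6 (SD, n = 2), 803 ± 114 in NOD (n = 2), 621 ± 29.5 in C3H (n = 3) and 664 ± 12.1 in 129 (n = 3). No comparison passed the test against a fold change of 2. Tested against 0, C3H was lower than BL6 by a log2 fold change of -0.53 (adjusted p = 0.00068, limma) and 129 by -0.43 (adjusted p = 0.0021). Against NOD, C3H differed by -0.36 (adjusted p = 0.0056) and 129 by -0.27 (adjusted p = 0.028), while NOD and BL6 differed by -0.17 (adjusted p = 0.24). The 4 libraries of the strains with the IAP averaged 850 ± 86.4 and the 6 without it 642 ± 31.1 (SD). This is a log2 difference of 0.40 (standard error 0.07), or 1.32-fold with a 95% confidence interval of 1.19 to 1.46 (adjusted p = 0.00024, limma, test against 0). All 4 were above all 6 (exact permutation test, p = 0.00476). Libraries of a strain are not independent carriers, and there are 2 strains on each side, so that these p do not separate the IAP from strain. In spermatogonia the log2 fold change of CAST against BL6 was -0.42 (adjusted p = 0.59, limma, test against 0). The values here cover the whole locus. Whether they include reads of the IAP itself, which only BL6 and NOD carry, was not stated. The paper also counted exons alone and compared alleles in hybrid mice. From these and from H3K4me3 at the gene, it argues that the insertion did not discernibly alter transcription.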

**Figure 5:**
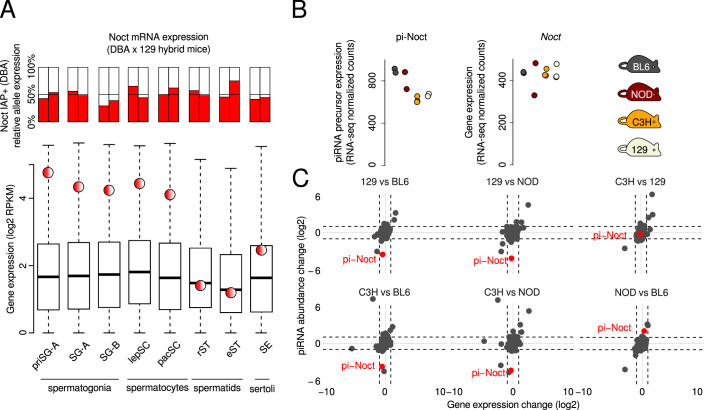
No evidence of differential mRNA expression due to the presence of the IAP insertion in *Noct.* (**A**) The bar plots show the relative expression of two different *Noct* alleles in 129xDBA F1 hybrid mice carrying one allele with the IAP (inherited from the DBA father) and one without (inherited from the 129 mother). The side-by-side pairs of bar plots correspond to two biological replicates. The *y* axis shows the percentage of strain-specific RNA-seq reads that map to the DBA *Noct* allele (IAP+ ). The box plots show the distribution of expression of all genes during spermatogenesis in 129xDBA F1 hybrid mice. The number of genes in each boxplot is 19,796. The red and white circle shows the expression of *Noct* in each cell type. The box plots show the interquartile range, the middle line corresponds to the median, and the whiskers extend to the extreme values provided they are no more than 1.5 times the interquartile range from the box. (**B**) *Noct* expression in whole testes of the four inbred mouse strains, counting RNA-seq reads on the entire locus, including introns (left panel), and counting reads only on exons (right panel). (**C**) Comparison of fold change in expression (total RNA-seq) versus fold change in small RNA abundance in pairwise comparisons of the four inbred mouse strains. Points represent the known piRNA-producing loci from (Li et al, 2013).

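Between strains, 11 of 191 clusters differed in RNA-seq in at least 1 comparison and 6 in at least 3, in limma's test against a fold change of 2. Of these 11, 2 are named after genes and 9 are intergenic. NOD had 1 cluster lower than BL6, and 129 had 2 higher and 4 lower. C3H against BL6 gave 0, with 2 at an unadjusted p under 0.05, and 1 without 129 replicate 2. Against NOD, C3H had 2 higher and 1 lower and 129 4 higher and 4 lower. C3H had 5 higher and 1 lower than 129. 10-qC1-2617 had 240 ± 55.9 normalized counts in 129 (SD, n = 3) and 8375 ± 501 in NOD (SD, n = 2), a log2 fold change of -5.14 (adjusted p = 2.9e-10, limma). pi-Mrs2 had 633 ± 138 in NOD (SD, n = 2) and 4455 ± 48.7 in C3H (SD, n = 3), a log2 fold change of C3H against NOD of 2.83 (adjusted p = 1.4e-07, limma). In spermatogonia 1 of 190 clusters differed, pi-Hjurp, with 20316 in BL6 and 407 in CAST (log2 fold change -5.64, adjusted p = 0.0015), and 12 had an unadjusted p under 0.05. Leaving out 1 of the 4 libraries gave 8 (without BL6 replicate 1) to 13 clusters (without BL6 replicate 2), where the lone sample of a strain is assumed to vary like the other group. Gene-named clusters held 35.3% of the RNA-seq counts in BL6 testis, 36.3% in NOD, 29.5% in C3H and 29.4% in 129, and 88.0 and 86.0% in BL6 and CAST spermatogonia.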

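As whole lists in testis RNA-seq, gene-named clusters were lower and intergenic ones higher in NOD, C3H and 129 than in BL6 and in C3H than in NOD (camera with preset correlation, adjusted p = 0.028, 4e-06, 0.00011 and 0.023), but none passed with an estimated correlation. The median log2 difference of gene-named clusters lay between -0.11 and -0.04 in these 4, and those of NOD and 129 against BL6 were 0.00 under quantile normalization. The gene-named and intergenic lists make up all tested clusters, in testis and in spermatogonia, so that each mirrors the other. Clusters in divergent pairs were higher in C3H than in BL6 (median 0.37, adjusted p = 1e-05), in 129 than in BL6 (0.39, adjusted p = 0.00076), in C3H than in NOD (0.39, adjusted p = 1.5e-05) and in 129 than in NOD (0.32, adjusted p = 0.0055), and these medians were 0.21 to 0.29 with equal totals and 0.16 to 0.22 with quantile normalization. Of these lists too, none passed with an estimated correlation. Over the 6 comparisons, 6 single differences fell on gene-named, 18 on intergenic and 4 on divergent clusters (6, 18 and 5 adjusted over the list alone), and 22 on the clusters picked by the study (24 adjusted over the list alone). The 3 lists by host gene function had 0 single differences by limma, adjusted either way, and did not pass camera. In spermatogonia RNA-seq, gene-named clusters passed as lower in CAST and intergenic ones as higher (adjusted p = 0.0075), as did divergent pairs (adjusted p = 0.049), though none of them with an estimated correlation. The gene-named list had a median of -0.04, a mean of 0.12 and a median of 0.04 with equal totals, and the intergenic median of 0.87 was -0.09 under quantile normalization. The median of the divergent pairs fell from 1.24 to 0.12 under quantile normalization. Single differences there numbered 1 gene-named and 0 in the other lists, while adjusted over the list alone there were 3 intergenic and 2 divergent ones.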

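Across the 191 clusters, RNA-seq and small RNA fold changes of the same testes correlated in each of the 6 comparisons when all clusters were taken. Pearson's r was 0.62 for NOD against BL6, 0.27 for C3H against BL6 and 0.76 for 129 against BL6, with Spearman's rho of 0.33, 0.16 and 0.19. It was 0.49 for C3H against NOD, 0.72 for 129 against NOD and 0.77 for C3H against 129, with rho of 0.12, 0.22 and 0.21. The highest permutation p for r was 0.00034 (adjusted 0.0004), at C3H against BL6. Without the clusters that differed in small RNA, r lay between 0.09 and 0.27, with a permutation p of 0.219 for C3H against BL6 and 0.104 for C3H against NOD and under 0.05 for the other 4. Of the 52 small RNA differences, 47 had the same sign in RNA-seq and 20 passed the test in both. In spermatogonia r was 0.20 (permutation p = 0.0094) and -0.22 without the clusters that differed. Clusters are not independent replicates, and the comparisons share strains.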

An alternative mechanism that could explain the observed data is that the IAP carries a signal involved in post-transcriptional regulation that induces piRNA production from transcripts. This signal is not just sequence complementarity between an antisense piRNA matching the IAP inside the *Noct* primary transcript, because this would trigger piRNA production only downstream of the IAP. As shown in Figs. 1F and 3A, at this locus, piRNAs are also produced upstream of the IAP, most likely from an intron-retaining isoform **(**Appendix Fig. S12) transcribed from the first *Noct* promoter. Thus, in this case, it looks like the IAP is causing the unspliced transcript to be exported from the nucleus and to be recognized as a piRNA precursor. We tested whether the association between polymorphic IAP insertions and piRNA production depends on the orientation of the IAP. Comparing small RNA production from predicted piRNA clusters from BL6 and CAST spermatogonia, we found no difference in piRNA levels at loci with strain-specific ERVs antisense to the piRNA cluster (Fig. 6A, lower panel, Fig. 6B, right panel). Importantly, however, strong and significant associations were observed specifically where ERV insertions are in the piRNA-producing strand (Fig. 6A, upper panel, Fig. 6B, left panel). Thus, we conclude that ERV insertions can trigger and/or enhance piRNA production from existing transcribed genomic loci, likely through a post-transcriptional mechanism and that this mechanism appears to require the ERV to be oriented in sense to the host transcript.

**Figure 6:**
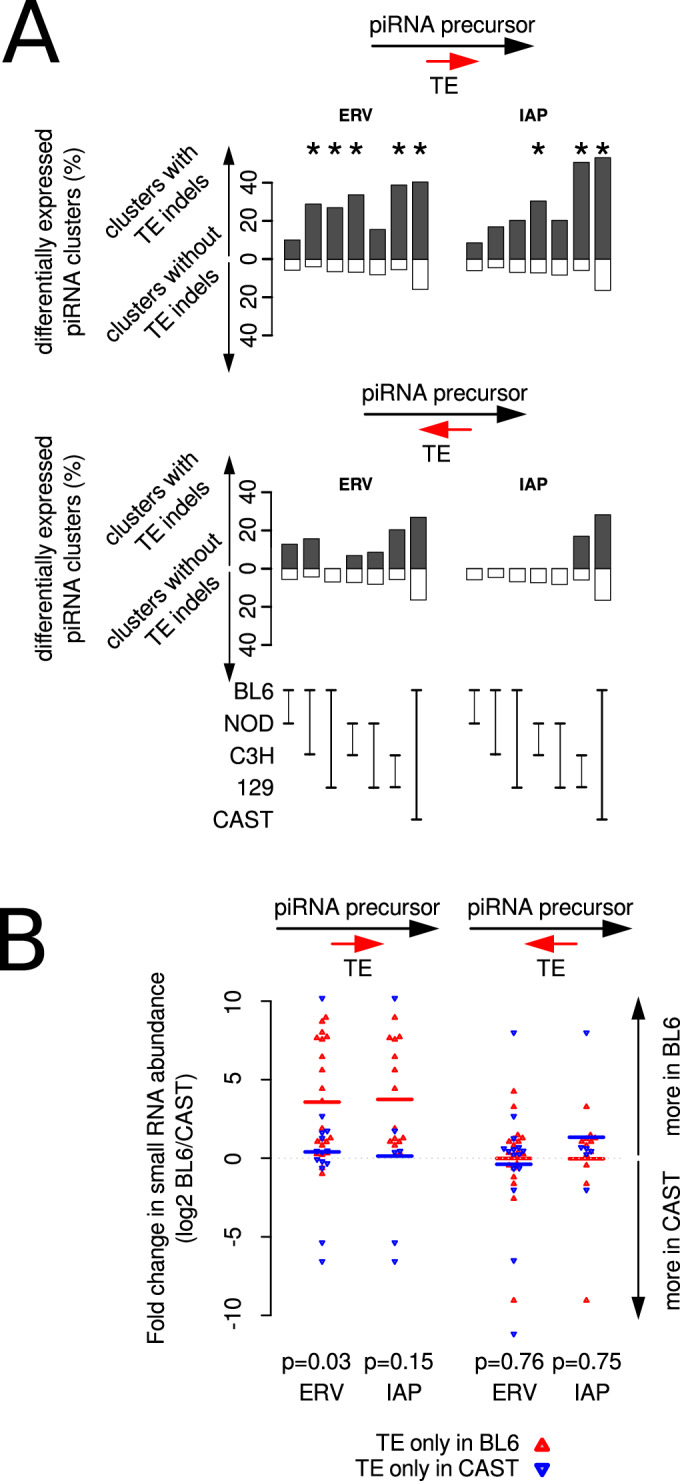
ERV insertions specifically on the sense strand of the precursor transcript are associated with higher piRNA production between mouse strains. (**A**) Predicted piRNA clusters with ERV insertions in the sense strand (upper panels) and in the antisense strand (lower panels) were analyzed separately. Percentages of predicted piRNA clusters with polymorphic transposable elements that are significantly differentially expressed in five strains are shown in black bars. Percentages of predicted piRNA clusters without polymorphic transposable elements are shown in white bars. Significant differences in these percentages, suggesting an association between differential expression and polymorphic transposable elements, were calculated using Fisher’s exact test and are indicated with asterisks (*P* < 0.05). The exact *P* values for the upper panel are shown in Table EV2 and those for the lower panel are shown in Table EV3. *N* = 749 predicted piRNA clusters. (**B**) Predicted piRNA clusters with polymorphic ERVs have higher small RNA counts in the strain with the insertion, only when the insertion is in the same strand as the predicted cluster. Polymorphic transposable elements were retrieved from (Nell**å**ker et al, 2012). Data points showing fold change in expression of clusters with insertions only in BL6 are indicated as upward-facing, red triangles. Data points showing fold change in expression of clusters with insertions only in CAST are indicated as downward-facing, blue triangles. For each transposon class, we tested that the distribution of changes in piRNA expression between BL6 and CAST is the same for clusters with transposable elements that are only found in BL6 (red points) as for clusters with transposable elements only in CAST (blue data points), using the Wilcoxon rank-sum test in R (*P* values shown). *N* = 29 (ERV on sense strand in BL6), 19 (IAP on sense strand in BL6), 10 (ERV on sense strand in CAST), 4 (IAP on sense strand in CAST), 21 (ERV on antisense strand in BL6), 14 (IAP on antisense strand on BL6), 12 (ERV on antisense strand in CAST), 6 (IAP on antisense strand in CAST).

## Discussion

We uncovered significant variation in piRNA production from a subset of piRNA-producing loci in genetically diverse mouse strains. In particular, for some piRNA-producing loci we found that genetic differences explain most of the variation in expression between different mice. This is the first comparison of piRNA production in different animals of any mammalian species. Our results are in agreement with what was previously observed in different strains of flies (Song et al, 2014). In addition to quantitative differences in piRNA production, both mice and flies have strain-specific sources of piRNAs. Therefore, the rapid emergence of multiple new piRNA-producing loci within a species is a core property of the piRNA system and likely to be found in all animals expressing this pathway. The high within-species diversity also agrees with the high between-species divergence of piRNA-producing loci in animals (Assis and Kondrashov, 2009; Chirn et al, 2015).

One of the primary mechanisms of novel piRNA production in a species appears to be the insertion of transposable elements to new positions in the genome. In mice, we found a significant association between piRNA production and novel transposable element insertions, in particular IAPs. In flies, strain-specific piRNA clusters were found at positions of novel insertions of LTR and LINE elements (Mohn et al, 2014; Shpiz et al, 2014; Song et al, 2014). Our analysis revealed that transposable element insertions or deletions are often—but not always—found at clusters that show major inter-strain differences in piRNA production. There are several possible explanations for this. It is possible that the annotation of transposable element variants is incomplete, and all strain-specific piRNA-producing loci are due to transposable elements insertions and deletions. In addition, some of the differences in piRNA abundance could be due to differences in the expression level or the processing of the precursor. For example, genetic variation leading to the gain of a new binding site for A-Myb, the major transcription factor for pachytene piRNA expression, could explain the birth of some of the strain-specific piRNA clusters. Differences in the steady state level of the precursor was not the case for one of the highly variable piRNA clusters that we studied in detail (pi-Noct), but it may be the case for others.

We found that the orientation of the ERV insertion appears coupled to inter-strain piRNA cluster expression differences. In particular, we found that ERV insertions only had an effect when they were in sense to the piRNA precursor. The IAP insertion in the first intron of the gene *Noct* fits this model. In the case of pi-Noct, we found that the IAP insertion does not modify the expression level of the precursor. It is also clear that piRNA production from *Noct* by antisense piRNAs targeting the IAP is not the mechanism that leads to piRNA production from this locus. This is because most piRNAs are produced from the intron, upstream of the position of the IAP insertion. The fact that piRNAs are produced from the intron, also highlights that *Noct* transcripts producing piRNAs are either unspliced or aberrantly spliced, that they evade surveillance mechanisms in the nucleus and that they are exported to the cytoplasm, where piRNA biogenesis takes place. Moreover, that IAP-containing, unspliced *Noct* transcripts produce piRNAs suggests that these transcripts are processed into piRNAs because they are recognized as retroviruses, like KoRV-A in Koala and the AKV Murine Leukemia Virus in the AKR mouse strain (Yu et al, 2019). However, unlike KoRV-A and AKV elements, the IAP is embedded within the intron of a gene and transcribed with it. It reveals how an ERV insertion in the intron of a protein-coding gene can signal a much greater transcript for piRNA biogenesis. We can only speculate about the mechanism of piRNA production from the IAP-containing allele of *Noct*. It could be the absence of splicing, as previously proposed by Yu et al, that signals this transcript should be sliced into piRNAs. There is the association between intron retention (and unusually long first exons) and piRNA production in both mammals and flies (Yu et al, 2019, 2021; Zhang et al, 2014). It could also be the presence of a strand-specific signal within the IAP interacting with a nuclear exporter and piRNA biogenesis factor (Zolotukhin et al, 2008). Functional experiments are necessary to further dissect the mechanism by which the *Noct* IAP insertion leads to piRNA production from this locus.

We currently do not know whether the differences in piRNA content between animals of the same strain have biological or physiological consequences, conferring higher or lower fitness. We speculate that the burst of novel piRNAs triggered by a transposon insertion event has the potential to generate new regulatory effects in *cis* and in *trans*. As with other genetic variants, the emergence of new piRNAs can be beneficial (recognition of invading parasitic elements) or deleterious (silencing of essential protein-coding genes) for the organism. What is unique to polymorphic piRNA-producing loci is the magnitude of new material for natural selection to act upon. It is perhaps because of the many possibilities for positive or negative effects on fitness by each individual piRNA, among the many produced from a single locus, that piRNA-producing loci are gained and lost so fast during evolution.

In conclusion, by sequencing and analyzing small RNAs from male germlines of different mouse strains, we identified polymorphic and variably expressed piRNA-producing loci in a mammalian species. Insertions and/or deletions of active ERVs at germline-expressed genomic loci are two genetic mechanisms that spark piRNA expression variation and diversity, but there are certainly more to be discovered. Here, we analyzed piRNAs in a handful of mouse strains but there are many more mouse strains with sequenced genomes that could be used to study piRNA expression variation in this mammal. Although small RNA data from inbred mouse strains were essential for the documentation of within-species differences in piRNAs determined by genetics, they could not be used to identify genetic variants associated with piRNA cluster expression in a global, systematic and unbiased way, because classical inbred strains vary at millions of positions along their genomes (Keane et al, 2011). Nevertheless, the data we generated chart the degree of piRNA cluster expression variation to be expected between genetically different animals of this rodent species. Some mouse strains have very young copies of IAPs consistent with activity in recent years (Nell**å**ker et al, 2012). It remains to be seen whether ERV insertions and deletions are also a significant source of piRNA expression variation and diversification in other mammalian species, such as human.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
129S1/SvImJ (*Mus musculus*)	Colony established from animals purchased from The Jackson Laboratory	
NOD (*Mus musculus*)	Colony maintained at the animal facility of the Germans Trias i Pujol Research Institute	
C3HeB/FeJ (*Mus musculus*)	Colony maintained at the animal facility of the Germans Trias i Pujol Research Institute	
C57BL/6J (*Mus musculus*)	The Jackson Laboratory	
CAST/EiJ (*Mus musculus*)	The Jackson Laboratory	
**Antibodies**		
CD9	eBioscience	17-0091-82
Epcam	eBiocience	
**Chemicals, enzymes, and other reagents**		
Collagenase IV	Worthington	LS004189
DMEM	Gibco	31966-024
Penicillin–streptomycin	Gibco	15140-122
Fungizone	Gibco	15290-018
Gentamycin	Serva	4799.01
EDTA	Sigma	T4849
PBS	Gibco	14190-094
SUPERase.in	Invitrogen	AM2696
TRIzol	Invitrogen	1596018
DNAse	Invitrogen	AM1906
DNA purification kit	Promega	
Phusion High Fidelity DNA Polymerase	Life Technologies	
SYBR safe	Life Technologies	
**Software**		
Bedtools v2.30.0	Quinlan and Hall, 2010	
Bowtie v1.3.1	Langmead et al, 2009	
Bowtie2 v2.2.5	Langmead and Salzberg 2012	
Cutadapt v2.10	Martin 2011	
DESeq2 v1.34.0 (R package)	Love et al, 2014	
EMBOSS Stretcher v6.5.7.0	Myers and Miller, 1988; Madeira et al, 2024	
ENSEMBL Compara Perl API (ENSEMBL release 105)	Cunningham et al, 2022	
FASTX Toolkit v0.0.14	https://github.com/agordon/fastx_toolkit	
featureCounts v2.0.1	Liao et al, 2014	
HISAT2 v2.2.1	Kim et al, 2019	
liftOver	Hinrichs et al, 2006	
lme4 v1.1-35.5 (R package)	Bates et al, 2015	
Lme4breeding v1.0.50 (R package)	Covarrubias-Pazaran, 2024 (preprint)	
pedigreemm v0.3-5 (R package)	Vazquez et al, 2010	
proTRAC tools (NGS Toolkit) v2.1	Rosenkranz et al, 2015	
proTRAC v2.4.4	Rosenkranz and Zischler, 2012	
R v4.2.3	R Core Team, 2023	
Samtools v1.10	Li et al, 2013	
SNPSplit v0.3.3	Krueger and Andrews, 2016	
sva v3.54.0 (R package)	Leek et al, 2012	
**Other**		
Strainer	BD Falcon	352340
Molecular Imager Gel® Doc^TM^ XR+ imaging system	Biorad	

### Mouse tissue isolation and RNA extraction

Testes used in this study were obtained from mice from various sources, all following institutional regulations for animal care and use. Specifically, ICR (ICR-CD1, Envigo) and 129S1/SvlmJ (local established colony from previously purchased animals from The Jackson Laboratory) mice were maintained and used according to the guidelines of the Universitat de Barcelona Animal Care and Use Committee, C3HeB/FeJ and NOD mice were maintained and used according to the guidelines of the animal facility of the Institute Germans Trias I Pujol research institute (IGTP). All testes used in this work were from young adult mice. Testes were rapidly dissected, snap-frozen in liquid nitrogen and stored at −80 °C. For the sequencing of small RNA from classical inbred mouse strains, total RNA was extracted from previously frozen testes using TRIzol Reagent (Life Technologies; Thermo Fisher Scientific) linked to PureLink RNA Mini Kit (Invitrogen: Thermo Fisher Scientific) following the manufacturer’s protocol “TRIzol Plus Total Transcriptome Isolation”.

For the isolation of spermatogonial RNA, C57BL/6J and CAST/EiJ mice were obtained from The Jackson Laboratory and kept in the SPF animal facility of Max Planck Institute of Immunobiology and Epigenetics until sacrifice. In order to isolate spermatogonia from mice, testes were dissected and digested according to the protocol by Liao et al (Liao et al, 2016), with minor modifications. Briefly, we euthanized 6-week-old mice with CO_2_ and quickly dissected the testes, removed the tunica albuginea and loosened the seminiferous tubules. We then digested these tissues with 1 mg/ml collagenase IV (Worthington, LS004189) in DMEM (Gibco, 31966-024) supplemented with 10% FBS, 100 U/ml penicillin–streptomycin (Gibco, 15140-122), 250 ng/ml fungizone (Gibco, 15290-018) and 50 µg/ml gentamycin (Serva, 4799.01) in a petri dish at 37 °C over a Thermoblock, shaking at 600 rpm for 30 min. The reaction continued for another 10 min after the addition of 0.25% trypsin EDTA (Sigma, T4849) at 37 °C and 600 rpm. We homogenized the digested tissues by pipetting up and we washed the solution with a double amount of PBS (Gibco, 14190-094) supplemented with 10% FBS. Pieces of remaining, undigested tissues were filtered with a 40-µm strainer (BD Falcon, 352340). The filtered solution was then centrifuged at 300 × *g* for 10 min at 4 °C. We removed the supernatant and then resuspended the pellet in 200 µl of FACS buffer (PBS supplemented with 5% BSA and 5 mM EDTA) supplemented with 1U/µl SUPERase.in (Invitrogen, AM2696). Spermatogonia were sorted according to (Kanatsu-Shinohara et al, 2011) for the expression of CD9 (eBioscience, 17-0091-82, 1 µg) and Epcam (eBioscience, 0.125 µg). Sorted cells were centrifuged at 300 × *g* for 10 min at 4 °C and resuspended in 1 ml of TRIzol (Invitrogen, 15596018). Spermatogonial RNA was purified according to the standard TRIzol protocol, and contaminant genomic DNA was digested using the DNA-free kit (Invitrogen, AM1906).

### RNA-seq library preparation and sequencing

Small RNA sequencing libraries were prepared by the Genomics and Bioinformatics Facility of the IGTP. Libraries were prepared with TruSeq small RNA from illumina with extended range of size selection. Pippin prep was used for automated pooled library size selection. Libraries were indexed using Illumina barcodes and sequenced using a HiSeq2500 (Illumina) as single 50 nt reads. Small RNA libraries corresponding to samples from inbred strains were sequenced as a single pool on two lanes and the resulting data (all showing very high correlation between lanes) were merged for analysis. Long RNA was sequenced using TruSeq Stranded Total RNA with Ribo-Zero H/M/R_Gold libraries, 150 bp paired-end, by Macrogen using a NovaSeq6000. All RNA samples passed quality controls (RIN ≥ 7 and rRNA ratio ≥ 1) before library preparation. It should be noted that sequence differences between the strains may also affect the adapter ligation and PCR amplification steps of the small RNA sequencing protocols, leading to distortion in the abundance of individual piRNAs between strains. However, this limitation is unlikely to affect differential expression of piRNA clusters because the latter usually consist of hundreds of different piRNAs, most of which have the same sequence between strains. Also, reads mapping to repeats, polymorphic or fixed, were not used for the analysis of differential piRNA expression.

### Small RNA-seq data analysis

We removed the adapter (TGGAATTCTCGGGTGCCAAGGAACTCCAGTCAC) from the small RNA reads using cutadapt v2.10 (Martin, 2011), requiring 9 nt of match with the adapter. We discarded reads shorter than 19nt, longer than 36 nt and any reads not matching the adapter. We filtered reads based on quality using the FASTX Toolkit v0.0.14 (https://github.com/agordon/fastx_toolkit) allowing a minimum quality score 30 over at least 90% of nucleotides. We mapped the trimmed and filtered reads to the genome using bowtie v1.2.3 (Langmead et al, 2009) with the options –M 1 --best --strata -v 1 to get the best alignment with up to 1 mismatch, reporting only one random match for multimapping reads. Reads were mapped to the most relevant available sequenced mouse strain genome; for samples from C57BL/6J mice we used the primary assembly of the reference mouse genome (GRCm38/mm10), for samples from CAST/EiJ we used the CAST_EiJ_v1 assembly, for samples from 129S1/SvlmJ we used the 129S1_SvImJ_v1 assembly, for samples from C3HeB/FeJ we used the C3H_HeJ_v1 assembly, for samples from NOD mice we used the NOD_ShiLtJ_v1 assembly and for samples from the ICR outbred mouse strains we used the GRCm38/mm10 primary assembly. Coordinates of different strains were converted to the reference mouse genome mm10 assembly using ENSEMBL Compara Perl API (ENSEMBL release 105) (Cunningham et al, 2022) using the EPO murinae multiple alignments. The coordinates of the piRNA clusters from (Li et al, 2013) in other strain genomes are provided in Dataset EV17. The proportions of reads mapping uniquely at Li et al 2013 clusters, are provided in Dataset EV18.

### Prediction of piRNA-producing loci

We used the proTRAC pipeline v2.4.4 (Rosenkranz and Zischler, 2012) to predict clusters for each of the 18 samples from inbred mice with default options. Briefly, using proTRAC tools (Rosenkranz et al, 2015), we collapsed and removed the low-complexity reads and mapped the remaining to the respective genome. Multimapping reads were reallocated based on the mapping rate in the upstream and downstream 10Kb flanking sequence, using a 1-Kb sliding window. using a bell-shaped function and reporting only loci with allocated reads. The resulting reallocated read file was used to predict piRNA clusters in each strain genome, using proTRAC with default parameters. Clusters were annotated as mono-directional or bi-directional by proTRAC, depending on whether at least 10% of the reads mapping to the locus were on the antisense strand. As each mouse strain has a different coordinate system, we converted all coordinates to those of the mouse reference genome using the murinae multiple alignment in ENSEMBL Compara (ENSEMBL release 105). Note that conversion of coordinates between strains, using ENSEMBL Compara and liftOver (Hinrichs et al, 2006) (for conversion between mm39 and mm10) lead to the loss of some clusters due to duplications or splitting of genomic regions in different strain genome assemblies. The clusters that did not convert one-to-one between strains were excluded from downstream analysis. For each strain, piRNA clusters were defined as the union of the piRNA clusters predicted from each sample, calculating the union of overlapping genomic intervals, only merging clusters with the same strand assignment by proTRAC. From this set, we removed clusters that matched repeats (RepeatMasker annotation) or polymorphic transposable elements (Nell**å**ker et al, 2012) by more than 80% of their length. The remaining clusters were then converted back to each of the strain genome coordinates using the murinae multiple alignment in Ensembl Compara, resulting in 852 clusters present in the five strains. This set included some pairs of predicted clusters overlapping each other where one cluster was annotated as “bi-directional” and the other as “mono-directional”. To avoid double-counting, we removed clusters predicted to be bi-directional that overlapped mono-directional clusters. We also removed clusters with total read counts of less than 10 in all the samples. The final set consists of 749 mouse-predicted piRNA clusters. The coordinates of these regions in the mouse reference genome and the results of the differential expression analysis in testis of four inbred strains and in spermatogonia of two inbred strains are provided in Datasets EV9 and EV10, respectively. The coordinates of the predicted clusters in strain genomes are provided in Dataset EV19. The percentages of reads mapping uniquely at the predicted piRNA-producing loci are provided in Dataset EV20.

### Differential expression analysis of piRNA-producing loci and test of association with variable transposable elements

Differential expression was analyzed only for regions that were in alignment in all five inbred strains. Of the 214 piRNA clusters from Li et al (Li et al, 2013), 192 were in genomic regions aligned among all strains. To quantify the expression of piRNA clusters (known or predicted), we annotated reads mapping to the clusters using featureCounts v2.0.1 (Liao et al, 2014) with the options –Q 1 -s 0 –minOverlap 18 to count reads with minimum quality score of 1, mapping within the region of the cluster with a minimum overlap of 18nt. To reduce possible artefacts due to differences in repeat content or repeat expression between strains, for differential expression analysis, we only counted reads mapping to unique locations in the genome. The same analyses, also removing reads overlapping repeats from the RepeatMasker annotation, gave similar results (Datasets EV21–EV23). We removed from differential expression analysis clusters with fewer than ten reads in all samples. Predicted clusters overlapping (for example, in cases where a mono-directional and a bi-directional cluster overlapped) were removed from statistical tests. We used DESeq2 v1.34.0 (Love et al, 2014) to normalize read counts with respect to library size. To study quantitatively the effect of genetics on piRNA cluster expression using linear models, we used the Variance Stabilizing Transformation (VST) (Anders and Huber, 2010) to transform the piRNA cluster expression values. To assess the effect of strain on piRNA cluster expression *globally*, we used the lme4 package (Bates et al, 2015) and modeled strain as a fixed effect and piRNA cluster as a random effect (expression ~ strain + (1|cluster)). To assess the effect of strain on piRNA cluster expression for each cluster separately, we tested whether strain as a fixed effect explains a significant fraction of inter-individual piRNA cluster expression variation (expression ~ strain). The adjusted R-squared, the nominal *P* value and the *P* value adjusted with the Benjamini-Hochberg correction (Benjamini and Hochberg, 1995) are shown in Dataset EV4. To compare the genetic distance to the expression distance between the four classical inbred strains, for each piRNA cluster separately, we calculated the genetic (euclidean) distance between the four strains using known SNPs (dbSNP142) overlapping the cluster, also calculated the expression (euclidean) distance using the VST-transformed piRNA cluster expression values and compared the tree of the genetic and expression distances using the Robinson-Foulds metric and the Adjusted Rand Index matric (Dataset EV6). For the estimation of heritability of piRNA cluster expression in the samples of the ICR strain, because the samples were sequenced in two batches, we batch-corrected the library size-adjusted and VST-transformed piRNA cluster expression values using the sva R package (Leek et al, 2012). For the estimation of piRNA cluster expression heritability, we first calculated the Additive Relationship Matrix using pedigreemm package (Vazquez et al, 2010) from the mouse pedigrees (Appendix Fig. S8). To estimate heritability we used the lme4breeding R package (Covarrubias-Pazaran, 2024), where expression was modeled with the individual as a random effect linked to the Additive Relationship Matrix and the pedigree set as a fixed effect (three pedigrees belong to one set and the other four in a different set, where the male ancestors of the second set were overnurished). The variance of piRNA cluster expression due to genetics was also calculated in 100 permuted pedigrees, where animals of the same generation and the same pedigree set were shuffled, maintaining animals in the same generation and the same pedigree set. For differential piRNA cluster expression analysis between inbred mouse strains, we used DESeq2 v1.34.0 (Love et al, 2014) with absolute log_2_ fold change threshold greater than 1 and false discovery rate threshold of 0.05. No blinding of sample identifiers was done.

We retrieved the annotation of variable transposable elements from Additional file 13 from Nellaker et al, (Nell**å**ker et al, 2012). We grouped the retrieved variable transposable elements into SINEs (as annotated in the file), LINEs (annotated as LINE and LINE fragments), ERVs (the rest of the elements in the retrieved file, which are different families of ERVs) and IAPs (annotated as IAP-I). For association with predicted piRNA clusters, we considered that predicted clusters overlapped variable transposable elements if they were within 5 kb of one and tested the association using Fisher’s exact test in R with significance threshold of 0.05. For tests of association using strand information, we only considered clusters and repeats with annotated strand as + or − (bi-directional piRNA clusters were excluded from this analysis). The significance of the differences in the distribution of fold change expression of predicted clusters in different strains (Fig. 6B) was based on the two-sample Wilcoxon rank-sum test in R.

### RNA-seq and ChIP-Seq allele-specific data analysis

To test for differences in expression of *Noct* IAP+ and *Noct* IAP− alleles, we retrieved RNA-seq data from GSE35005 (Gan et al, 2013) from DBA/2NCrlVr x 129S2/SVPasCrlVr F1 hybrid mice. According to the annotated variable transposable elements of eighteen genotyped mouse strains (Nell**å**ker et al, 2012), three 129 strains (129S1/SvImJ, 129P2/OlaHsd and 129S5/SvEvBrd) carry the IAP insertion in *Noct*. We thus expect that 129S2/SVPasCrlVr also carries it. As noted in Nellaker et al, mouse substrains are nearly identical to each other in comparison to other strains. Similarly, following the same line of thought we expect that the DBA/2NCrlVr strain carries the same *Noct* allele as the genotyped strain DBA/2J. To test for differences in the H3K4me3 chromatin mark on a *Noct* IAP+ and a *Noct* IAP− allele, we retrieved ChIP-seq data from GSE60906 (Baker et al, 2015) from C57BL/6J × CAST/EiJ F1 hybrid mice. According to the genotyped mouse strains, C57BL/6J carries the *Noct* IAP+ allele and CAST/EiJ carries the *Noct* IAP− allele.

To retrieve reads mapping to the two different alleles in the samples of the hybrid mice, we used SNPSplit v0.3.3 (Krueger and Andrews, 2016). Briefly, we masked the reference mouse genome changing all the SNP positions to Ns. The list of SNPs between mouse strains and the reference mouse genome was retrieved from the Sanger Institute Mouse Genomes Project v5, dbSNP142. RNA-seq reads were mapped using HISAT2 v2.2.1 (Kim et al, 2019) with options –no-softclip using known splice sites from the reference mouse genome. ChIP-seq reads were mapped using bowtie2 v2.2.5 (Langmead et al, 2012) with default options. Reads overlapping SNPs were assigned to the corresponding strain using SNPSplit.

### Noct allele genotyping of ICR mice

For genotyping the *Noct* IAP (Fig. 3B; Appendix Fig. S10), DNA extraction from mouse liver tissue was performed using the Maxwell 16 Tissue DNA Purification kit (Promega) following the manufacturer’s protocol. In total, 20 µL PCR reactions were performed with 100 ng of genomic DNA using the Phusion High Fidelity DNA Polymerase (2 U/µL) (Life Technologies) following the manufacturer’s instructions. Specifically, 0.5 μL of 10 μM Forward primer (5′-AAGAGCTAATCCTGTACATGGC-3′) and 0.5 μL of 10 μM Reverse primer (5′-CCAGGGTAACACAGTGAGACG-3′) were used together with 4 μL Buffer GC (5×), 0.4 μL 10 mM dNTPs and 0.4 μL of Phusion Polymerase. PCR conditions were as follows: an activation step at 98 °C for 3′; 30 × 3-step cycles of denaturing at 98 °C for 10″, annealing at 63.1 °C for 20″ and extension at 72 °C for 4′ 19″; followed by a final step at 72 °C for 5′. Amplicons were run in 1.5% agarose gels stained with SYBR Safe (Life Technologies). Gel pictures were taken with the Molecular Imager® Gel Doc™ XR+ imaging system (BioRad).

### Cross-species conservation analysis

We converted the 214 piRNA clusters annotated by (Li et al, 2013) in mouse (mm10) to the genomic coordinates systems of human (hg19), macaque (RheMac8), rat (rn6), marmoset (CalJac3), opossum (MonDom5) and platypus (OrnAna1) with liftOver using a minimum match (--minMatch) of 0.1. The loci that were converted one-to-one were considered conserved/syntenic. To get which of the conserved loci retained the ability to produce piRNAs, we overlapped them to piRNA-producing loci annotated in each of the species by (Özata et al, 2020).

### Sequence similarity analysis

To perform the pairwise similarity analysis (Appendix Fig. S6), we extracted the sequence of known piRNA loci (Li et al, 2013), predicted piRNA loci and lncRNA genes with orthologs in all the analyzed strains using bedtools (Quinlan and Hall, 2010) getfasta. We computed pairwise alignments of each locus between all possible combinations of strains using EMBOSS Stretcher (Myers and Miller, 1988; Madeira et al, 2024) that performs a Needleman-Wunsch algorithm. This resulted in a pairwise alignment in FASTA format, that was further processed in R to compute the percentage of identical bases in the pairwise alignment excluding Ns in any of the aligned sequences. Note that only loci without overlap to protein-coding genes were used for this analysis. For the pairwise similarity analysis of differentially expressed and not differentially expressed pachytene piRNA clusters (Appendix Fig. S7A), we took all pachytene clusters regardless of their overlap to protein-coding genes. We obtained the A-Myb and Tcfl5 ChIP-seq peaks from (Yu et al, 2023), found those peaks that overlapped promoters in mm10, converted them to the rest of the strains using ENSEMBL Compara, and repeated the pairwise similarity analysis of TF-bound promoters for DE and not DE piRNA clusters (Appendix Fig. S7C).

### Splicing efficiency analysis

Intron retention in *Noct* (Appendix Fig. S12) was measured by relative intron expression, the coverage in the intron divided by the mean coverage in the surrounding exons, and splicing efficiency, the ratio of split versus total reads at splice sites. To calculate relative intron expression, introns were first obtained by subtracting the exons to their respective transcripts and RNA-seq coverage on exons and introns was independently estimated with featureCounts. To calculate splicing efficiency, splice sites were obtained by taking extremes of introns and extending them by 7 bp inside the exon and 7 bp inside the intron. Then, RNA-seq BAM alignments were converted to BED, separating split and unsplit reads by the presence of N in the CIGAR line. Split and unsplit reads mapping to splice sites were counted with bedtools intersect with options -c -f 0.5.

## Supplementary information

Appendix

Table EV1

Table EV2

Table EV3

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Dataset EV9

Dataset EV10

Dataset EV11

Dataset EV12

Dataset EV13

Dataset EV14

Dataset EV15

Dataset EV16

Dataset EV17

Dataset EV18

Dataset EV19

Dataset EV20

Dataset EV21

Dataset EV22

Dataset EV23

## Data Availability

All sequencing data produced for this publication are available from https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215030. Custom scripts written to analyze the data are available from https://github.com/vavouri-lab/mouse-piRNA-variation. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00475-4.

# Supplementary material for: Genetic polymorphisms lead to major, locus-specific, variation in piRNA production in mouse
**Source:** EMBO J. 2025 Jun 5;44(14):4104–19. doi: 10.1038/s44318-025-00475-4
**Supplement:** Supplementary file 1 — Appendix

Appendix for

Genetic polymorphisms lead to major, locus-specific, variation in piRNA production in mouse.

Eduard Casas^{1,2,4*}, Adrià Mitjavila–Ventura^{1,2,3*}, Pío Sierra^{5*}, Cristina Moreta-Moraleda^{6,7}, Judith Cebria⁸, Ilaria Panzeri⁹, J. Andrew Pospisilik⁹, Josep C. Jimenez-Chillaron^{7,8,10}, Sonia V. Forcales^{6,11§}, Tanya Vavouri^{1,2,5§}

1 Josep Carreras Leukaemia Research Institute (IJC), Ctra de Can Ruti, Camí de les Escoles s/n, 08916, Badalona, Barcelona, Spain.

11 Serra Hùnter Professor, Department of Pathology and Experimental Therapeutics, School of Medicine and Health Sciences, Campus of Bellvitge, University of Barcelona, Carrer de la Feixa Llarga, s/n, L'Hospitalet de Llobregat, Barcelona, Spain.

*Contributed equally.

Table of contents

**1. Appendix Figure S1**	**Page 2**
**2. Appendix Figure S2**	**Page 3**
**3. Appendix Figure S3**	**Page 4**
**4. Appendix Figure S4**	**Page 6**
**5. Appendix Figure S5**	**Page 10**
**6. Appendix Figure S6**	**Page 11**
**7. Appendix Figure S7**	**Page 12**
**8. Appendix Figure S8**	**Page 14**
**9. Appendix Figure S9**	**Page 15**
**10. Appendix Figure S10**	**Page 16**
**11. Appendix Figure S11**	**Page 17**
**12. Appendix Figure S12**	**Page 18**

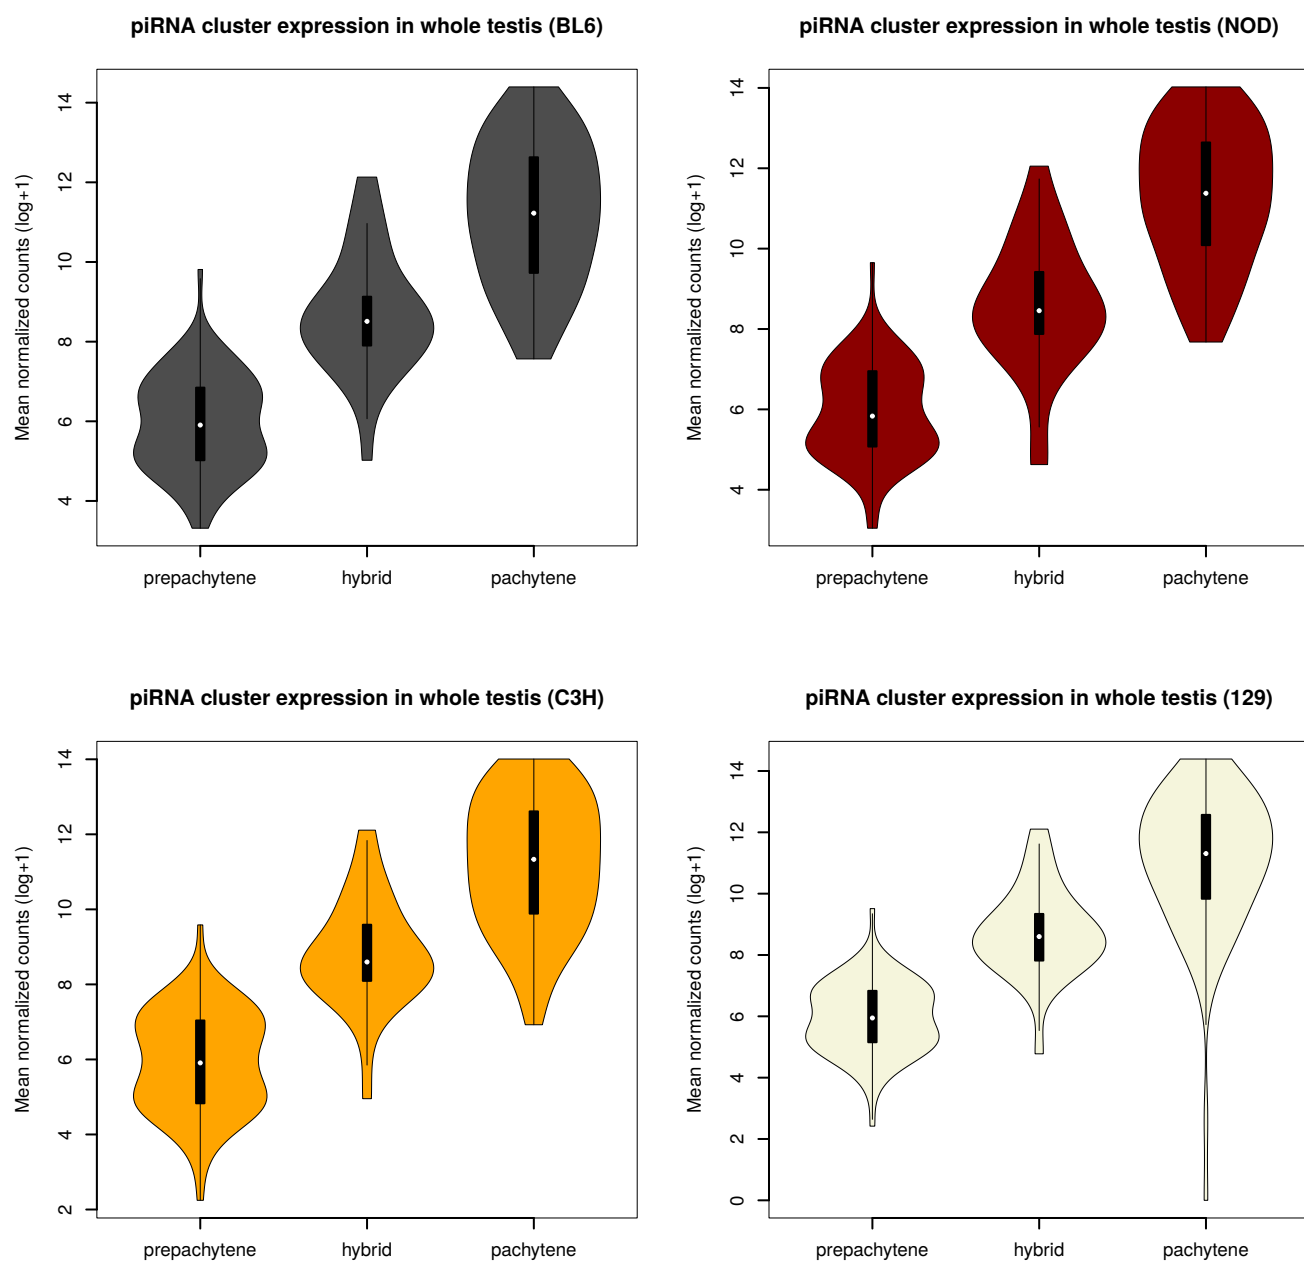

Appendix Figure S1. Abundance of piRNAs from prepachytene, pachytene and hybrid piRNA cluster in whole testis samples of the four inbred mouse strains. The classification of the three sets of clusters were retrieved from (Ding et al, 2018) .

Conservation of 214 Li et al piRNA clusters

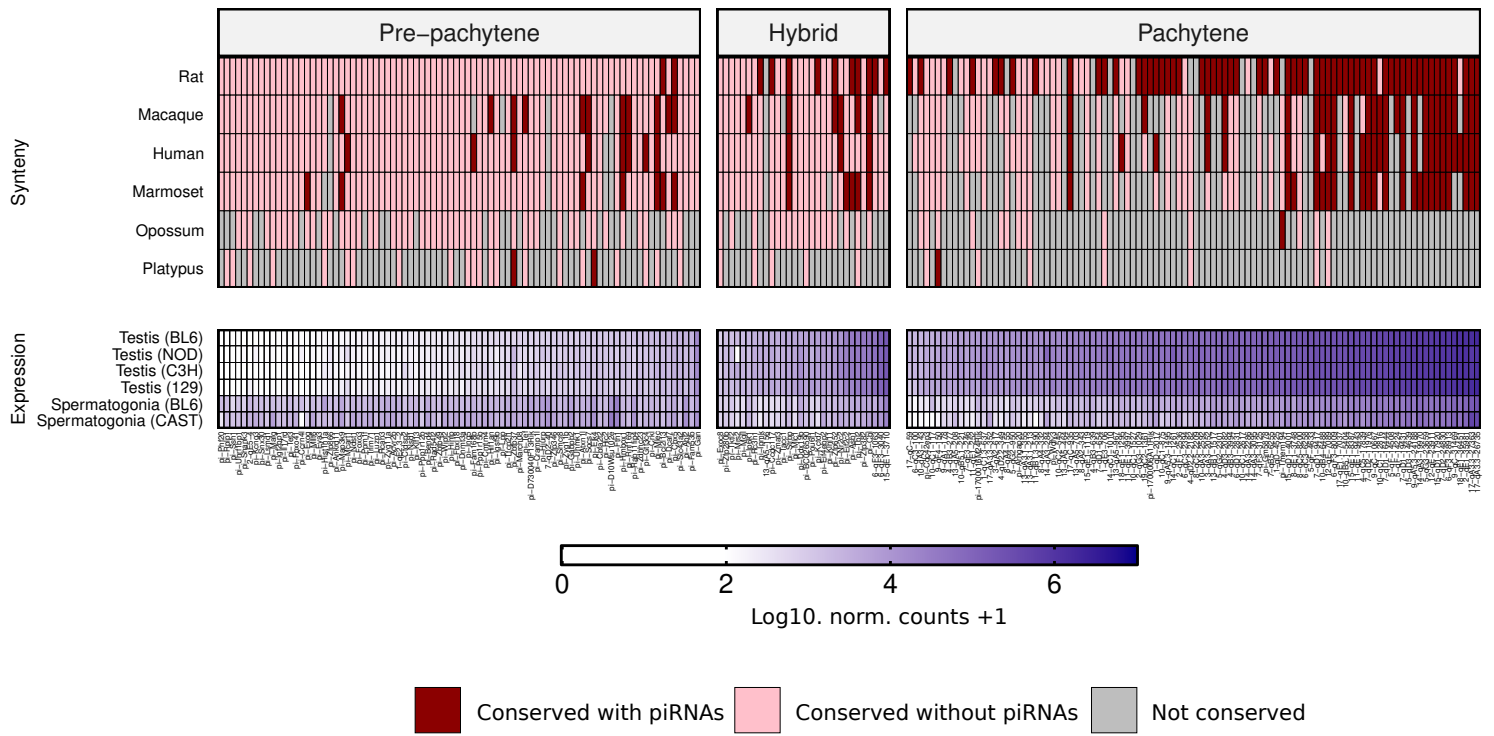

Appendix Figure S2. Annotation of conservation and expression of 214 piRNA clusters in other mammals and in testis and spermatogonia samples of five inbred strains. Conservation and expression data for other mammals retrieved from (Özata et al, 2020).

A

Pairwise correlation of sRNA expression across testis samples piRNA clusters annotated by Li et al. (2013)

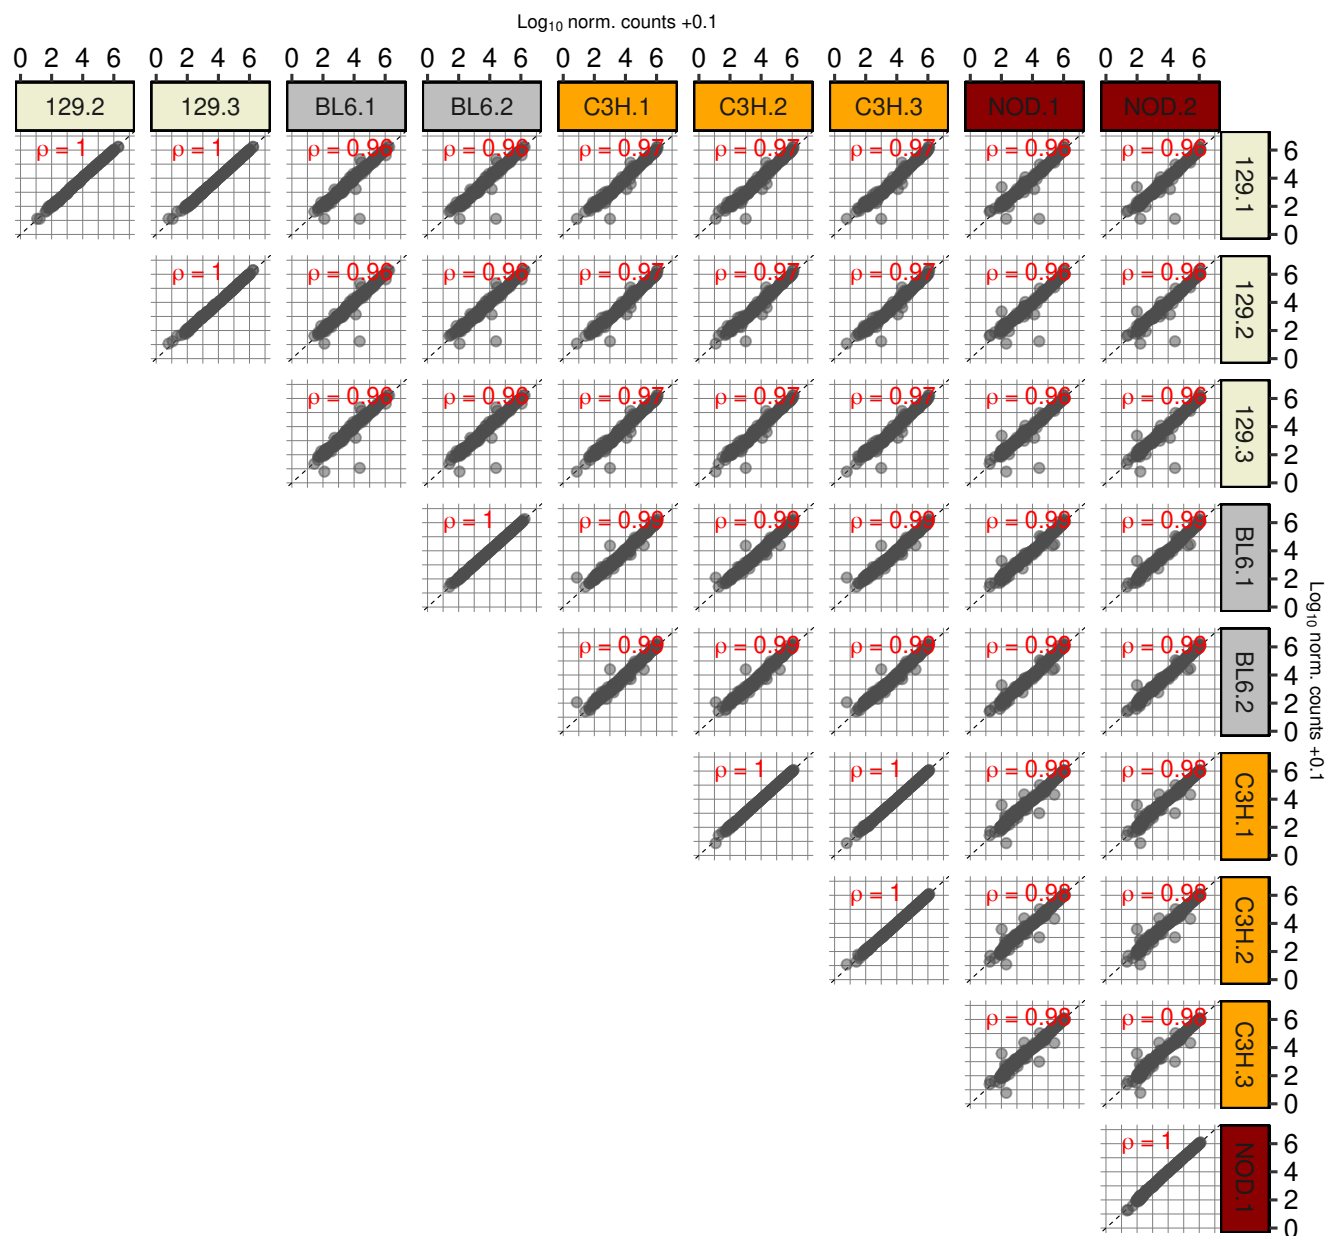

B

Pairwise correlation of sRNA expression across spermatogonia samples
piRNA clusters annotated by Li et al. (2013)

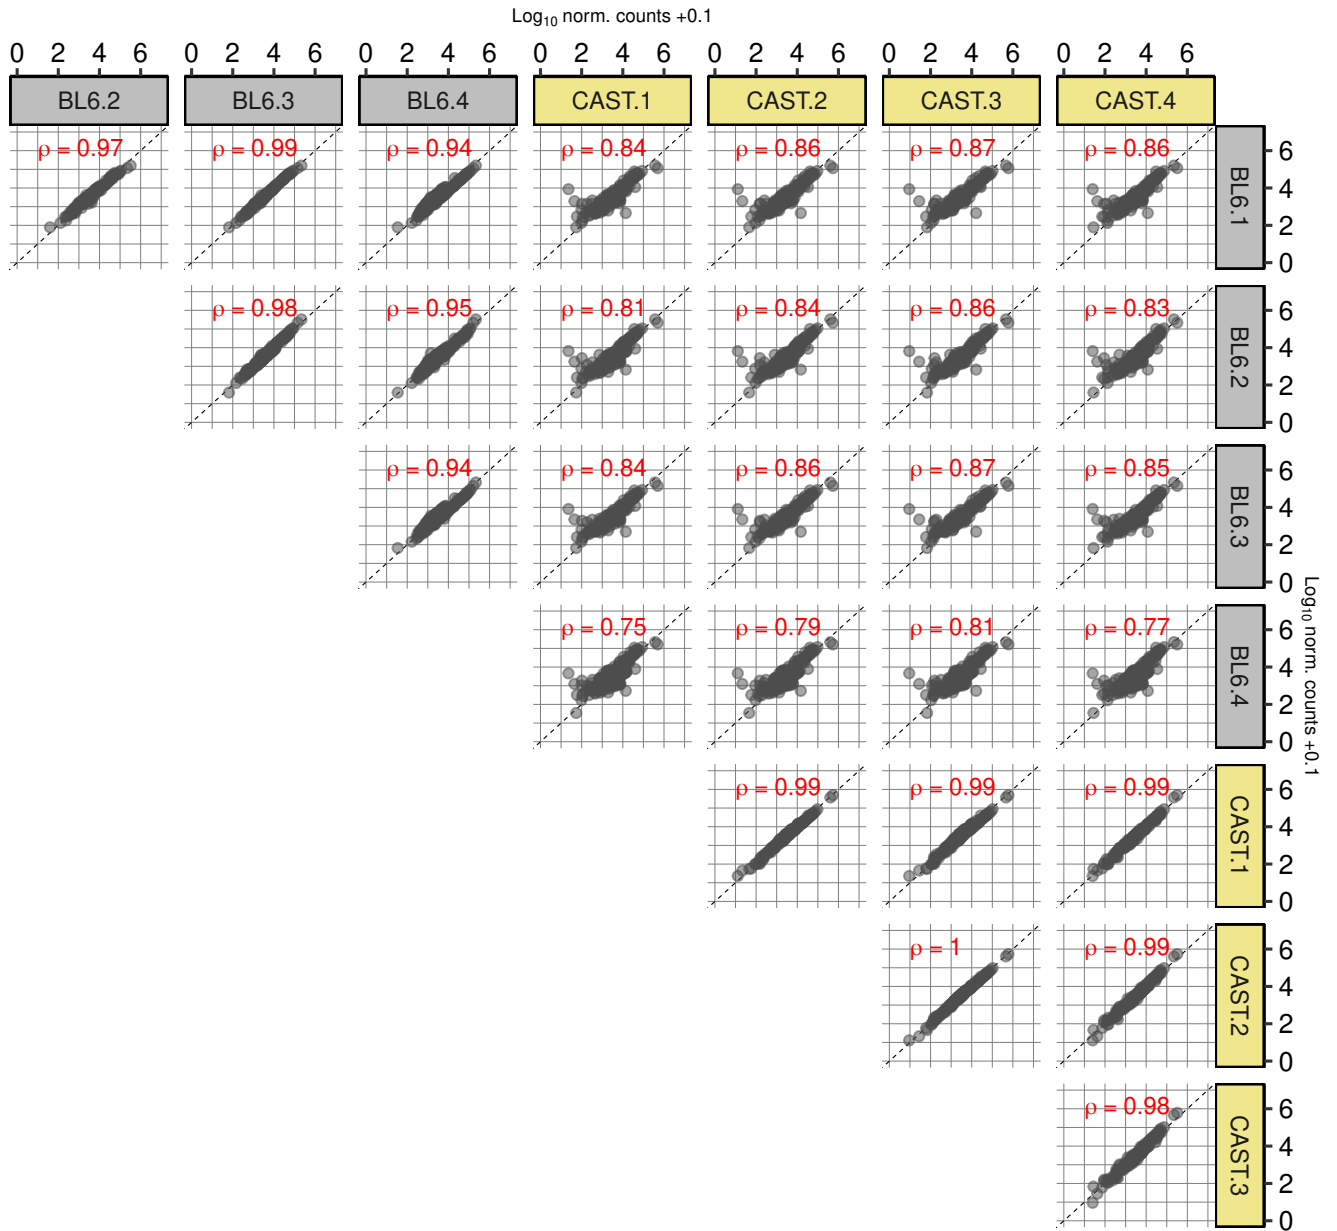

Appendix Figure S3. Correlation of piRNA cluster expression between all mouse samples from inbred mouse strains.

(A) Pairwise correlations of piRNA expression between testis samples

(B) Pairwise correlations of piRNA expression between spermatogonia samples.

A

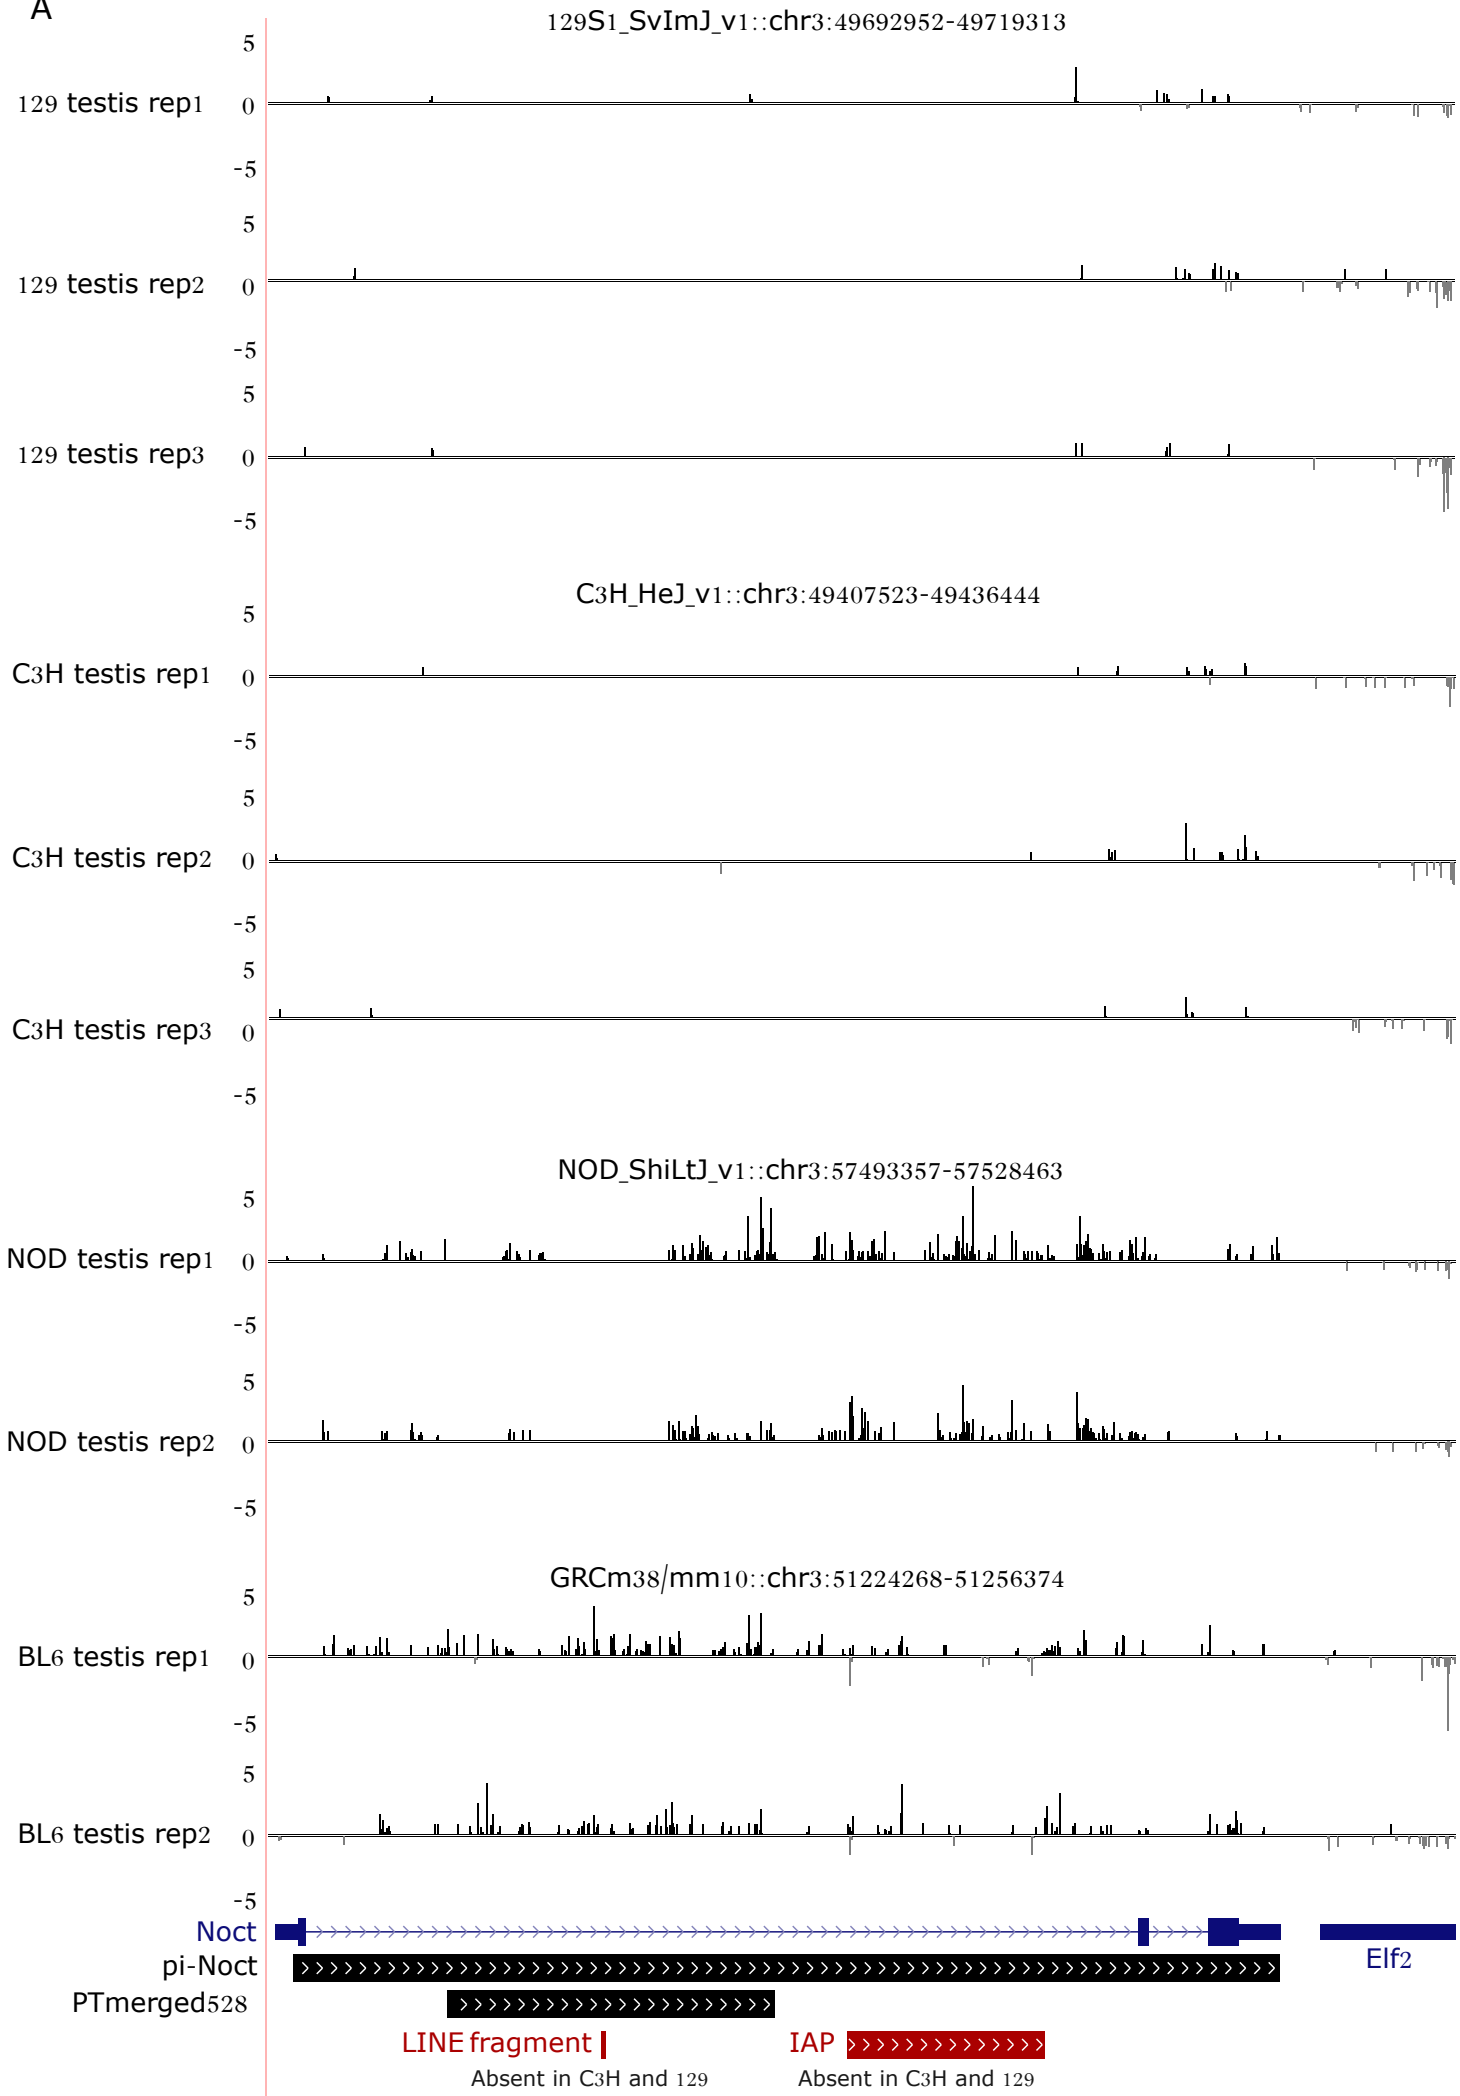

B

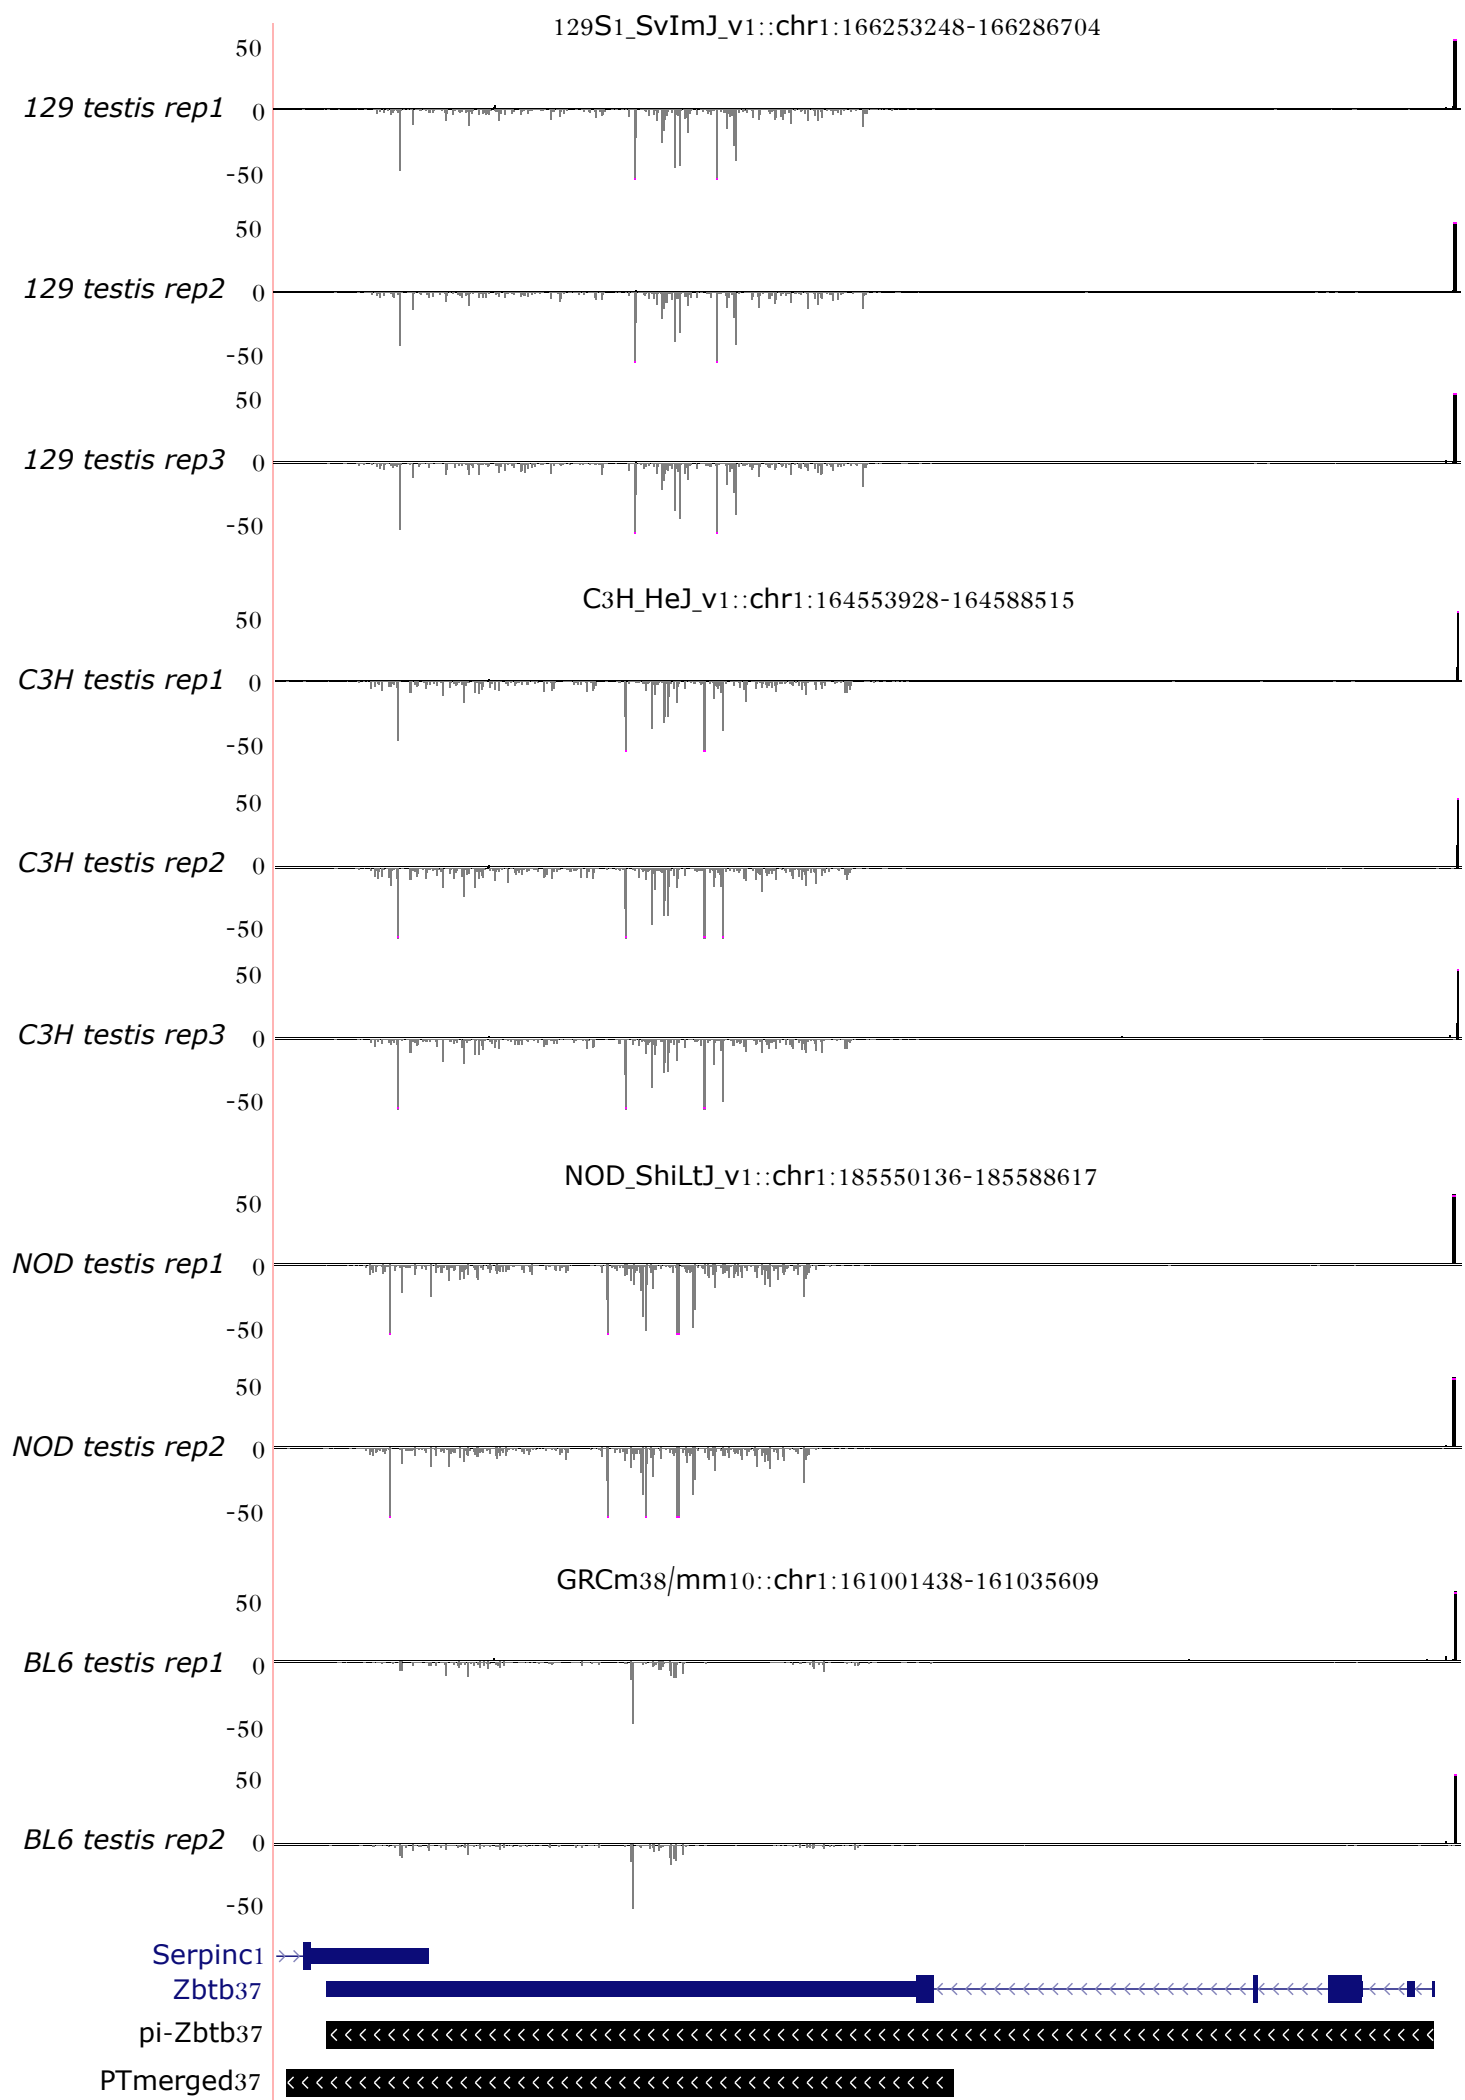

C

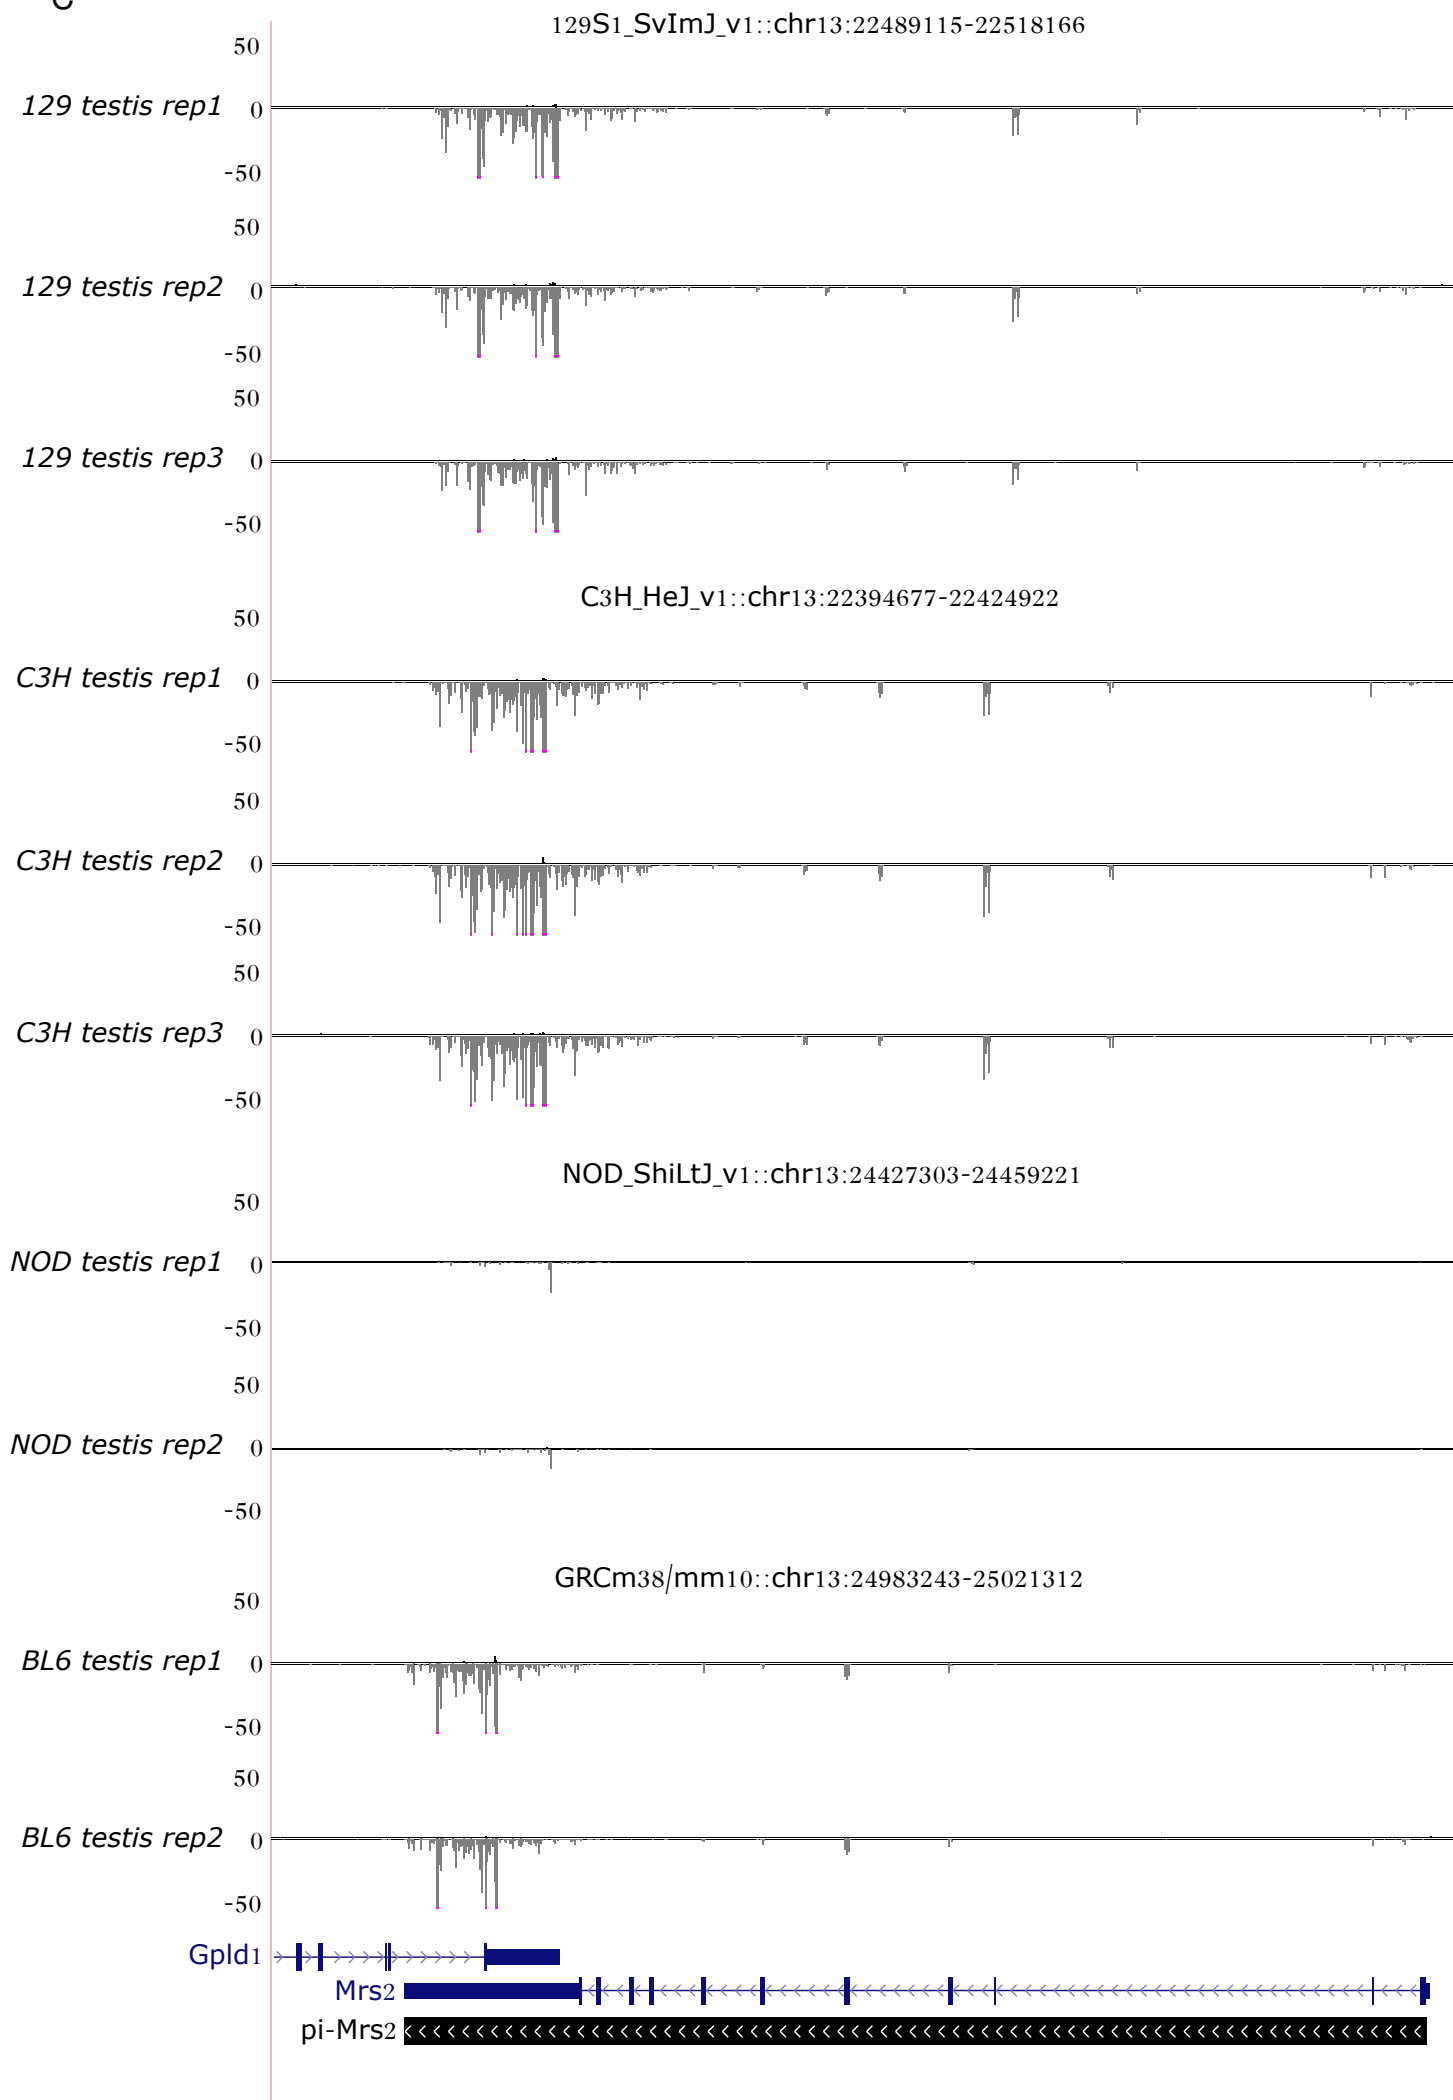

D

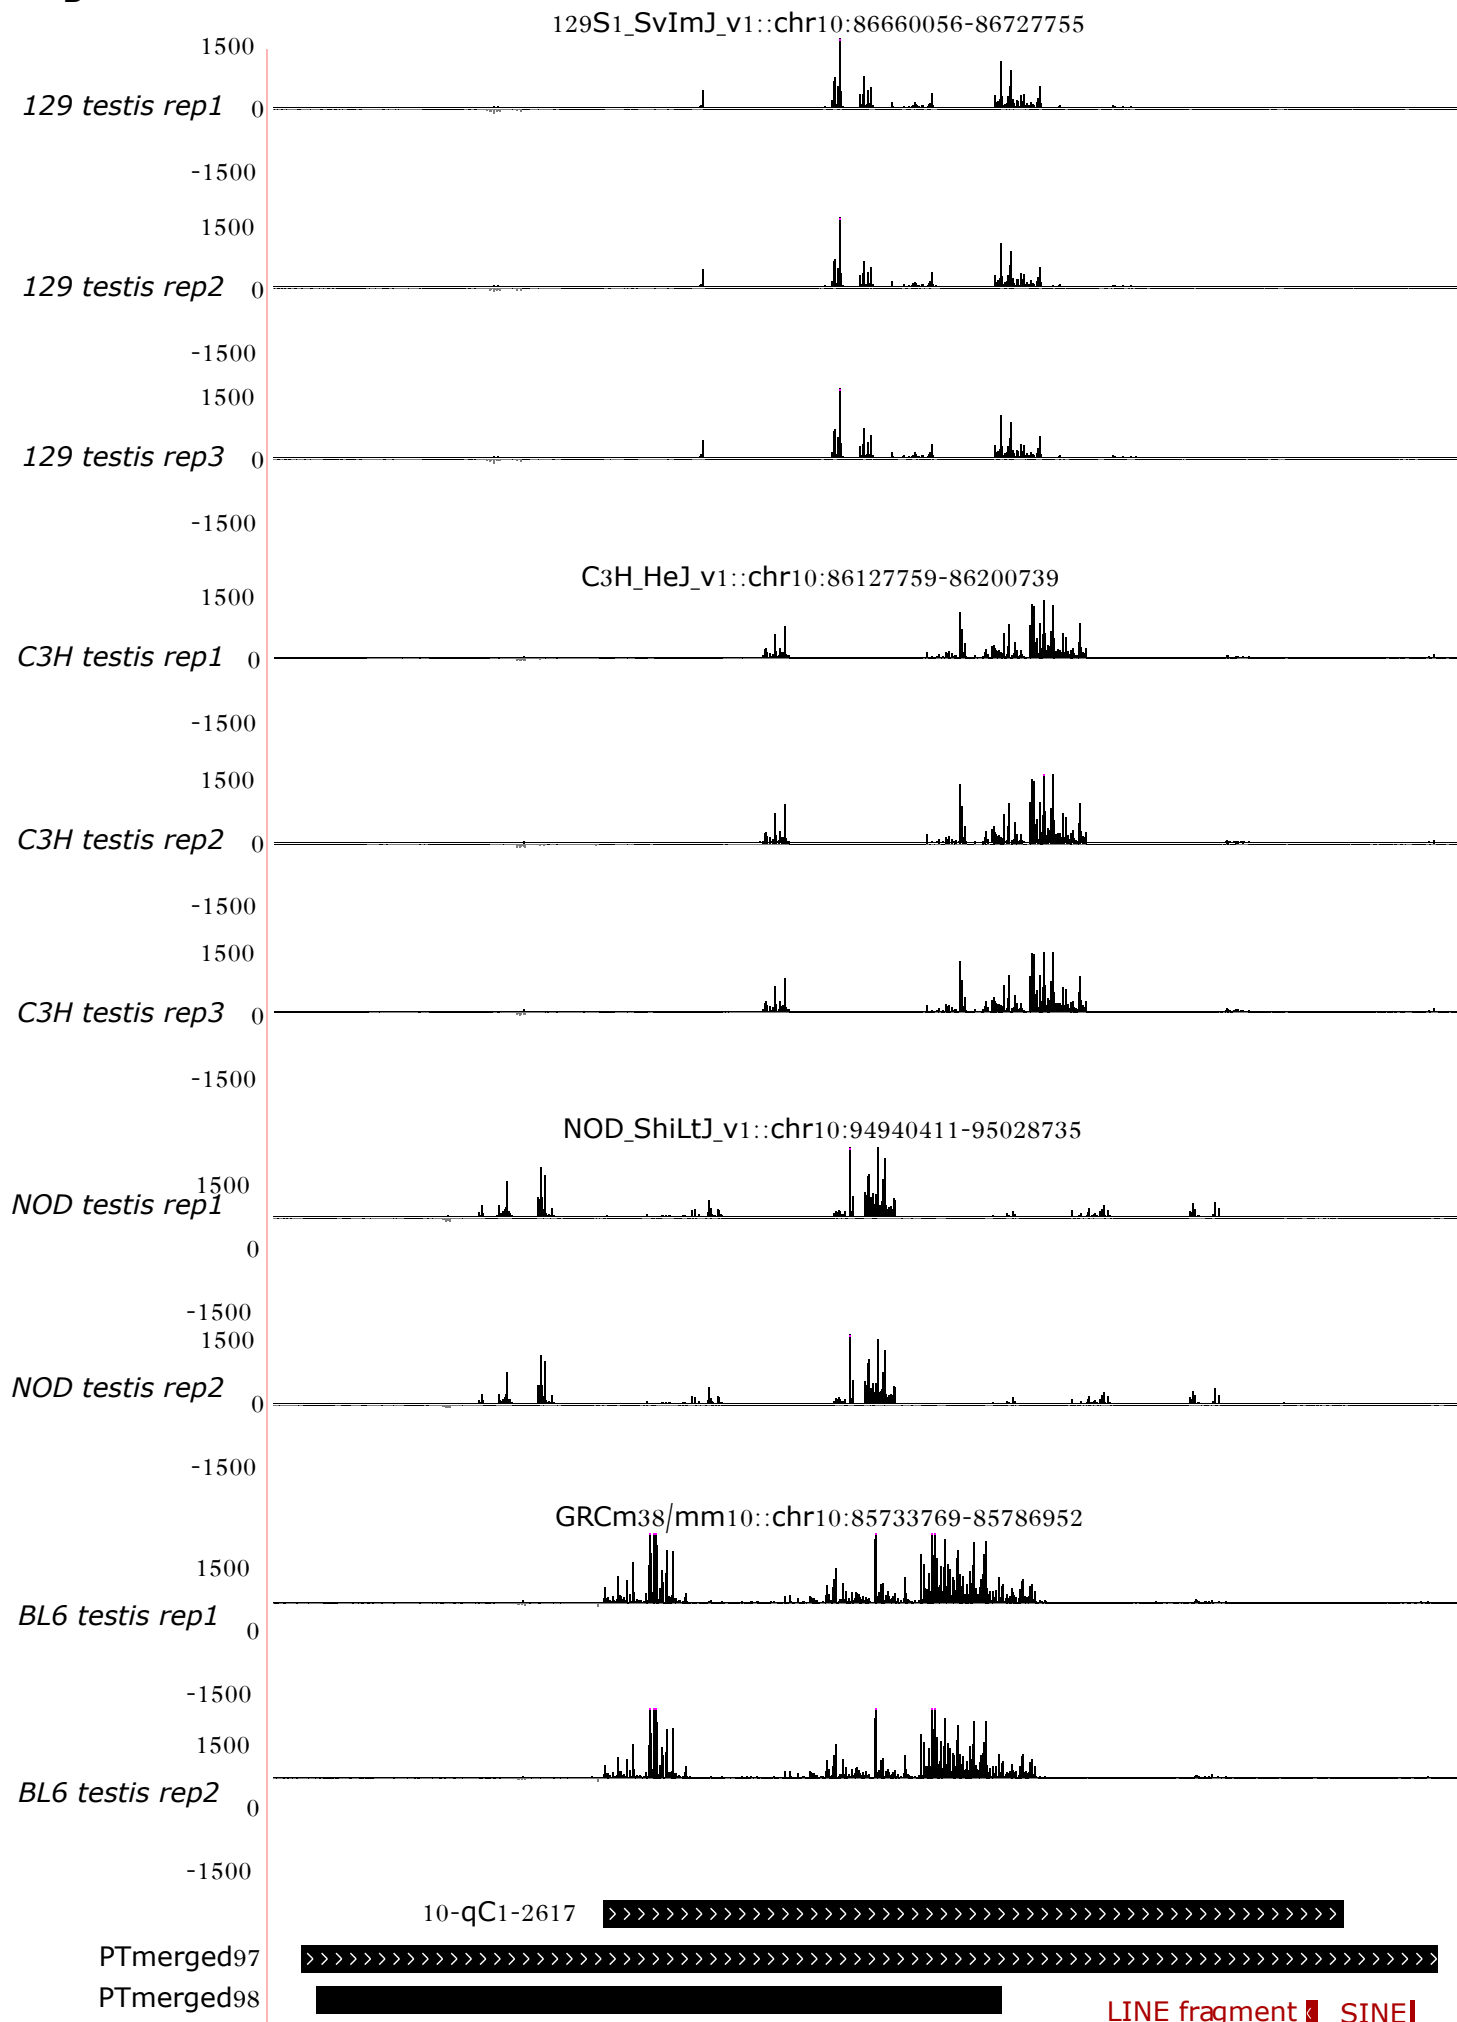

Appendix Figure S4. Classical inbred mouse strains produce significantly different levels of piRNAs from (A) pi- Noct (also known as pi-Ccn4l), (B) pi-Zbtb37, (C) pi-Mrs2 and (D) 10-qC1-2617.

Normalized small RNA counts

Expression tree

Genetic tree

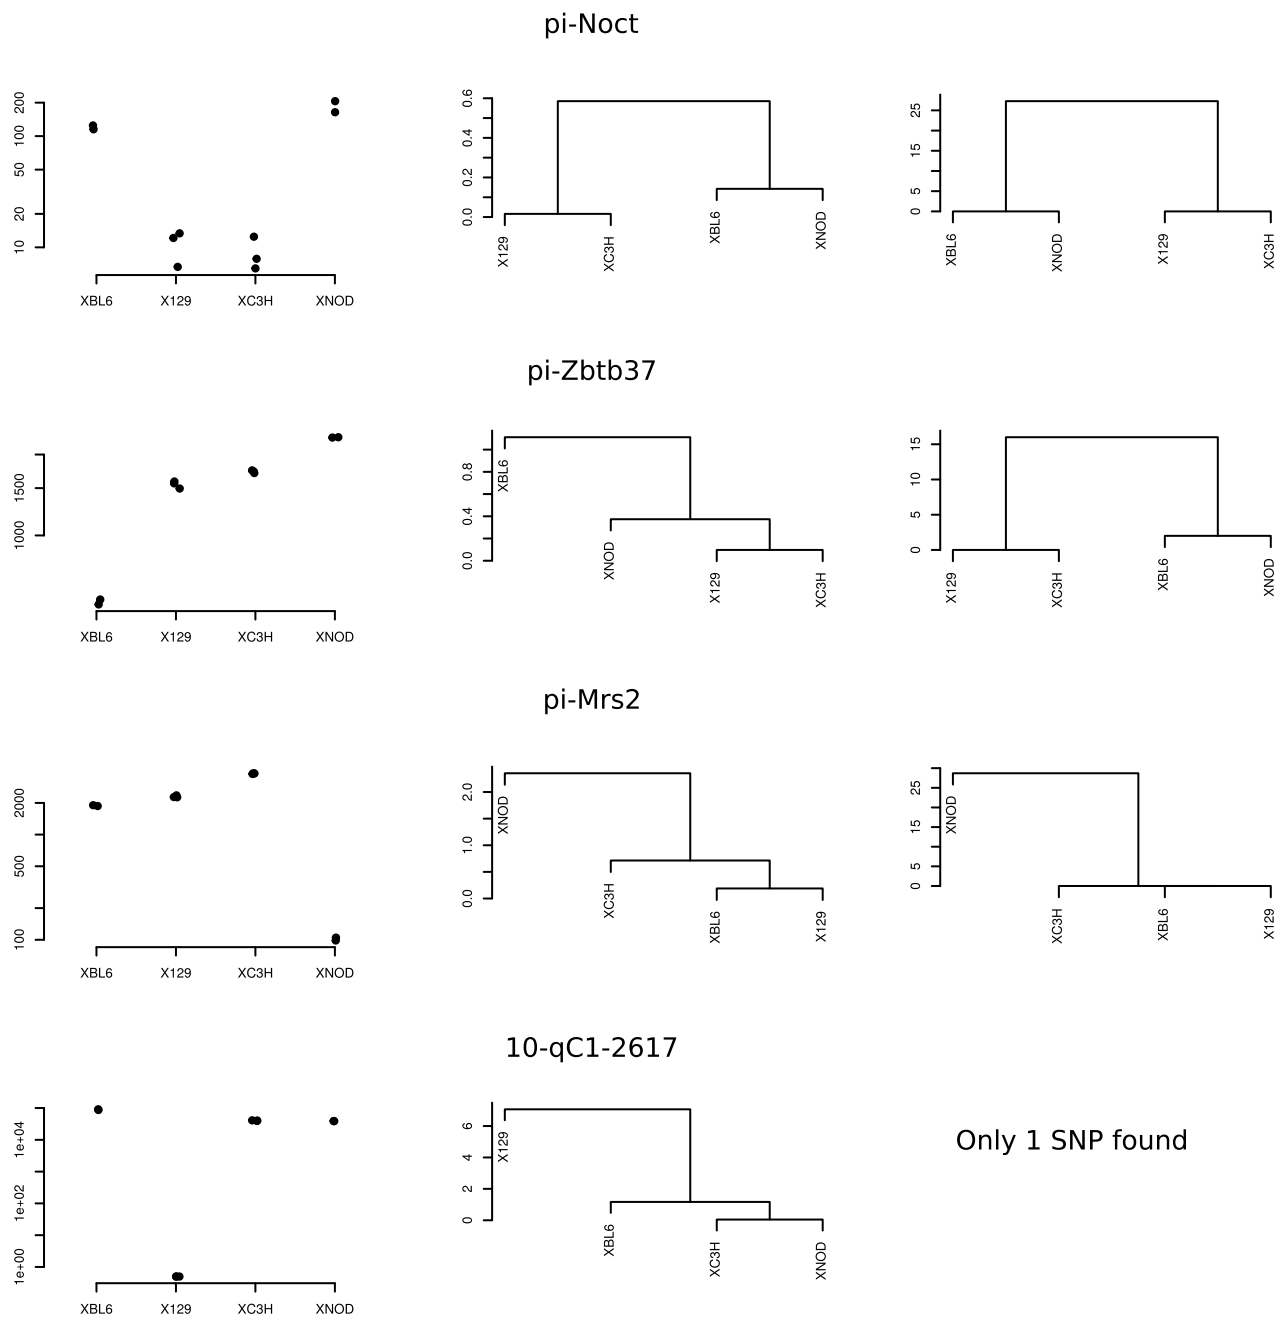

Appendix Figure S5. Comparison of genetic and expression distance tree for piRNA clusters shown in Fig 1E.

% of identity in pairwise global alignments (excl Ns)
piRNA clusters and lncRNA genes not overlapping coding genes

Known clusters Predicted clusters long non-coding RNAs

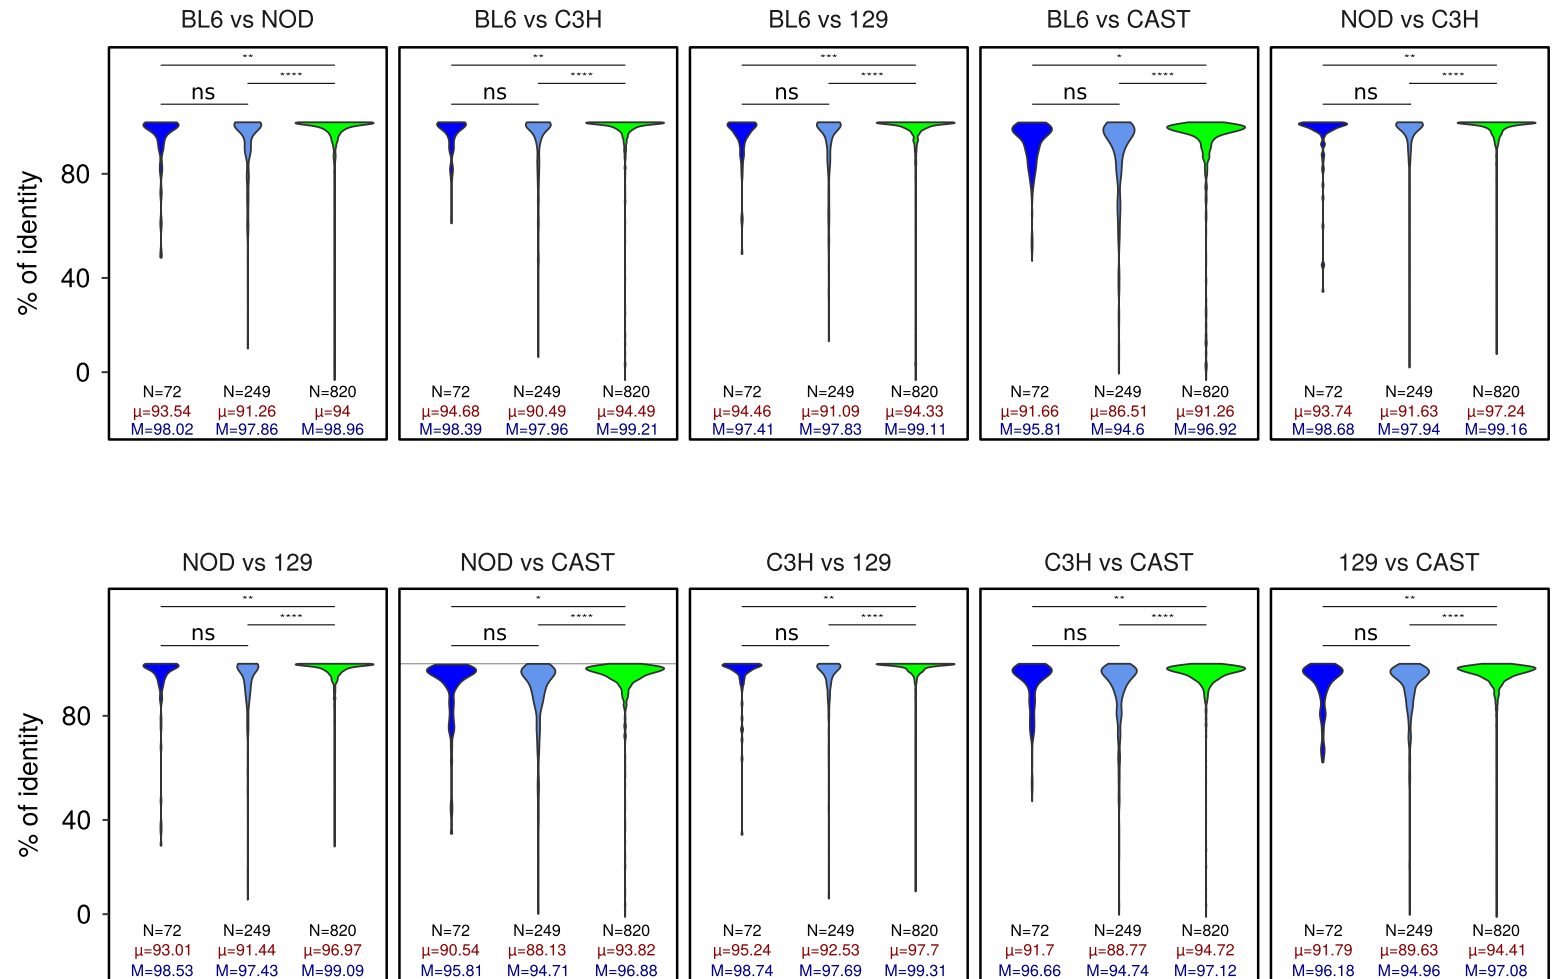

Appendix Figure S6. Comparison of inter-strain sequence identity between known, noncoding piRNA-producing loci, predicted non-coding piRNA-producing loci and long non-coding RNAs. The significance of the differences in the distributions was calculated using the Wilcoxon rank-sum test (ns not significant, * <0.05, ** < 0.01, *** <0.001).

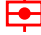 Differentially expressed.
 Not differentially expressed.

A

Similarity of pachytene piRNA clusters between strains*.

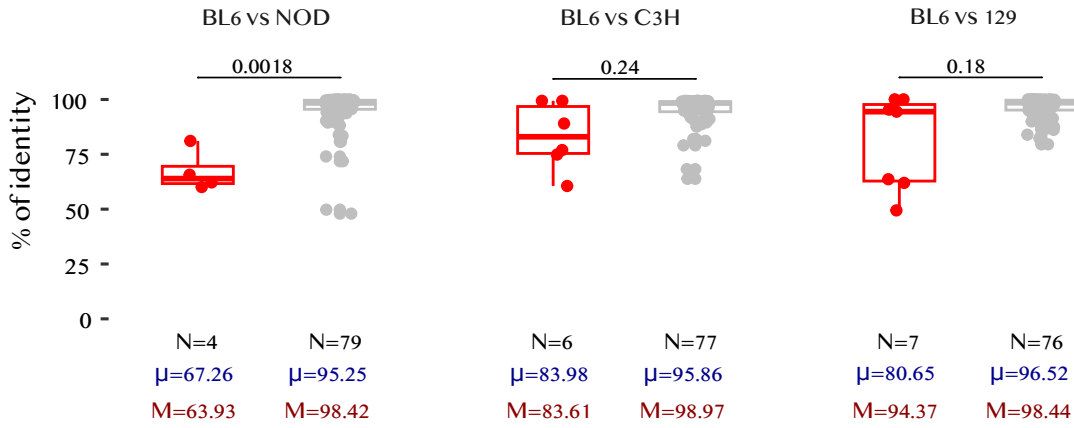

B

Similarity of promoters of pachytene piRNA clusters between strains*.

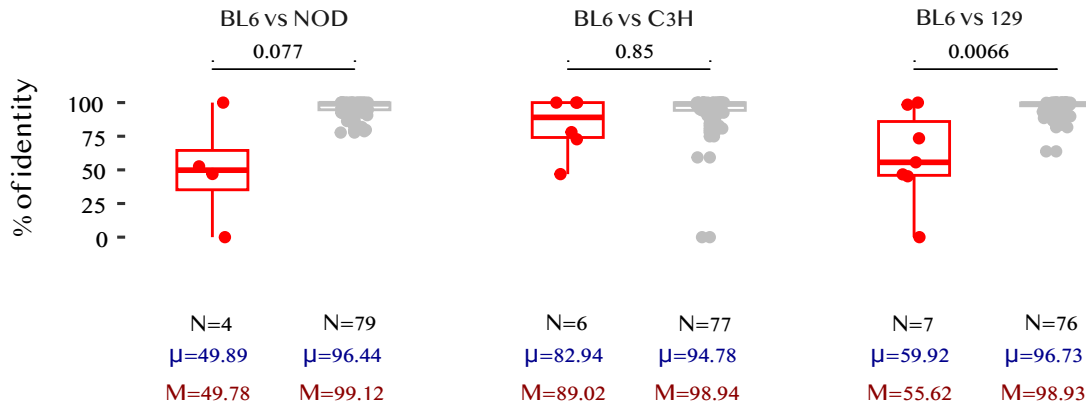

C

Similarity at A-MYB/TCFL5 bound promoter regions.

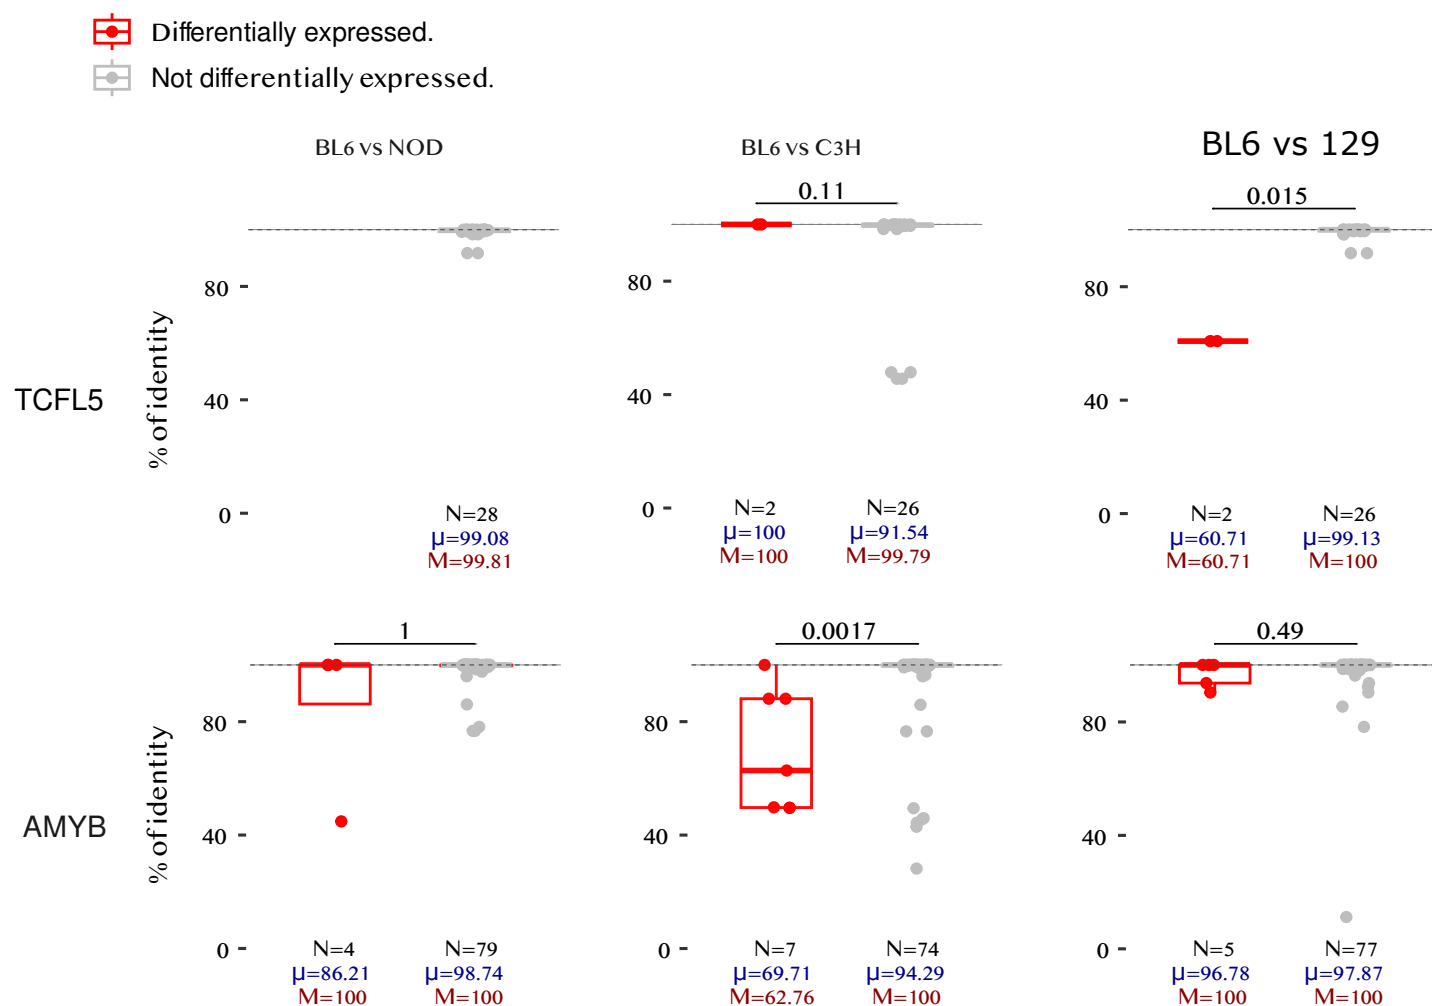

Promoters are TSS $\pm$ 2500bp;
 piRNA clusters from Li et al. (2013);
 ChIP-seq peaks from Yu et al. (2023).

Appendix Figure S7. Inter-strain sequence identity among differentially expressed and not differentially expressed piRNA clusters along the full locus (A), at promoters (B) and at AMYB and TCFL5 transcription factor binding sites (C).

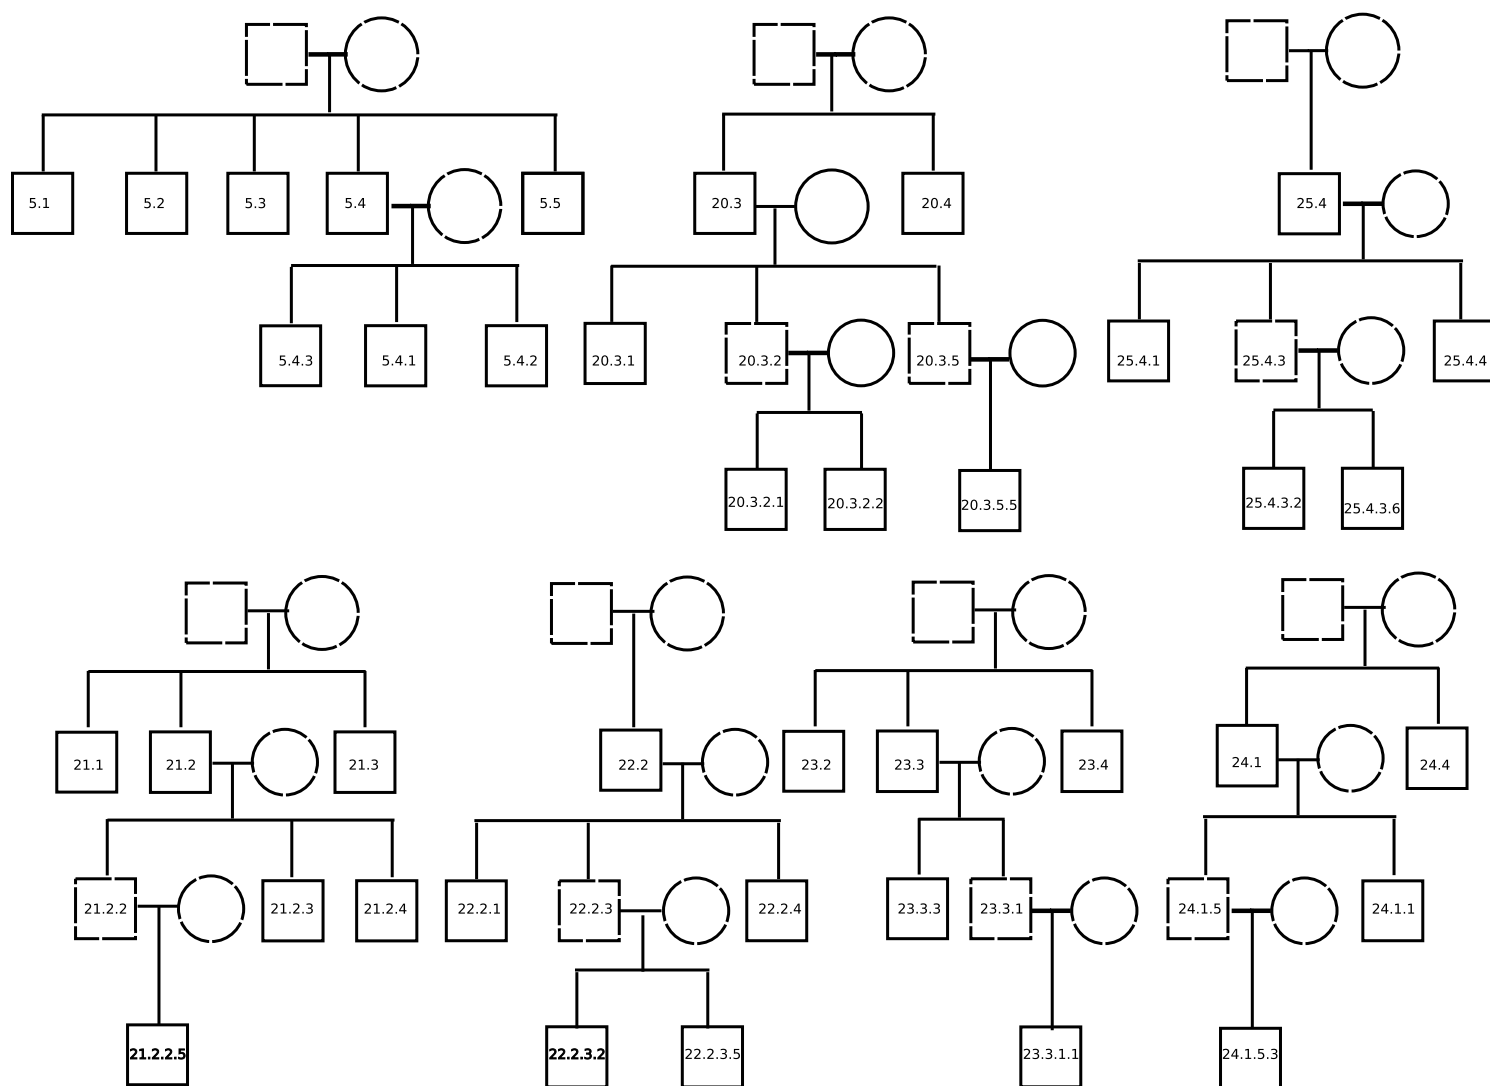

Appendix Figure S8. Pedigrees showing the relatedness of mice of the ICR strain from which small RNAs were sequenced and analysed. Dotted lines indicate animals from which we do not have data. The identifiers of the samples are shown inside the figure and correspond to samples indicated in Table EV1.

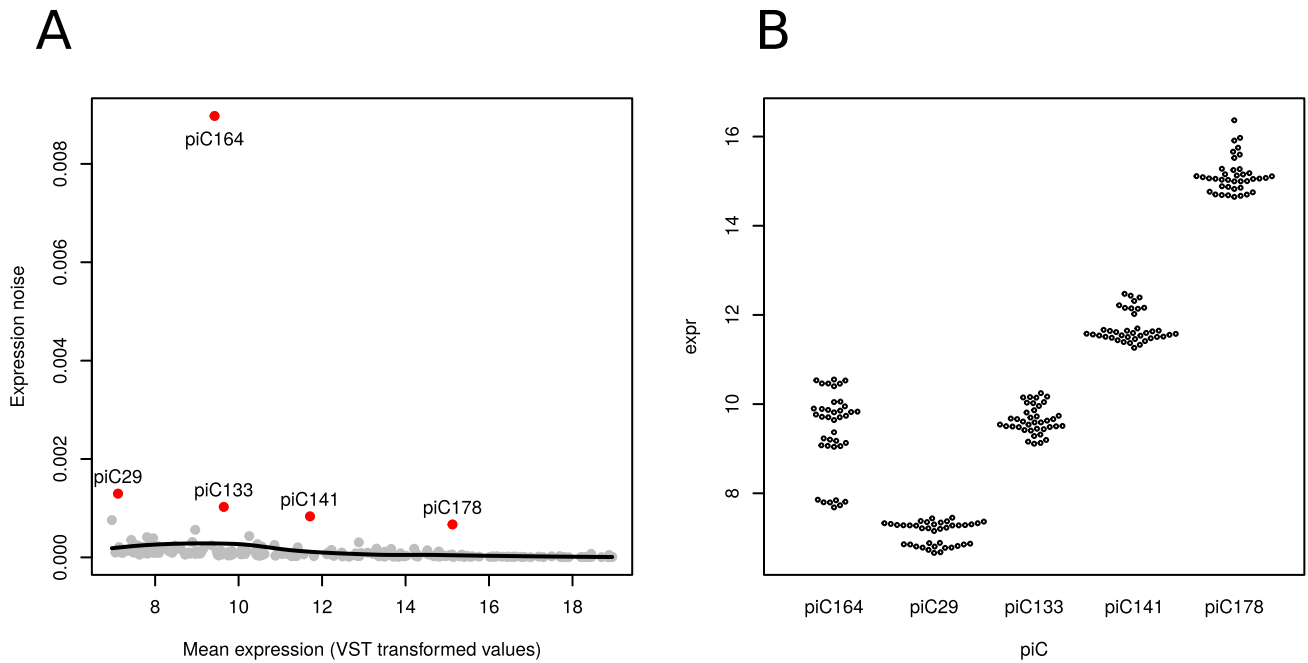

Appendix Figure S9. (A) piRNA clusters with higher than expected “noise” in expression among ICR mice were identified by plotting the coefficient of variation squared against mean expression and then identifying the genes with the largest residuals. The top five most variable piRNA clusters are shown in red. The piRNA cluster expression values were adjusted for differences in library size, transformed using the VST transformation and corrected for batch. (B) Transformed expression values for the top 5 most variable piRNA clusters in the 39 ICR mice.

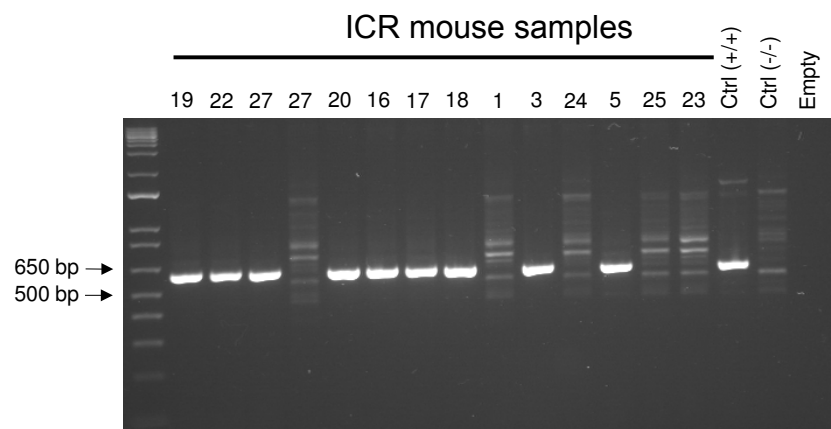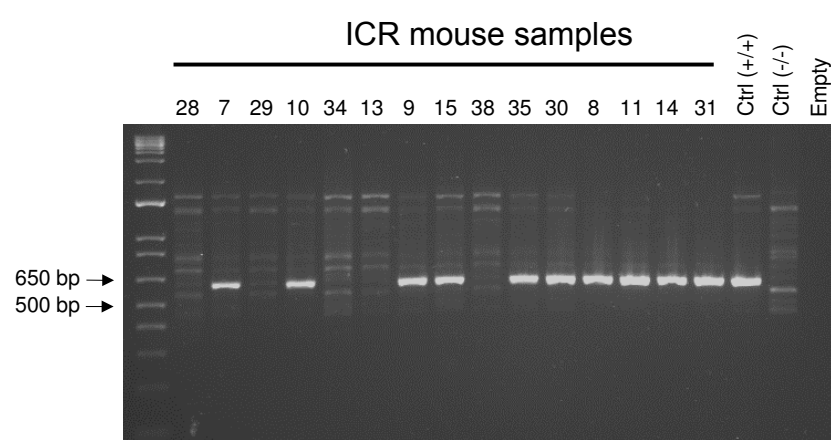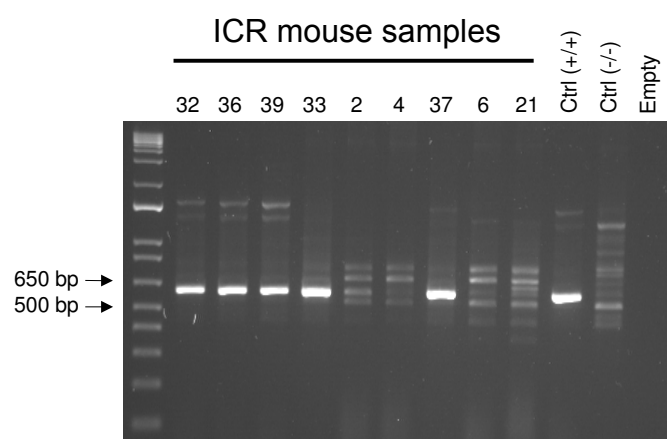

Appendix Figure S10. Genotyping of Noct IAP in mice. T The samples used for the genotyping were from the same mice as those used to generate small RNA sequencing data (labelled sample01-sample06 and sample16- sample27 in Table EV1). The forward primer is located inside the IAP element whereas the Reverse primer is located outside the IAP. Noct IAP-containing genomes generate an amplicon of 610bp.

H3K4me-marked positions in BL6xCAST hybrid mice

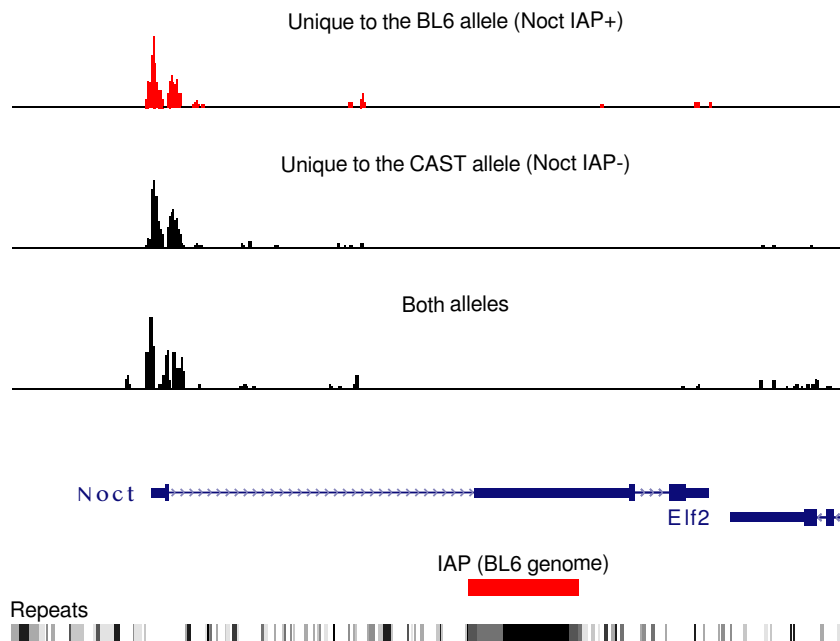

Appendix Figure 11. Allele-specific analysis of H3K4me3 ChIP-Seq from BL6xCAST F1 hybrid mice shows that the active H3K4me3 chromatin mark is found at similar levels on both Noct alleles. Reads mapping unambiguously to each of the two alleles using strain-specific single nucleotide polymorphisms (SNPs) are shown on the top two tracks. Uniquely mapping reads that do not overlap strain-specific SNPs are shown in the bottom track.

A

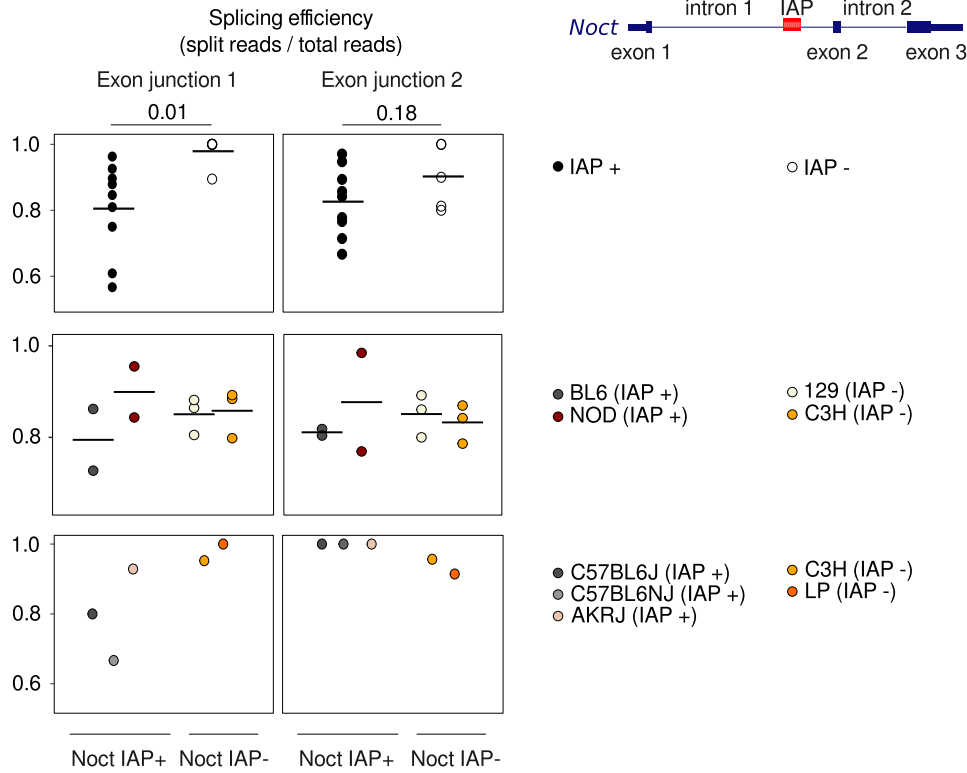

B

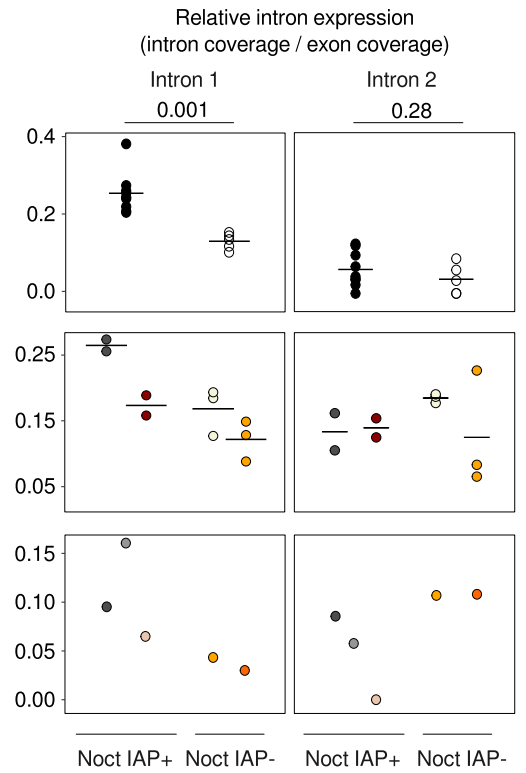

Appendix Figure S12. Comparison of Noct intron retention between genotypes. Comparison of (A) splicing efficiency and (B) relative intron expression between mouse genotypes with/without the IAP in the first intron of Noct. The datasets analysed are testis total RNA-seq data from fourteen genotyped ICR mice (9 Noct IAP+ and 5 Noct IAP-) (top panels), from four inbred strains BL6 (Noct IAP+), NOD (Noct IAP+), 129 (Noct IAP-) and C3H (Noct IAP-) (middle panels) and from C57BL/6J (Noct IAP+ strain), C57BL/6NJ (Noct IAP+ strain), AKR/J (Noct IAP+ strain), C3H/HeJ (Noct IAP- strain) and LP/J (Noct IAP- strain) data from (Yu et al, 2019) (bottom panels). The significance of the differences in the comparisons of distributions of splicing efficiency and intron retention values, between mice with the Noct IAP versus mice without it, is calculated using the Wilcoxon rank sum test and the p-values are indicated.

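RNA-seq values over the piRNA clusters are deposited for 15 ICR testes, 14 of them genotyped, at 56054278 to 69543392 sequenced reads per library by the paper's numbers for 14 libraries. They count each cluster as a whole, so that reads of introns, of exons and any of the IAP itself cannot be separated. pi-Noct had 755 ± 619 normalized counts in 9 IAP+ mice and 242 ± 22.4 in 5 IAP- mice (SD), a log2 difference of 1.203 (exact permutation test, two-sided, p = 0.0335 of 2002 splits). Without IAP- replicate 2, 4 or 6 the p was 0.0531, 0.0503 or 0.0517, and with equal totals the difference was 1.29 (exact permutation p = 0.070). An overfed ancestor was recorded for 7 of the 9 IAP+ mice but not for 4 of the 5 IAP- mice. With this as a term limma gave 1.08 (unadjusted p = 0.143), against 0.0481 without it. The high mean of the IAP+ mice came from 4 mice of generation 3, with 1342 ± 445 (SD). The 1 IAP- mouse of that generation had 239. Across the piRNA clusters, the only loci with values here, the 5 generation 3 libraries did not resemble testis RNA. Their median rank correlation with the inbred testis was -0.299, against 0.941 for the other ICR libraries. The comparison of all mice may therefore not reflect testis. In generations 1 and 2, IAP+ mice had 286 ± 14.8 (SD, n = 5) and IAP- mice 243 ± 25.7 (SD, n = 4), a log2 difference of 0.24 or 1.18-fold (exact permutation p = 0.0079 of 126 splits), a comparison added after the values had been seen, and with equal totals 0.22 (exact permutation p = 0.0556). Over all 214 clusters, 0 differed by genotype in limma (test against 0), and 2 had an unadjusted p under 0.05. Between mice of the same genotype, with generation 3 kept apart, small RNA and RNA-seq of pi-Noct had an r of 0.0113 (13 mice in 3 groups, exact permutation p = 0.981), a test that was also added afterwards. The groups differed in direction, with an r of -0.70 in 5 IAP+ mice and 0.44 in 4 IAP- mice of generations 1 and 2 and -0.69 in 4 IAP+ mice of generation 3 (exact permutation p = 0.175, 0.75 and 0.292).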

How the deposited data were processed for this re-analysis (not part of the article)

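Small RNAs were measured in whole testes of 4 inbred mouse strains (BL6 and NOD with 2 libraries each, C3H and 129 with 3 each), in sorted spermatogonia of BL6 and CAST (4 libraries each) and in testes of 39 outbred ICR mice. RNA-seq covered testes of the 4 inbred strains (2, 2, 3 and 3 libraries), spermatogonia of BL6 and CAST (2 each) and testes of 15 ICR mice. Each table holds 214 known piRNA clusters. Libraries were assigned to strains, replicates and genotypes from the sample labels and Dataset EV1.

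The signal values in all 4 tables are normalized counts, which the authors made before the files were deposited by counting reads over clusters and dividing the counts of each library by its DESeq2 size factor. For small RNAs they kept reads of 19 to 36 nt (cutadapt 2.10), mapped them with Bowtie 1.2.3 to the genome of each strain (GRCm38 for BL6 and ICR), converted the positions to GRCm38 and counted uniquely mapped reads with featureCounts 2.0.1. RNA-seq reads were mapped with HISAT2, and the settings of their counting were not stated. Whole read counts could not be recovered from the deposited values alone, which hold too few low values, and tests on counts and variance-stabilized counts, planned for the case that they could be, were not run. For the inbred small RNAs the paper lists unique reads per cluster (Dataset EV2), and these were used only for size factors and depth. The small RNA tables of testis and spermatogonia had been scaled apart, so a planned comparison of levels between these tissues was not made and only shares and ranks were compared. Of the 214 clusters, 22 are listed at 0 in every inbred small RNA library because they do not align in all 5 strains, and the other 192 were used for these libraries. No library was left out of the main tests.

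Depth is given by the paper. In the small RNA libraries, 18156778 to 22869914 reads per library mapped to clusters in inbred testis, 1443508 to 4112453 in spermatogonia and 8059890 to 14897326 in ICR testis. RNA-seq had 120310628 to 132467432 sequenced reads per library in inbred testis and 56054278 to 69543392 in ICR testis. For spermatogonia RNA-seq no read numbers were found, and the normalized counts of a library add up to 529356 to 585034 over clusters. Where a cluster is at 0 in a group, 3 counts per library were taken as the limit and the fold given as a bound.

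Groups were compared with limma 3.58.1 (R 4.3.3) on log2(normalized count + 1), with the variance trend, for clusters with 10 or more in at least 1 compared library. Strain comparisons used the test against a log2 fold change of 1, and ICR genotypes the test against 0, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. The strain effect per cluster was tested with limma's F test. The strain effect over all clusters was tested with a mixed model in lme4 1.1.37 and 100 permutations of strain labels. Single clusters in small groups were tested by exact permutation, and pi-Noct in ICR mice by 100000 permutations within batch. Lists of clusters were tested with camera at a preset correlation of 0.01, adjusted over all lists and comparisons. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the other steps. The limma tests were tested on simulated data. At log2 changes of 2 and 4 they recovered 20 of 20 changed clusters in each inbred data set except spermatogonia RNA-seq, where they recovered 11 and 13 with 1 false call of 150. In the ICR small RNAs the test of genotypes recovered 20 of 20 at log2 changes of 1 and 2, with 4 false calls of 174.

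The share of variance explained by relatedness came from an animal model of log2(normalized count + 1) with batch and overfed ancestor as fixed effects and the relationship matrix from Dataset EV1, with shares bounded at 99.99%. Its p came from 100 permutations of the mice over the pedigrees, with the share as the permuted statistic and the observed value counted in. The likelihood ratio as the permuted statistic, a p that can be 0, and another seed were added after the count of clusters past the threshold had been seen to be 0. The test on simulated pedigree data and the run with 10000 permutations came after that.

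Replicate numbers might pair libraries of different strains, so residuals of libraries with the same number were correlated. In testis RNA-seq, 129 and C3H libraries with the same number were each other's best match in 3 of 3 cases (correlations of 0.29, 0.14 and 0.12), and a fit with replicate number as a block is reported with the alternatives. Small RNA libraries of testis and spermatogonia showed no such match throughout.

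The clusters named in the text follow a rule set, with the groups, tests and alternatives, before the data were examined. They are the 10 clusters with the largest change in each data set among those past the threshold whose groups do not overlap, every cluster named in the paper's text or in Fig. 1A or 1E, the 5 most variable clusters of Appendix Fig. S9 and the 5 with the highest mean in each strain. Values of some of these in the paper's tables had been seen when the rule was written. The lists are gene-named clusters, intergenic clusters, divergent pairs starting within 500 bases, clusters in genes of transcription and chromatin, of ubiquitin ligases and adaptors, and of kinases and phosphatases, and the clusters on which the paper reports strain differences, which were chosen by the study on these samples. Host genes and introns came from GENCODE vM21.

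The alternatives were pseudocounts of 0.5 and 10, no filter and a stricter filter on low values, other thresholds on the fold change, equal totals, quantile normalization, other sets of clusters or strains, a replicate block, other tests of lists, and leaving out each library in turn. For ICR mice they were each batch alone, no batch term, no overfed term, family as a term or in place of the relationship matrix, the parentage of Appendix Fig. S8 and the mice of Fig. 3A. Alternatives added later are named as such where they are reported. Predicted clusters, SNPs and splicing were not analysed here.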

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

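The tests of other splits of the libraries and all tests on the ICR RNA-seq in this part were chosen after the results had been seen.

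In groups of 4 to 10 libraries, a single library far from the others was looked for at each named cluster with Dixon's test. Of 60 groups, 5 held such a library, where chance gives about 1 in 20, or 3. Nearly all of these groups were small RNA libraries of spermatogonia, as most other groups were smaller. There, BL6 replicate 4 was lowest for pi-Zbtb37 (2295 normalized counts, the others 3052 to 3205), for pi-Ctdsp2 (1084, the others 1511 to 1572) and for pi-Dnmt3a (1452, the others 2042 to 2162). CAST replicate 1 was lowest for 8-qA2-343 (1732, the others 2136 to 2176) and CAST replicate 4 highest for pi-Cdc42ep3 (74.0, the others 58.8 to 60.5). BL6 replicate 4 also had the lowest share of counts in gene-named clusters, 10.5%, against 13.3 to 18.3% in the other BL6 libraries. Its 3 low clusters are all gene-named, so they may not be separate outliers. No explanation was tested for any of the 5.

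The paper does not report on differences between generations in the ICR RNA-seq. The 5 libraries of generation 3 differed from the 10 others in 164 of the 214 clusters by more than 2-fold (limma, adjusted p under 0.05), 127 lower and 37 higher. All 30 clusters in divergent pairs were lower, as were 96 of the intergenic clusters, while 35 of the gene-named clusters were higher. In generation 3, 26 clusters were listed at 0 in all 5 libraries. Of 100 splits of the 15 libraries into 5 and 10, the real split included, 1 gave as many clusters, and the highest other split gave 106. This is the smallest share that 100 splits allow, in a test chosen later, so that chance is unlikely but not excluded. A split that holds several generation 3 libraries can repeat part of their difference, so the high counts of other splits do not show a further structure.

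Scaling of the libraries is argued against, since 170 clusters differed with equal totals, 120 lower and 50 higher, and 182 under quantile normalization (83 lower, 99 higher), where 27 of the divergent pairs were lower. Fewer cells in meiosis, or less transcription of the clusters in these testes, is argued against by the small RNAs of the same mice, where the divergent pairs had a median log2 difference of 0.00252, against -11.97 in RNA-seq on the log2(normalized count + 1) scale, and 0 clusters passed limma's test against 0 (3 at an unadjusted p under 0.05), with a largest difference of 0.92. A candidate explanation is RNA that is not from whole testis, through a mislabelled or exchanged sample. Across the clusters, the 5 libraries had a median rank correlation of -0.299 with the inbred testis RNA-seq. Their median with the inbred spermatogonia RNA-seq was 0.662, while the other ICR libraries had 0.941 with the inbred testis. RNA outside the clusters was not examined. Which tissue or cells the RNA could come from was not tested. An effect of the generation by way of transcription in these testes is argued against by the same values, and the generation stays open only as an untested biological explanation of another kind. Of the genotyped mice in these libraries 4 are IAP+ and 1 is IAP-, so that the comparison of genotypes in RNA-seq is affected by this difference.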

How the results depend on the processing

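The alternatives were set beforehand, except those that leave out the generation 3 mice or the family 25 mouse, the crossed replicate block, the strain effect without 2 clusters, the transposon tests without pi-Noct, a p that can be 0, the likelihood ratio, 10000 permutations and other seeds, which were chosen after the results had been seen. Where no cause is given below, the cause was not tested.

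For single clusters named in the text, 93 results were recomputed in 1918 comparisons. Of these 1852 stayed on their side of the threshold, 50 were no longer past it, 16 were newly past it and 0 reversed. Equal totals kept 84 of 88 and quantile normalization 78 of 87. The replicate block kept 86 of 87, the exception being 10-qC1-2617 in C3H against BL6 at -1.16, which also failed with the crossed block. For values that answer a comparison, 542 of 613 stayed within their bounds.

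Testing against 0 with no fold threshold raises the counts by construction. In testis small RNA it gave 116, 125 and 113 clusters for NOD, C3H and 129 against BL6, 126 and 123 for C3H and 129 against NOD and 132 for C3H against 129, with 178 in at least 1 comparison and 159 in at least 3. In spermatogonia it gave 110. In testis RNA-seq it gave 56, 87, 104, 97, 112 and 85 in the same order and 162 in at least 1. With a fold above 2 applied afterwards, testis small RNA had 14 for C3H against NOD and spermatogonia 39, and testis RNA-seq had 5 for NOD against BL6, 3 for C3H against BL6, 9 for C3H against NOD and 20 in at least 1.

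In testis RNA-seq, C3H against BL6 had 1 cluster with equal totals, 1 with only the 2 strains compared, and 0 to 1 with a library left out (1 without 129 replicate 2). NOD against BL6 had 4 under quantile normalization. Spermatogonia RNA-seq had 5 clusters with pseudocount 0.5, 5 with equal totals, 15 in one fit with the testis libraries and 8 to 13 with a library left out, where the lone sample is assumed to vary like the other group. The global strain effect had a p of 0.0248 (without BL6 replicate 2) to 0.0506 (without 129 replicate 2), and of 0.708 without the 2 clusters with the largest decrease in 129 against BL6.

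Equal totals moved the median of all clusters in testis RNA-seq by -0.14 for C3H and 129 against BL6, and quantile normalization moved it by -0.26 in spermatogonia RNA-seq. In testis small RNA equal totals moved it by 0.14 for C3H against BL6 and 0.11 for C3H against 129. In spermatogonia small RNA the clusters past the threshold were 1 higher and 12 lower with equal totals and 8 higher and 6 lower under quantile normalization.

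Camera with estimated correlation passed 0 of 98 list tests and fry 59. Without the 5 highest clusters, the shares in testis of intergenic, divergent and gene-named clusters were 95.9, 58.2 and 4.13% in BL6, 95.8, 56.4 and 4.20% in NOD, 96.0, 56.7 and 4.01% in C3H, and 96.2, 57.5 and 3.82% in 129. Without the clusters called in small RNA, r between RNA-seq and small RNA was 0.0916 (permutation p = 0.22) for C3H against BL6 and 0.121 (permutation p = 0.10) for C3H against NOD. With at least 50% of the known cluster as the overlap, 0 transposon tests had an unadjusted p under 0.05, and 0 without pi-Noct.

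In ICR mice, 5 clusters differed by genotype in batch 1 only and 2 without the IAP+ mouse of family 25. The mean share of variance was 57.1% with no batch term, 23.36% with family in place of the relationship matrix, 61.3% with the parentage of Appendix Fig. S8 as drawn, 62.1% in batch 2 only and 53.5% in batch 1 only. Clusters with 50% or more and an adjusted p under 0.05 were 16 with family, 46 with 0 allowed, 93 with the likelihood ratio, 113 with the likelihood ratio and 0 allowed, and 99 with another seed of it. With the likelihood ratio it was 60 with the parentage of Appendix Fig. S8 as drawn, 48 with no batch term, 16 with family, and 0 in batch 1 only and in batch 2 only. In batch 2 only, 5 of the 5 named clusters were the most variable. For pi-Noct in ICR RNA-seq the log2 difference was 1.29 (p = 0.070) with equal totals, 0.22 (p = 0.056) with equal totals without the generation 3 mice, and 0.99 to 1.33 with a mouse left out, with p over 0.05 without IAP- replicate 2 (0.0531), 4 (0.0503) or 6 (0.0517), all by exact permutation.

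Count tests and variance-stabilized values were not run. For the inbred small RNAs the paper lists reads per cluster, but these were not used for such tests. Depth limits clusters with few reads, such as pi-Noct with 5.97 to 12.9 normalized counts in C3H and 129 testis.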

Differences from the paper's values

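The likelihood ratio and a p that can be 0, used for the relatedness counts here, and the strain effect without 2 clusters were chosen after the values had been seen.

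For the strain effect over all clusters in testis the paper gives p = 0.04, and the likelihood ratio here gave p = 0.0184. The paper fitted variance-stabilized values, while log2(normalized count + 1) was used here. The same holds for the strain effect in each cluster. What this difference does to the values was not tested. Of 15 alternatives set before the data were examined, 5 came within 1.5 times of the paper's value, namely without 129 replicate 1, 2 or 3 and without C3H replicate 1 or 2. The other 10 did not. Without 10-qC1-2617 and 8-qA2-343, an alternative chosen after the values had been seen, p was 0.708.

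The paper counts 87 clusters with a share of 50% or more and an adjusted p under 0.05, and the count here was 0 at the same thresholds but with another form of p, with 118 at an unadjusted p under 0.05. The paper also used variance-stabilized values corrected for batch, where log2 values with a batch term were used here. Its permutations, which kept mice within a generation and pedigree set, may differ as well. None of the 8 alternatives set beforehand came within 1.5 times of 87, and family in place of the relationship matrix gave 16. Among those chosen after the values had been seen, the likelihood ratio as the permuted statistic gave 93, of which 64 are in the paper's set, so that it drops 23 of the 87, while with 0 allowed it gave 113 and kept 75, and with another seed 99 and 68. It gave 60 and kept 48 with the parentage of Appendix Fig. S8 as drawn, 48 and 39 with no batch term, 16 and 12 with family, and 0 in either batch alone. The share with 0 allowed gave 46, of which 33 are in the paper's set. The paper's table holds a p of 0 for 50 clusters, so its p was not formed like the main p here, which cannot be under 0.0099, and this is the alternative nearest to it in that respect.

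In testis RNA-seq the paper's table has 1 cluster for C3H against BL6, and limma here gave 0, with 2 at an unadjusted p under 0.05. Of 21 alternatives, equal totals (another cluster, 14-qC1-1010, at -1.39), only the 2 strains compared, and without 129 replicate 2 gave 1. The paper's cluster, 4-qB3-639, had a log2 fold change of 1.33 here (adjusted p = 0.123). It passed in 4 of 21 alternatives, with a fold above 2 applied afterwards, with no fold threshold, with only the 2 strains compared and without 129 replicate 2.

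In spermatogonia RNA-seq the paper's table has 6 clusters and limma here gave 1, with 12 at an unadjusted p under 0.05. Of 15 alternatives, pseudocount 0.5, equal totals, and without BL6 replicate 1, CAST replicate 1 or CAST replicate 2 came within 1.5 times of 6. The others did not. Of the 5 clusters only in the paper's table, piC101 (8.26), piC159 (9.39), pi-Zmat3 (7.73) and piC81 (8.22) each had an adjusted p of 0.0645 and passed with pseudocount 0.5, equal totals, one fit with the testis libraries and without each library in turn. pi-Rplp1 (-3.25, adjusted p = 0.158) passed in one fit with the testis libraries.

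In testis small RNA, piC2 in 129 against BL6 is in the paper's table and had a log2 fold change of 1.18 here (adjusted p = 0.0524). It passed with a fold above 2 applied afterwards, with no fold threshold, under quantile normalization and without 129 replicate 2, NOD replicate 1 or NOD replicate 2. pi-Hjurp in C3H against NOD passed here (-1.21, adjusted p = 0.0424) and is not in the paper's table. Of 22 alternatives, 10 called it.

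The mean share of variance stated in the paper's text is 48%. The mean of the shares in the paper's own Dataset EV8 is 61.0% and their median 72.0%, and the mean here was 69.5%, with a rank correlation of 0.9005 between the shares of Dataset EV8 and those here. Of the 5 most variable clusters the paper counts 3 past both thresholds, and here 0 passed with the share as the permuted statistic and 4 with the likelihood ratio.

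The paper states that the piRNA level of pi-Noct and the genotype of the IAP match in every mouse. In the deposited values 1 IAP+ mouse of family 25 had 2.54 normalized counts, within the range of the 14 IAP- mice, and the other 23 IAP+ mice lay above that range. In the 18 mice of Fig. 3A, whose genotyping the paper shows, level and genotype match throughout, with 23.6 as the lowest IAP+ and 6.67 as the highest IAP- count.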

Other observations

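All tests in this part were chosen after the results had been seen.

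The counts of clusters between groups were set against other splits of the same libraries. CAST against BL6 in spermatogonia small RNA gave 15 clusters, and 1 of 35 splits, the real one, gave as many, with 0 as the highest of the others. This is the smallest share that 35 splits allow, in a test chosen later, so that chance is unlikely but not excluded. For C3H against 129 the 10 splits are too few for a share under 0.05. The real count was 8 in small RNA and 6 in RNA-seq, each reached by 1 split, with 0 as the highest of the others. Between genotypes in the ICR small RNA, limma called 1 cluster, and 11 of 100 splits gave as many, with 12 as the highest, so that chance is not excluded for the count. Why a split gave several times the real count was not tested. In the ICR RNA-seq the count was 0 by limma, which 100 of 100 splits reach, with 0 as the highest, and 2 clusters had an unadjusted p under 0.05.

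The IAP+ mouse of family 25 had 2.54 normalized counts of pi-Noct. An exchange with an IAP- mouse of the series is argued against, since the highest IAP- count was 6.67 and the lowest of the other IAP+ mice 19.9. Low depth is argued against as well, with 13922502 reads in clusters against a median of 13588661 in its batch. A wrong genotype or library label remains a candidate explanation, since the count lies in the range of the IAP- mice, but it cannot be told apart from an IAP without effect in this mouse, as the deposited values hold no genotype of the library itself.

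That no cluster passed the adjusted threshold of the relatedness model was examined in 2 ways. Too few permutations is argued against, since 0 clusters passed with 10000 permutations. Ties of the permuted share at its bound may be the reason, since in simulated data with 90% of the variance due to relatedness the share recovered 0 of 200 clusters and the likelihood ratio 129. At a simulated 50% they recovered 0 and 40.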
